# Age-related retinal degeneration resulting from the deletion of Shp2 tyrosine phosphatase in photoreceptor neurons

**DOI:** 10.1038/s41419-024-06924-y

**Published:** 2024-08-08

**Authors:** Ammaji Rajala, Rahul Rajala, Mohd A. Bhat, Mark Eminhizer, Jeff Hao, Jianhai Du, Raju V. S. Rajala

**Keywords:** Neurotrophic factors, Ageing

## Abstract

Shp2, a critical SH2-domain-containing tyrosine phosphatase, is essential for cellular regulation and implicated in metabolic disruptions, obesity, diabetes, Noonan syndrome, LEOPARD syndrome, and cancers. This study focuses on Shp2 in rod photoreceptor cells, revealing its enrichment, particularly in rods. Deletion of Shp2 in rods leads to age-dependent photoreceptor degeneration. Shp2 targets occludin (OCLN), a tight junction protein, and its deletion reduces OCLN expression in the retina and retinal pigment epithelium (RPE). The isolation of actively translating mRNAs from rods lacking Shp2, followed by RNA sequencing, reveals alterations in cell cycle regulation. Additionally, altered retinal metabolism is observed in retinal cells lacking Shp2. Our studies indicate that Shp2 is crucial for maintaining the structure and function of photoreceptors.

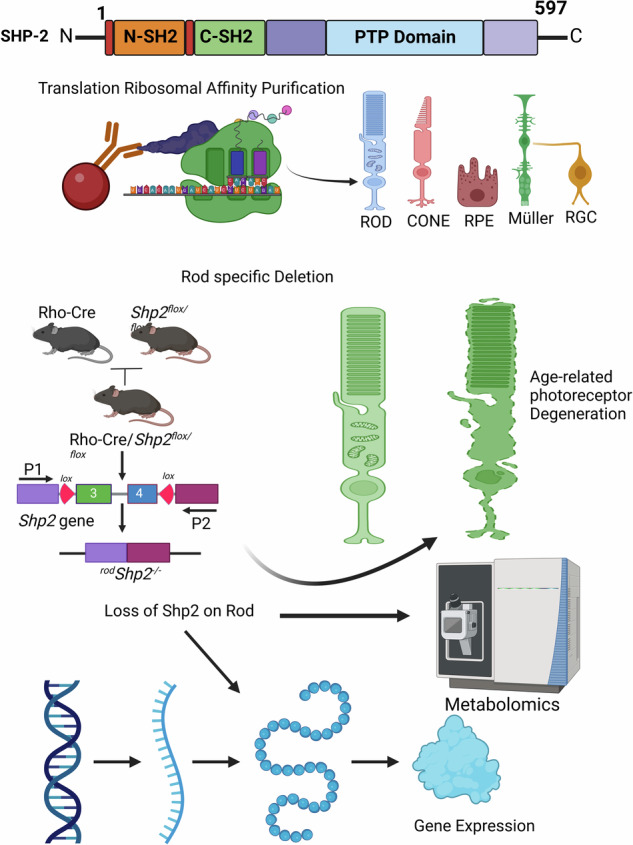

## Introduction

Src homology region 2 (SH2)-containing protein tyrosine phosphatase 2 (Shp2), is a non-receptor phosphotyrosine phosphatase, encoded by the *ptpn11gene* [1, 2]. Shp2 is a cytoplasmic phosphatase ubiquitously expressed in cells and various tissues [2]. Shp2 regulates both receptor tyrosine kinase and non-receptor tyrosine kinase-regulated pathways [2–4]. Shp2 activity plays an important role in regulating tumorigenesis, development, and metabolic diseases [5, 6]. An earlier study shows that Shp2 protein expression is absent from the photoreceptor cells and loss of Shp2 in the retina results in photoreceptor degeneration and suggests that Shp2 may be indirectly required for photoreceptor cell survival, a non-cell-autonomous function of Shp2 [7]. Interestingly, we previously reported that the Shp2 substrate, Grb2-associated binding protein 1 (Gab1) is predominantly expressed in photoreceptor cells [8]. These observations raise several questions, which include 1) whether Shp2 is expressed in photoreceptor cells, and 2) how photoreceptor degeneration occurs in the retina-specific deletion of Shp2, which we addressed in this study. We have employed state-of-the-art biochemical, bioinformatics, and functional techniques to demonstrate that Shp2 is expressed in photoreceptors and rod-cell-specific deletion of Shp2 results in photoreceptor degeneration. Our studies suggest that Shp2 is essential for the maintenance of the structure, function, and viability of photoreceptor cells.

## Results

### Characterization of Shp2 in rod photoreceptors

To determine whether Shp2 is expressed in rod photoreceptor cells, we have isolated bovine rods, which contain both rod outer and inner segments co-immunolabelled with rhodopsin and Shp2 antibodies. We found the expression of Shp2 in both the rod outer and inner segments whereas the rod outer segment marker, rhodopsin exclusively stained the outer segments (Fig. 1A–C). To validate further the expression of Shp2 in rod photoreceptors, we isolated intact photoreceptors on Opti-prep density gradient centrifugation, and the fractions were immunoblotted with Shp2 and rhodopsin antibodies. Our results further show that Shp2 co-eluted with rhodopsin suggesting the expression of Shp2 in rod photoreceptor cells (Fig. 1D).

**Fig. 1:**
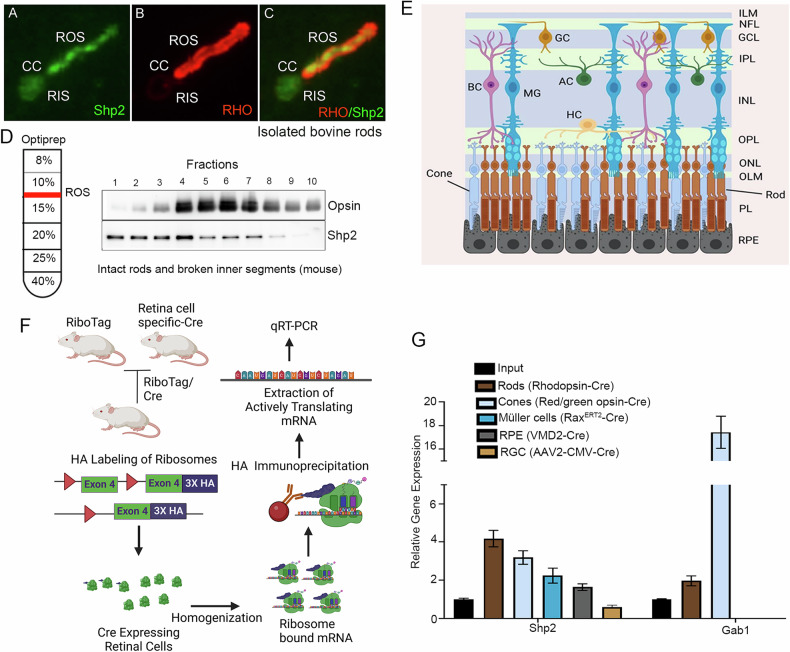
Expression of Shp2 in various retinal cells. Isolated bovine rods were immunostained with Shp2 (green) and rhodopsin (red) antibodies (**A**–**C**). ROS, rod outer segments, RIS, rod inner segments, CC, connecting cilium. Retina lysate was subjected to Opti-Prep (8–40%) density gradient centrifugation and the fractions were immunoblotted with Shp2 and opsin (rhodopsin) (**D**). Cross section of the retina displaying all the retinal cells (**E**). Translating Ribosome Affinity Purification. Floxed Rpl22 mice were mated with rod-Cre (**F**), cone-Cre, Müller cell-Cre, RPE-Cre, and RGC-Cre individually and the ribosomes were immuno-affinity purified with HA antibody. The bound mRNA associated with ribosomes was isolated (**F**). Equal amounts of mRNA from various retinal cells were quantified using Shp2 and Gab1 primers, and the data was normalized to the housekeeping gene Rpl37 (**G**). Input represents the total retinal RNA. Data are mean ± *SEM* (*n* = *3*). Panels (**E**, **F**) were created with BioRender.com. Note: The opsin blot shown in (**D**) was previously used in another study [41]. The same samples were used to examine Shp2 expression.

Retina is a heterogeneous tissue composed of several cell types (Fig. 1E). To further examine the cell-type specific expression of Shp2, we employed Translating Ribosome Affinity Purification (TRAP) by breeding RiboTag mice which allows for Cre-mediated labeling of ribosomes with an HA-tagged ribosomal protein Rpl22; with mice carrying a rod specific Cre, allowing for the labeling of Rod Polysomes with HA. Immunoprecipitation of polysomes with antibody against HA results in the isolation of actively translating mRNA and quantitative real-time PCR (qRT-PCR) with gene-specific primers reveal the quantitative expression of the gene of interest (Fig. 1F). In this study, we bred RiboTag mice with rod photoreceptor-specific rhodopsin-Cre, cone photoreceptor-specific red/green opsin-Cre, retinal pigment epithelial-specific VMD2-Cre, Müller cell-specific Rax-Cre and AAV2-CMV-Cre to target retinal ganglion cells as we described earlier [9]. Isolated polysome-bound actively translating mRNA was subjected to qRT-PCR with Shp2 primers (Table 1) and normalized the expression to *Rpl37* ribosomal protein [9]. Our results indicate increased expression of Shp2 in rods followed by cone, Müller cells, and RPE compared to input (total RNA isolated from respective Cre/Rpl22 mouse retina) and ganglion cells (Fig. 1G). We previously reported that Shp2 substrate Gab1 is predominantly expressed in rod inner segments [8]. Our TRAP data indicate increased expression of Gab1 in both rods and cones but not in RPE, Müller and ganglion cells (Fig. 1G). Collectively, our data confirm the expression of Shp2 in rod photoreceptor cells.

**Table 1:** Real-time PCR primers to quantitate the expression of *Shp2, Gab1, Occludin*, and inflammatory markers.

Gene	Forward Primer	Reverse Primer
*Shp2*	CCATGGGCAGCTGAAAGAGA	TACGAGTTGTGTTGAGGGGC
*Gab1*	CTCCGGAGGAGTTTCAGAGAA	TTCGCGGACTGAAGAGGAAC
*Occludin*	TTGAAAGTCCACCTCCTTACAGA	CCGGATAAAAAGAGTAGCCTGG
*Rpl37*	CGGGACTGGTCGGATGAG	TCACGGAATCCATGTCTGAATC
*Actb* (*β-actin*)	ACTGGGACGACATGGAGAAG	GGGGTGTTGAAGGTCTCAAA
*Arg1*	GAACACGGCAGTGGCTTTAAC	TGCTTAGCTCTGTCTGCTTTGC
*Cd206*	TCTTTGCTTTCCAGTCTCC	TGACACCCAGCGGAATTTC
*Cd32*	AATCCTGCCGTTCCTACTGATC	GTGTCACCGTGTCTTCCTTGAG
*Gfap*	CCAGCTTACGGCCAACAGT	TGGTTTCATCTTGGACTTCTG
*Il-8*	CCTGCTCTGTCACCGATG	CAGGGCAAAGAACAGGTCAG
*Il-10*	ACCTGCTCCACTGCCTTGCT	GGTTGCCAAGCCTTATCGGA
*Il-1β*	TCGAGGCCTAATAGGCTCATCT	GCTGCTTCAGACACTTGCACAA
*Ifn-γ*	TGGCTCTGAAGGATTTTCATC	TCAACTGGCATAGATGTGGAAGAA
*Inos*	CATTGGAAGTGAAGCGTTTCG	CAGCTGGGCTGTACAAACCTT
*Mcp1*	AAGTGCAGAGAGCCAGACG	TCAGTGAGAGTTGGCTGGTG
*Nfh*	CACCAAGGAGTCACTGGAG	TGCTGAATAGCGTCCTGGTA
*Tnf-α*	CCTCTTCTCATTCCTGCTTGTGG	GGCCATTTGGGAACTTCTCATC

### Functional role of Shp2 in rod photoreceptor cells

We generated rod-specific Shp2 KO mice under the control of rhodopsin promoter [10] (Fig. 2A). Quantitative real-time PCR analysis on Shp2 KO (^*rod*^*Shp2*^−/−^) mice show a significant decrease of Shp2 expression compared to wild type (*Shp2* ^*flox/flox*^) mice (Fig. 2B). There is a lack of Shp2 antibodies which are suitable for immunofluorescence, we immunoblotted the *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ mouse retinas with a Shp2 antibody showing a 60% decrease of Shp2 levels in ^*rod*^*Shp2*^−/−^ mice compared to *Shp2* ^*flox/flox*^ mouse retinas, consistent with the Cre-antibody reactivity only in ^*rod*^*Shp2*^−/−^ mouse retina (Fig. 2C, D). In ^*rod*^*Shp2*^−/−^ mouse retina, the remaining 40% of Shp2 protein likely comes from other retinal cell types. At 6 weeks of age, there was no significant difference in rod scotopic a- (Fig. 2E) and b-wave (Fig. 2F) and cone photopic b-wave (Fig. 2G) amplitudes between ^*rod*^*Shp2*^−/−^ and *Shp2* ^*flox/flox*^ mice. Consistent with the function, there was no significant difference in the morphology of the retina between these two genotypes (Fig. 2H). At 20 weeks of age, ^*rod*^*Shp2*^−/−^ mice showed a significant reduction in scotopic a-wave (Fig. 2I) and b-wave (Fig. 2J) amplitudes compared to *Shp2* ^*flox/flox*^ mice. However, there was no significant difference in photopic b-wave amplitudes between *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ mice (Fig. 2K). At this time point, we found thinning of both rod outer segment (ROS) and outer nuclear layer (ONL) thickness in ^*rod*^*Shp2*^−/−^ mice compared to *Shp2* ^*flox/flox*^ mice (Fig. 2L). At 64 weeks, ^*rod*^*Shp2*^−/−^ mice exhibited a complete loss of scotopic a-wave (Fig. 2M), significantly reduced scotopic b-wave (Fig. 2N) and photopic b-wave amplitudes compared to *Shp2* ^*flox/flox*^ mice. Morphological analysis revealed the loss of ROS and ONL layers (Fig. 2P), indicating that Shp2 deficiency in rods leads to age-related photoreceptor degeneration. To confirm the age-related morphological changes in ^*rod*^*Shp2*^−/−^ mice, we performed immunoblotting of retinal proteins from *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ mice using a rhodopsin antibody. The results showed no change in rhodopsin levels between *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ mice at 6 weeks of age (Fig. 2Q, T). However, there was a significant decrease in rhodopsin levels at 20 weeks (Fig. 2R, T) and a complete absence of rhodopsin at 64 weeks (Fig. 2S, T) in ^*rod*^*Shp2*^−/−^ mice compared to *Shp2* ^*flox/flox*^ mice. These findings further confirm that the loss of Shp2 in rods leads to age-related photoreceptor degeneration.

**Fig. 2:**
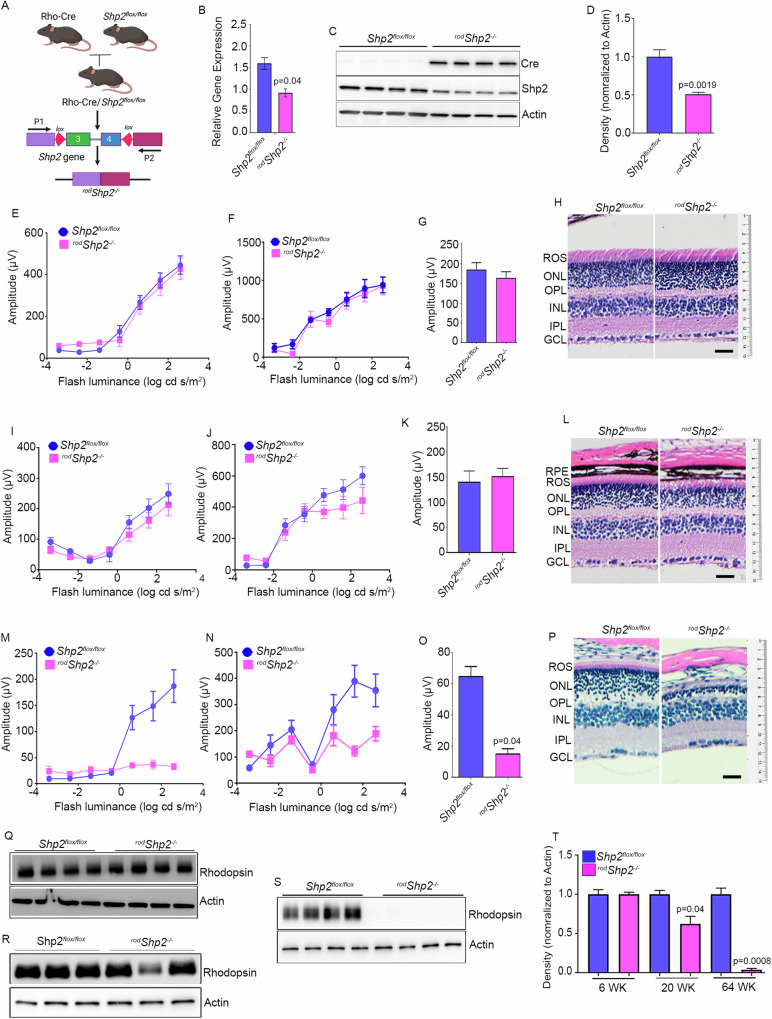
Functional and morphological characterization of conditional rod-specific Shp2 KO mice. **A** Rod-specific Shp2 KO mice (^*rod*^Shp2^*−/−*^) were generated by breeding floxed Shp2 mice (Shp2^*flox/flox*^) with mice expressing Cre-recombinase under the control of rhodopsin promoter. Quantitative real-time PCR shows the normalized Shp2 expression to actin in Shp2^*flox/flox*^ and ^*rod*^Shp2^*−/−*^ mice (**B**). Data are mean ± *SEM* (*n* = *3*). Retina lysates were prepared from one-month-old mice Shp2^*flox/flox*^ and ^*rod*^Shp2^*−/−*^ mice and immunoblotted with Cre, Shp2, and actin antibodies (**C**). Densitometric analysis of Shp2 normalized to actin (**D**). Data are mean ± *SEM* (*n* = *3)*. Functional characterization of ^*rod*^Shp2^*−/−*^ mouse retina. Scotopic a-wave (**E**, **I**, **M**), scotopic b-wave (**F**, **J**, **N**), and photopic b-wave (**G**, **K**, **O**) analyses were performed on 6-week-old (**E**–**G**), 20-week-old (**I–K**), and 64-week-old (**M**–**O**) Shp2^*flox/flox*^ and ^*rod*^Shp2^*−/−*^ mice. Data are mean ± *SEM* (*n* = 8). The ^*rod*^Shp2^*−/−*^ response was significantly lower than that of the Shp2^*flox/flox*^ retinas (*p* < 0.001). Data were analyzed by two-way ANOVA and unpaired t-test. Six-week (**H**), 20-week (**L**), and 64-week-old (**P**) Shp2^*flox/flox*^ and ^*rod*^Shp2^*−/−*^ mouse eye sections were stained with hematoxylin and eosin staining. Retinal proteins from 6-week (**Q**), 20-week (**R**), and 64-week-old (**S**) Shp2^*flox/flox*^ and ^*rod*^Shp2^*−/−*^ mice were immunoblotted with rhodopsin and actin antibodies. Densitometric analysis of Shp2 normalized to actin (**T**). Data are mean ± *SEM* (*n* = 4 for 6 and 64 weeks*; n* = *3* for 20 weeks). Panels (**A**) was created with BioRender.com. Note: We used the same actin blot in Figs. 2R, 3D.

### Biochemical studies on Shp2 KO mice

Recent studies show that Occludin (OCLN) is a Shp2 substrate [11]. OCLN is a novel integral membrane protein localizing at tight junctions [12]. Furthermore, tight junction protein interactions and barrier function is mediated through OCLN S408 phosphorylation [13]. OCLN is also expressed in cells without tight junctions suggesting additional functions that are unrelated to tight junction formation [14]. We examined OCLN levels in TRAP samples isolated from retinal cell types show the highest expression in retinal pigment epithelium (RPE) followed by rods and cones whereas Müller cells do not express OCLN (Fig. 3A). These studies show that OCLN is not only expressed in RPE as it is required for tight junction formation but also expressed in both rod and cone photoreceptor cells.

**Fig. 3:**
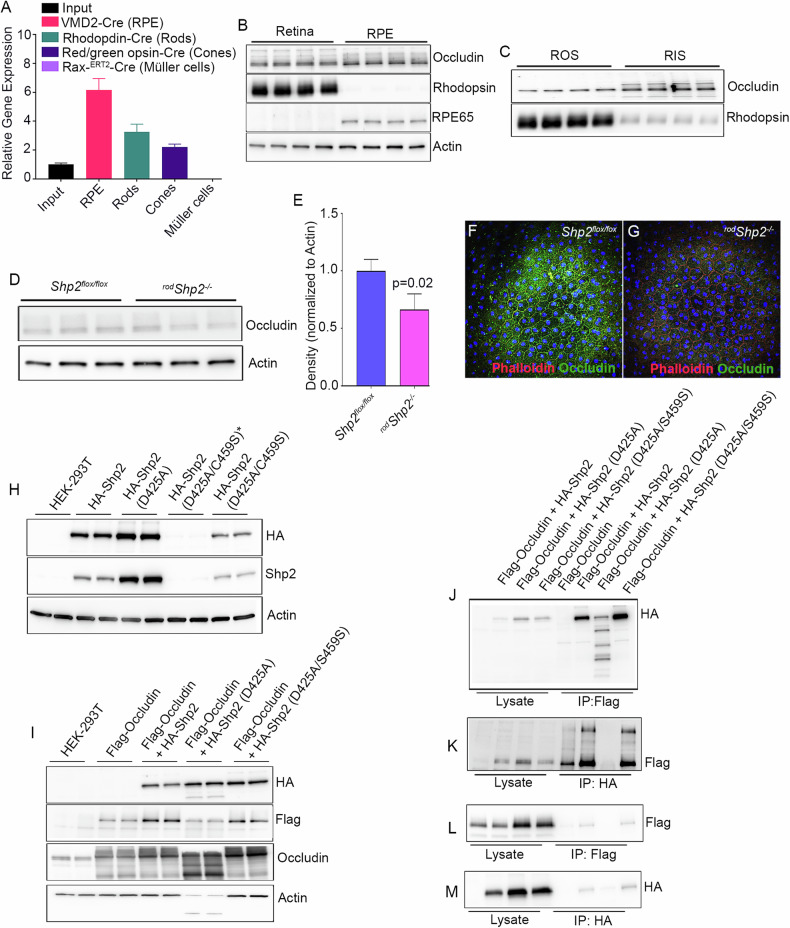
Expression of and interaction of Occludin with Shp2. TRAP isolated mRNA from input, RPE, rod, cone, and Müller cells were subjected to qRT-PCR with Occludin primers, and the data was normalized to the *Rpl37* gene (**A**). Data are mean ± *SEM* (*n* = *3)*. Retina and RPE proteins from C57Bl6 mice were immunoblotted with Occludin, rhodopsin, RPE65, and actin antibodies (**B**). Rod outer segments (ROS) and rod-enriched inner segments (RIS) were immunoblotted with Occludin and rhodopsin (**C**). Retinal proteins from Shp2^*flox/flox*^ and ^*rod*^Shp2^*−/−*^ mice were immunoblotted with Occludin and actin antibodies (**D**). Densitometric analysis of OCLN was normalized to actin (**E**). Data are mean ± *SEM* (*n* *=* *3*). RPE flat mounts from 20-week old Shp2^*flox/flox*^ (**F**) and ^*rod*^Shp2^*−/−*^ (**G**) mice were stained with Phalloidin and Occludin. Interaction between Shp2 and Occludin in a heterologous system. HEK-293T cells were transfected with WT-HA-Shp2, and mutant construct of Shp2, HA-Shp2(D425A), and HA-Shp2 (D425A/C459S) and 48 h later, proteins were immunoblotted with HA, Shp2 and actin antibodies (**H**). HEK-293T cells were transfected alone with Flag-OCLN or co-transfected with WT-HA-Shp2, and mutant construct of Shp2, HA-Shp2(D425A), and HA-Shp2 (D425A/C459S) and 48 h later, proteins were immunoblotted with HA, Flag, Occludin and actin antibodies (**I**). Reciprocal immunoprecipitations with Flag (**J**) or HA (**K**) antibodies and the interaction are examined by immunoblotting with HA (**J**, **M**), Flag (**K**, **L**) antibodies. Note: *We expressed four independent clones of HA-Shp2 (D425A/C459S) in HEK293T cells, but only two of these clones were successfully expressed.

To confirm that OCLN is expressed in the retina, we prepared retina and RPE and the protein lysates were immunoblotted with OCLN, rhodopsin, and RPE65 antibodies. The results show that rhodopsin is expressed in the retina but not in the RPE, whereas RPE65 is expressed in the RPE but not in the retina (Fig. 3B). Under these conditions, we found the expression of OCLN in both the retina and RPE (Fig. 3B), suggesting that OCLN is present in both tissues. To examine whether OCLN is expressed in rod photoreceptor cells, we isolated these cells using discontinuous sucrose density gradient centrifugation. This process yields pure outer segment membranes (ROS) and an enriched inner segment fraction (RIS), which also includes other inner retinal cells [9]. These fractions were immunoblotted with OCLN and rhodopsin antibodies, and the results demonstrate that increased OCLN is associated with RIS fractions compared to ROS; nevertheless, ROS also shows the expression of OCLN (Fig. 3C). To determine whether the loss of Shp2 in rod photoreceptor cells affects OCLN levels in the retina, we examined OCLN levels in *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ mouse retinas. The results show significantly reduced OCLN levels in ^*rod*^*Shp2*^−/−^ retinas compared to *Shp2* ^*flox/flox*^ retinas (Fig. 3D, E). This suggests that Shp2 plays a role in the expression or turnover of OCLN in photoreceptor cells.

Our TRAP data show increased expression of OCLN in the RPE (Fig. 3A). To examine whether the loss of Shp2 in rods affects OCLN expression in the RPE, we prepared RPE flat mounts from five-month-old *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ mice and stained them with OCLN and Phalloidin. The results revealed intense OCLN staining in the RPE of *Shp2* ^*flox/flox*^, whereas there was a complete loss of OCLN staining in the RPE of ^*rod*^*Shp2*^−/−^ mice (Fig. 3F, G). These findings suggest that the loss of Shp2 in rods affects the expression or turnover of OCLN in the RPE.

### Interaction of Shp2 with OCLN in a heterologous system

Recent studies show that OCLN is a Shp2 substrate [11]. Mutation of Asp to Ala in the conserved WPD loop in the protein tyrosine phosphatases (PTPs) acts as a high-affinity trap to lock their substrates [15]. Several studies have identified PTP substrates using this technology [8, 15]. Shp2 “Substrate-trapping” mutants have been used to identify Shp2 substrates [16]. We generated three Shp2 constructs (Shp2-WT, Shp2-D425A, and Shp2-D425A/C459S) with a HA-tagged epitope. Flag-tagged OCLN and HA-tagged WT and mutant Shp2 constructs were either expressed alone (Fig. 3H) or co-expressed (Fig. 3I) in HEK-293T cells. Co-expression of HA-Shp2-D425A mutant with Flag-OCLN resulted in proteolysis (Fig. 3I). Co-immunoprecipitation experiments (Fig. 3J–M) suggest that Flag-OCLN can associate with HA-Shp2-WT and HA-Shp2-D425A/C459S and vice versa (Fig. 3J, K). These observations suggest that OCLN interacts with Shp2 in vitro. We could not identify the in vivo interaction between Shp2 and OCLN, as we do not have good antibodies to study their physical interaction via immunofluorescence or co-immunoprecipitation.

### Shp2-regulated gene expression in rod photoreceptor cells

We generated Rod-specific Shp2/ Ribo-Tag mice by first breeding homozygous Shp2 floxed mice with homozygous Ribo-Tag mice. Simultaneously, we bred homozygous Ribo-Tag mice with rhodopsin-Cre mice. Males who carried one allele of Shp2, were homozygous for Ribo-Tag, and carrying the rhodopsin Cre was then mated to females who were homozygous for both Shp2 and Ribo-Tag (Fig. 4A). As a result, Cre-positive mice who were heterozygous for (^*rod*^*Shp2*^*+/-*^: Control) were compared to Cre-positive homozygous mice (^*rod*^*Shp2*^*−/−*^: KO*)*; additionally, all experimental mice were homozygous for Ribo Tag. 

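RNA was sequenced in 12 libraries, with 3 replicates each of rod TRAP RNA from heterozygous control (Het) and KO mice and of whole-retina RNA from the same genotypes. TRAP captures the mRNA bound to HA-tagged ribosomes, so a rod TRAP library holds mostly mRNA under translation in rods. The age of 2 weeks is stated in the design text of the data record, and the paper's text gives no age for these mice. The titles of the control samples call them wt, whereas their genotype is listed as heterozygous, as in the paper. The authors deposited a table of whole numbers for 56748 genes, listed by Ensembl mouse identifier and symbol. These values are not raw counts, because the 6 libraries of each fraction share nearly the same total. Totals ranged from 14525527 to 14527992 (median 14526697.5) in the retina libraries and from 16263948 to 16265259 (median 16264160) in the rod libraries. In 11 of the libraries, regularly spaced low integers were nearly empty or overfilled, which is the pattern left when read counts are multiplied by 1 factor per library and rounded. The factors estimated from this pattern ranged from 0.644 to 1.46, and the pattern did not fix a factor for Het retina replicate 3. Dividing each total by its factor gave an estimated 9980000 to 19230000 reads on genes per retina library and 11890000 to 25280000 per rod library. The smallest share of a library that 3 reads can show was then between 1.2e-05% and 2.5e-05% in rods and between 1.6e-05% and 3.0e-05% in retina, which covers counting error only. The paper's text does not name the scaling step, the aligner, the counting tool or the genome build. Here, values were scaled by the TMM method and transformed to log2 after adding a pseudocount of 2, and groups were compared gene by gene with limma, with Benjamini-Hochberg adjustment over the genes tested. Every log2 fold change below is on this scale, which shrinks the change of genes with low values. A gene counted as changed at an adjusted p below 0.05 and a log2 fold change beyond 0.5 in either direction, the lines drawn in Fig. 4D.

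The targeted gene, Ptpn11 (ENSMUSG00000043733, on chromosome 5 of GRCm38), encodes Shp2. Its deposited values were 2511, 2439 and 2431 in Het rods and 1735, 2139 and 1971 in KO rods. After TMM scaling the mean was 2392 ± 41.0 (SD, n = 3) in Het rods and 2010 ± 258 (SD, n = 3) in KO rods. The log2 fold change in KO rods was -0.26 (standard error 0.09, adjusted p = 0.064 from limma). With the replicate number as a block, the adjusted p from limma was 0.044, whereas the mean correlation between rod KO and rod Het libraries was 0.13 for the same replicate number and -0.06 for different numbers. In whole retina, the values were 2390, 2512 and 2125 in Het and 2205, 2147 and 2466 in KO mice, with a log2 fold change of -0.04 (standard error 0.14, adjusted p = 1.00 from limma). The table holds 1 value per gene, so reads from the floxed part of the gene cannot be separated from the remaining reads.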

Polyribosome immunoprecipitation was then carried out on retinas, as described previously [9] and both input and HA-IP fractions were subjected to RNA sequencing at MedGenome Inc (Foster City, CA).

**Fig. 4:**
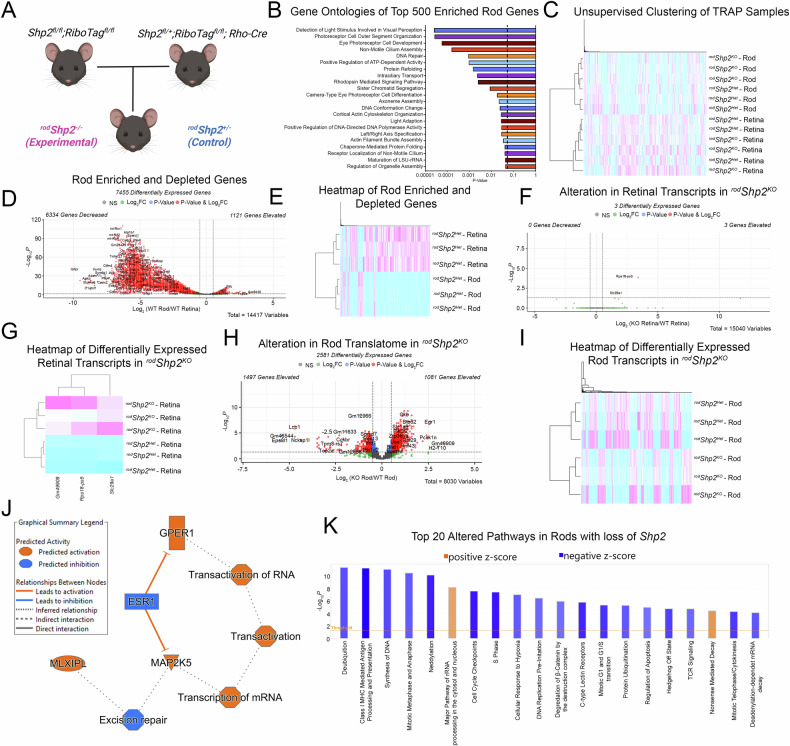
TRAP and IPA analysis of *Shp2* loss in rod photoreceptors. We employed a unique in vivo approach using TRAP. Rod-specific Shp2/Ribo-Tag mice were created by crossing homozygous Shp2 floxed mice with homozygous Ribo-Tag mice, along with rhodopsin-Cre mice. The resulting mice, with one Shp2 allele, homozygous for Ribotag, and carrying the rhodopsin Cre allele, were then bred to generate Cre-positive mice for comparative analysis: heterozygous (^*rod*^*Shp2*^*+/-*^: Control) and homozygous (^*rod*^*Shp2*^*−/−*^: KO). All experimental mice were homozygous for RiboTag (**A**). Gene Ontologies of Top 500 Rod-Enriched Transcripts (**B**). Unsupervised hierarchical clustering of TRAP and Retinal Samples (**C**). Volcano plot of differentially expressed transcripts between rod and retinal fractions (**D**). Heatmap of differentially expressed transcripts between rod and retinal fractions (**E**). Volcano plot of differentially expressed transcripts between retinal fractions of ^*rod*^*Shp2* WT and KO mice (**F**). Heatmap of significant differentially expressed transcripts between retinal fractions of ^*rod*^*Shp2* WT and KO mice (**G**). Volcano plot of differentially expressed transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**H**). Heatmap of significant differentially expressed transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**I**). Graphical Summary of IPA network analysis showing potential linchpin genes. Orange: Predicted Activation, Blue: Predicted Inhibition (**J**). Prediction of differentially affected pathways in rods mediated by loss of *Shp2*. Orange: Predicted Activation (Positive Z-Score), Blue: Predicted Inhibition (Negative Z-Score) (**K**). Panel (**A**) was created with BioRender.com.

RNA sequencing resulted in reads on ~14,417 genes in our retina samples and ~11,600 genes in our rod-enriched samples. 

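A value of at least 10 in at least 3 of the 6 libraries of a fraction was found for 16984 genes in retina and 13144 genes in rods. This limit was set here, since the paper's text names none, and the number of genes moved most when the limit was relaxed. With a value of at least 1 in any library, 30649 genes in retina and 24331 genes in rods had reads. A value of at least 10 in every library was found for 15333 genes in retina and 11885 genes in rods. At least 1 CPM in at least 3 libraries was reached by 15876 and 12031 genes, respectively. Each library left out in turn gave 16690 to 16750 genes in retina and 12940 to 12985 genes in rods. The 10 genes with the highest values took 10.4% to 12.8% of the total in retina libraries and 18.9% to 21.9% in rod libraries.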

GO Analysis (http://geneontology.org/) of the Top 500 enriched genes after Rod-TRAP showed transcripts involved in processes of visual perception, photoreceptor function and development, and ciliary assembly. 

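Het rods were compared with Het retina over the 16110 genes that passed a filter on low values. Of these, 3474 genes were higher and 5921 genes were lower in rods (n = 3 libraries per fraction). The 3 rod values lay entirely above or entirely below the 3 retina values for 11052 genes (68.6%), where chance gives 10%. This separation held for 9281 of the 9395 changed genes. The split depended most on the scaling between fractions. When only library size was used in place of TMM, 1168 genes were higher and 7399 lower, so that the share of changed genes that were higher was 13.6% in place of 37.0%. Rod and retina libraries of Het mice with the same replicate number had a mean correlation of 0.48, against -0.24 for different numbers, and with the number as a block 3699 genes were higher and 6146 lower.

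The 500 rod-enriched genes with the largest log2 fold change contained 41 of the 58 tested genes on a list of photoreceptor and visual perception genes, where 1.80 were expected. The one-sided Fisher's exact test gave p = 3.5e-49 (7.0e-49 after Benjamini-Hochberg adjustment over both lists). They also contained 14 of 61 genes for cilium assembly and transport within cilia, where 1.89 were expected (one-sided Fisher's exact test, p = 3.8e-09). The lists were written by hand, since no table of gene ontology terms was available. When genes were ranked by p-value, the same lists had 32 and 15 genes among the 500. Gnat1 was higher in rods by a log2 fold change of 1.93 (standard error 0.13, adjusted p = 4.3e-06 from limma). Gnb1 and Sag rose by 1.79 and 1.78. Among the cilium genes, the log2 fold change was 1.72 for Bbs7 (standard error 0.13), 1.69 for Arl6 (standard error 0.11), 1.35 for Bbs4 (standard error 0.13) and 1.05 for Kif3b (standard error 0.13). The largest rises among genes past the threshold whose fractions did not overlap belonged to the processed pseudogenes Rps12-ps19 (3.62, standard error 0.87), Gm12912 (3.53, standard error 1.04) and Gm9436 (3.53, standard error 0.67). Reads of such pseudogenes can be shared with the genes they were copied from. Het rod replicate 3 had the highest value of each. Het rod values were 74, 62 and 314 for Rps12-ps19, 135, 243 and 890 for Gm12912 and 24, 23 and 67 for Gm9436. Ptpn11 itself was higher in rods by 0.33 (standard error 0.11, adjusted p = 0.029 from limma), but had a log2 fold change of -0.09 when only library size was used.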

Further validating Rod-TRAP as a suitable method to enrich Rod Specific transcripts (Fig. 4B). Rod-TRAP transcripts were also depleted for non-Rod photoreceptor markers, as well as mitochondrial genes (Fig. 4D, E). This observation was further confirmed with unsupervised hierarchical clustering of Rod-TRAP and retinal samples, showing clustering between Rod-TRAP and retinal samples, and sub-clustering of Shp2 WT and Shp2 null Rod-Trap Samples. 

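Marker lists for 9 cell types, the lens and the mitochondrial genome were compared between Het rods and Het retina. Each set was tested against all other genes with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 11 sets. All 24 rod markers were higher in rods, with a median log2 fold change of 1.75 (adjusted p = 1.6e-11 from limma's camera). All 11 cone markers were lower, with a smaller median of -1.07 (adjusted p = 0.0058 from limma's camera), and Opn1sw fell by 1.07 (standard error 0.19). Markers of Müller cells had a median of -4.88 and all 13 were past the threshold (adjusted p = 4.9e-07 from limma's camera). Bipolar markers had a median of -4.65 with 13 of 14 past the threshold, and amacrine and ganglion cell markers had medians of -4.88 and -4.97 with all 10 of each past it. Microglia, vascular and RPE markers had medians of -4.09, -3.92 and -3.46. Among single genes, the log2 fold change was -4.29 for Glul (standard error 0.19), -5.32 for Trpm1, -4.74 for Pax6 and -5.09 for Nefl. The 13 mitochondrially encoded genes had a median of -6.14 (adjusted p = 2.3e-08 from limma's camera) and took 5.30% to 9.58% of the retina totals and 0.045% to 0.085% of the rod totals. The ribosomal RNA genes mt-Rnr1 and mt-Rnr2 had log2 fold changes of -6.38 (standard error 0.18) and -5.91 (standard error 0.16). The largest falls among genes past the threshold whose fractions did not overlap were those of mt-Atp8 at -6.54, Gm10925 at -6.45 and mt-Atp6 at -6.43, and Gm10925 is an unprocessed pseudogene that can share reads with mt-Atp6. Lens genes had a median of -4.41, but their share of the retina totals ranged from 0.0012% to 6.58%, and the set was not past the threshold (adjusted p = 0.33 from limma's camera). With the replicate number as a block, the adjusted p of the lens set from limma's camera was 6.6e-04, and the other 10 sets kept their calls. The setting that moved these sets most was a correlation estimated from each set's own genes, under which the adjusted p from limma's camera was between 0.063 and 0.28 for the 10 sets.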

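All 12 libraries were clustered on the log2 values of the 17192 genes that passed the filter in any group, with Euclidean distance and complete linkage. Cutting the tree into 2 clusters placed the 6 rod libraries in one and the 6 retina libraries in the other, with 0 libraries on the wrong side. The 6 rod libraries alone, on 10062 genes that were not lower in Het rods than in Het retina, separated into the 3 Het and the 3 KO libraries with 0 on the wrong side. Without the log transformation, 1 rod library joined the other genotype. Correlation distance, average linkage, z-scores per gene and each library left out in turn gave 0 libraries on the wrong side in both trees.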

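Whole retina of KO mice was compared with whole retina of Het mice over 16863 genes, and 0 genes passed both limits (n = 3 libraries per genotype). At an unadjusted p below 0.05 there were 140 genes in the limma comparison. The retina values of the genotypes did not overlap for 591 genes (3.50%), where chance gives 10%. Slc29a1 (ENSMUSG00000023942) had a TMM-scaled mean of 161 ± 54.2 in Het and 499 ± 94.0 in KO retina (SD, n = 3), a log2 fold change of 1.67 (standard error 0.30, unadjusted p = 5.8e-04 and adjusted p = 1.00 from limma). Rps18-ps5 (ENSMUSG00000113061) had a mean of 50.5 ± 19.3 in Het and 247 ± 85.8 in KO retina (SD, n = 3), a log2 fold change of 2.24 (standard error 0.36). As a copy of the ribosomal protein gene Rps18, Rps18-ps5 can share reads with it. Gm49909 (ENSMUSG00000117098) had a mean of 6.42 ± 6.26 in Het and 68.1 ± 32.8 in KO retina (SD, n = 3), a log2 fold change of 3.26 (standard error 0.61, unadjusted p = 8.4e-04 from limma). For each of these 3 genes the KO values all lay above the Het values, which is the smallest exact permutation p that 3 libraries against 3 allow (0.1, two-sided). Slc29a1 and Gm49909 lie on chromosome 17 of GRCm38, together with 5 other genes among the 21 with an unadjusted p below 0.01. Adding the replicate number as a block left 0 genes past the limits and 82 with an unadjusted p below 0.05 in limma, while same-numbered Het and KO retina libraries had a mean correlation of -0.15 against 0.08 for different numbers. Retina libraries of a genotype differed from each other in how their values rose with the GC content of the genes, by between -0.84 and 0.90 log2 from the 10% of genes with the lowest to the 10% with the highest GC content.

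**Figure D1:**
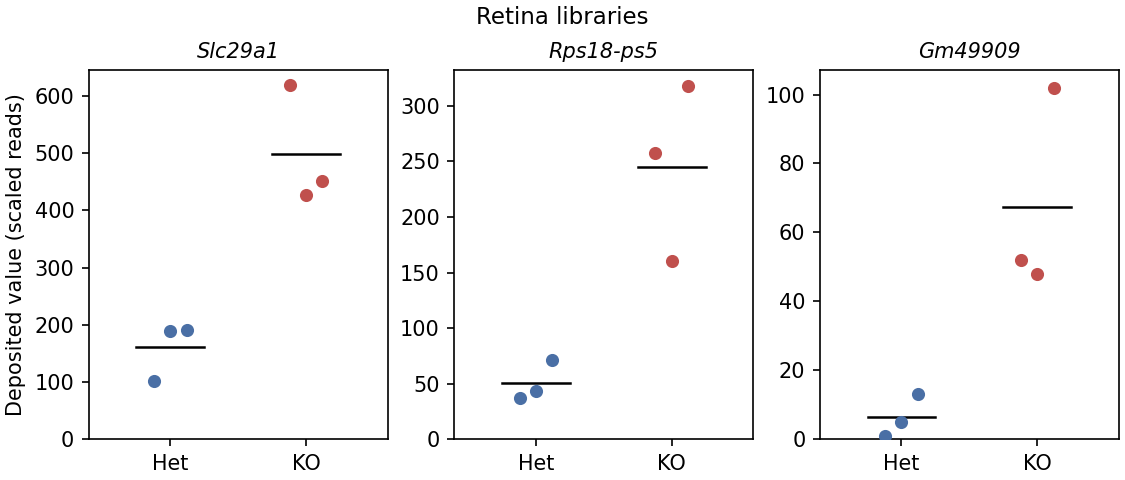
Deposited values (vertical axes, scaled reads) of Slc29a1, Rps18-ps5 and Gm49909 in the 3 Het and 3 KO retina libraries. Points are libraries and lines are group means, and the KO points lie above the Het points for all 3 genes.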

(Fig. 4C) A comparison between retinal mRNA samples of identified three differentially regulated genes Slc29a1, Rps18-ps5, and Gm49909. (Fig. 4F, G). 

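Genes lower in Het rods than in Het retina were taken as rod-depleted. The rod libraries alone held 13055 genes past the filter on low values, and 10062 were left once rod-depleted genes had been removed. When the fractions were instead compared over all 12 libraries with genotype in the model, 5756 genes were lower in rods and 10063 genes were left. Without the removal, 1460 genes were higher and 250 lower in KO rods. When the rod-depleted genes were removed only after all genes had been fitted, 1235 genes were higher and 231 lower in KO rods. With the genes depleted in the comparison over all 12 libraries removed instead, 1319 were higher and 215 lower, 1534 in all, of which 1443 were shared with the 1476 found when Het libraries alone defined rod-depleted genes.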

To identify alterations between rod-enriched mRNA samples of ^*rod*^*Shp2*^*+/-*^ and ^*rod*^*Shp2*^*−/−*^, we removed all rod-depleted genes from our rod translatome datasets; this was done to ensure we assayed for changes occurring only with rod-specific transcripts. A comparison between rod-enriched mRNA samples of ^*rod*^*Shp2*^*+/-*^ and ^*rod*^*Shp2*^*−/−*^identified 2581 differentially regulated genes between samples (Fig. 4H, I); these genes were then used for Ingenuity Pathway Analysis (IPA).

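KO rods were compared with Het rods over the 10062 genes left after removal of rod-depleted genes. In KO rods, 1272 genes were higher and 204 were lower, 1476 in all (limma, n = 3 libraries per genotype). The KO values all lay above or all below the Het values for 4854 genes (48.2%), where chance gives 10%, and for 1462 of the 1476 changed genes. Blocking on the replicate number gave 1538 changed genes, 1443 of them shared, and the pairing by number was as weak as for Ptpn11. When only library size was used, 1010 genes were higher and 541 lower, so the share of changed genes that were higher was 65.1% in place of 86.2%.

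The log2 fold change in KO rods rose with the GC content of the gene's longest transcript, with a Spearman correlation of 0.73 across genes, which are not independent replicates (GC content known for 99.1% of genes). The median log2 fold change was -0.28 in the 10% of genes with the lowest GC content and 0.72 in the 10% with the highest. The median GC content was 57.29% among genes higher in KO rods, 42.96% among genes lower and 49.28% among all tested genes. Between these ends of the GC range, the values of single libraries changed by -0.82, -0.24 and -0.43 log2 in the 3 Het libraries and by 0.42, 0.79 and 0.29 in the 3 KO libraries. The genotypes therefore did not overlap in this trend, so the trend and the genotype cannot be separated within these libraries. After the trend of each library had been removed, a step chosen after seeing the data, 250 genes were higher and 100 lower, and 228 of these 350 genes were among the 1476. Gene length was barely related to the change (Spearman correlation -0.04 across genes).

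The largest falls among genes past the threshold whose genotypes did not overlap were those of Lcp1 (-3.92, standard error 0.86, adjusted p = 0.019 from limma), Gm9436 (-3.26, standard error 0.75) and Gm5611 (-3.09, standard error 0.87). The latter genes are processed pseudogenes. The largest rises among such genes were those of Gm49909 (3.48, standard error 0.94, adjusted p = 0.044 from limma), H2-T10 (3.10, standard error 0.93, adjusted p = 0.0496 from limma) and Egr1 (2.77, standard error 0.54, adjusted p = 0.023 from limma). With the block, Gm49909, H2-T10 and Egr1 were no longer past the threshold. Lcp1 had values of 24, 59 and 180 in Het and 0, 7 and 2 in KO rods, so its size of change depends on the pseudocount. Het replicate 3 was also highest for Gm9436 (24, 23 and 67 in Het rods), Gm5611 (45, 36 and 193) and Nckap1l (13, 13 and 106). Egr1 had values of 82, 189 and 62 in Het and 1019, 564 and 460 in KO rods. Other genes drawn in Fig. 4H were also past the threshold, with log2 fold changes of 1.32 for Ckb (standard error 0.19), 2.22 for Pcsk1n (standard error 0.58), -1.11 for Gm12966 (standard error 0.16), -1.75 for Gm11633 (standard error 0.31) and -2.92 for Nckap1l (standard error 0.83). With the trend with GC content removed, Lcp1, Gm9436, Gm5611, Gm49909, H2-T10, Egr1, Pcsk1n and Nckap1l were no longer past the threshold, while Ckb, whose log2 fold change was then 0.60, Gm12966 and Gm11633 were. Whether the effect of the KO differed between rods and whole retina was tested directly with all 12 libraries. The difference passed an adjusted p of 0.05 in limma for 0 of 11569 genes, and 299 had an unadjusted p below 0.05. A single fit of all 12 libraries also called 0 genes for KO against Het rods, so this result does not show that the effects were alike.

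**Figure D2:**
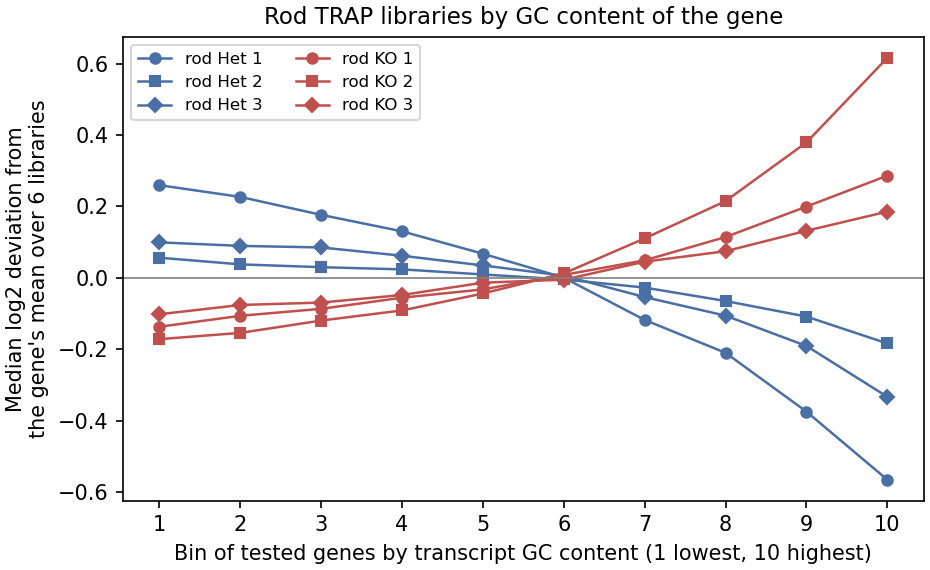
Median log2 deviation of each rod library from the mean of the 6 libraries (vertical axis) for the tested genes in 10 bins of equal size ordered by transcript GC content (horizontal axis). Each line is 1 library, and from bin 1 to bin 10 the 3 KO lines rise by between 0.29 and 0.79 while the 3 Het lines fall.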

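Among the genes named as regulators in Fig. 4J, Map2k5 (ENSMUSG00000058444) had a TMM-scaled mean of 320 ± 18.8 in Het and 301 ± 19.0 in KO rods (SD, n = 3). Its log2 fold change was -0.08 (standard error 0.11, adjusted p = 0.62 from limma). Fig. 4J shows predicted activity of Map2k5, Mlxipl and Gper1, which their own transcript levels do not measure. Mlxipl (ENSMUSG00000005373) had values of 0, 0 and 1 in Het rods and 0, 0 and 0 in KO rods, and of 1, 2 and 2 in Het and 4, 3 and 3 in KO retina. Gper1 (ENSMUSG00000053647) had 0 in all 6 rod libraries and values between 1 and 10 in the 6 retina libraries. In rod libraries, 3 reads correspond to deposited values between 1.93 and 4.10, so transcripts of Mlxipl and Gper1 were not detectable in rods at this depth.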

IPA Network analysis revealed predicted activation of Mitogen-Activated Protein Kinase 5 (MAP2K5), MLX interacting protein-like (MLXIPL), and G-protein coupled estrogen receptor 1 (GPER1) (Fig. 4J). The top dysregulated pathways revealed by IPA included Sirtuin Signaling Pathway $$(p < 8.72E-19),$$ Nucleotide Excision Repair Enhanced Pathway $$(p < 3.76E-16)$$, and the Protein Ubiquitination Pathway $$(p < 4.04E-17)$$. 

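Without the software behind the pathway terms, hand-written gene sets were tested between KO and Het rods with camera, adjusted over 5 sets, with rod-depleted genes kept. Camera tests whether a set shifts in 1 direction. The paper's pathway terms came from its list of changed genes, so their p-values and those given here are not comparable. The 65 genes for nucleotide excision repair had a median log2 fold change of -0.0062, with 32 of them higher in KO rods and an adjusted p of 0.92 from limma's camera. Among them, 12 genes were past the threshold upward and 2 downward, against 1460 and 250 of all 13055 tested genes. The median of the repair genes was 0.06 after the trend with GC content had been removed. That step moved the median of the tested genes, with rod-depleted genes removed, from -0.02 to 0.07. A positive set median is therefore no evidence of a rise. The 33 proteasome subunits, which belong to protein ubiquitination pathways, had a median of -0.02 (adjusted p = 0.50 from limma's camera), and 4 of them were past the threshold, all upward. After removal of the GC trend their median was 0.04 and none was past the threshold. The setting that moved calls of this family most was a correlation estimated from each set's own genes, under which the adjusted p from limma's camera was at least 0.39 for all 5 sets. Neither of these sets changed its call with the replicate number as a block (adjusted p = 0.98 and 0.61 from limma's camera).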

To identify significantly altered pathways with consistent activation or inhibition, we subset all identified altered pathways which had a $$(z-{score} > 2.0){\rm{and\; a}}{-\log }_{10}{(P}_{{Value}}) > 4$$, this yielded 20 significantly altered pathways. 

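A set of 92 cell cycle genes without proteasome subunits had a median log2 fold change of -0.16 in KO rods, with 32 genes higher and 60 lower (adjusted p = 0.021 from limma's camera). Genes past the threshold were 9 higher and 3 lower in KO rods. With the replicate number as a block the adjusted p from limma's camera was 0.014. The median was 0.03, with 49 of 92 genes higher, after each library's trend with GC content had been removed (adjusted p = 0.76 from limma's camera). That step raised the median of the tested genes, with rod-depleted genes removed, to 0.07. The direction given by camera for the set stayed downward. In the self-contained test fry the adjusted p was 0.12.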

Surprisingly, a majority of these changes were in Pathways linked to the Cell Cycle (Fig. 4K). IPA also identified the likely activation of upstream regulators, MLX interacting protein-like (Mlxipl), and serine/threonine kinase 11 (Stk11), and the likely inhibition of upstream regulators COP9 Signalosome Subunit 5 (Cops5), and protein tyrosine phosphatase receptor type R (Ptprr).

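Stk11 (ENSMUSG00000003068) was higher in KO rods, with a log2 fold change of 0.80 (standard error 0.14, adjusted p = 0.0044 from limma) and TMM-scaled means of 620 ± 56.6 in Het and 1081 ± 226 in KO rods (SD, n = 3). After removal of the trend with GC content its log2 fold change was 0.14 (adjusted p = 0.32 from limma). The paper's statement on Stk11, Cops5 and Ptprr is a prediction of activity, which their own transcript levels do not measure. Cops5 (ENSMUSG00000025917) had means of 1133 ± 21.7 in Het and 933 ± 34.6 in KO rods (SD, n = 3), a log2 fold change of -0.27 (standard error 0.08, adjusted p = 0.027 from limma). This lay inside the fold change limit of 0.5, and was -0.05 after removal of the trend (adjusted p = 0.75 from limma). Ptprr (ENSMUSG00000020151) had values of 7, 3 and 4 in Het and 8, 6 and 1 in KO rods, against 221 to 277 in the 6 retina libraries, and its rod values were too low for the filter, so it was not tested in KO against Het rods.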

Unsupervised hierarchical clustering was also performed on the translatomes between the Rod Fractions of ^*rod*^*Shp2* WT and KO mice; using metabolic gene panels designed for Glycolysis, Pentose Phosphate Shunt (PPS), TCA Cycle, Mitochondria, Fatty Acid Oxidation (FAO) and Antioxidants (Fig. 5). 

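The 6 rod libraries were clustered on each metabolic panel, with gene names read from Fig. 5, by the same distance and linkage as the whole translatome. On the 30 glycolysis genes, the 6 pentose phosphate shunt genes and the 18 mitochondrial genes, 0 libraries lay on the wrong side when the tree was cut into 2 clusters. On the 22 TCA cycle genes, Het rod replicate 2 joined the KO libraries. On the 39 fatty acid oxidation genes, KO rod replicate 3 joined the Het libraries, and on the 17 antioxidant genes 2 libraries lay on the wrong side. These separations depended on the clustering method. With z-scores per gene, 1 library was misplaced for glycolysis and 0 for each of the other 5 panels. With average linkage, 1 was misplaced for glycolysis and 2 for the mitochondrial panel. After removal of the trend with GC content, the pentose phosphate shunt panel alone had 0 misplaced libraries. With 3 libraries in each genotype, a split of 6 libraries into 3 and 3 matches the genotypes in 1 of 10 ways.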

The separation between ^*rod*^*Shp2* WT and KO mice could be observed in Glycolysis, PPS, TCA, and Mitochondria, but not in FAO or Antioxidant Gene Panels. This suggests an alteration in cellular metabolism; heat maps showed an increase in glycolytic and PPS gene transcripts in *Shp2* KO rods but decreased TCA gene panels in *Shp2* KO rods. 

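The 30 tested glycolysis genes had a median log2 fold change of 0.31 in KO rods, with 22 of them higher and 8 past the threshold upward (adjusted p = 5.2e-04 from limma's camera over 6 panels). The block by replicate number gave an adjusted p of 5.5e-04 from limma's camera. After removal of each library's trend with GC content the median was 0.19 and 1 gene stayed past the threshold (adjusted p = 0.033 from limma's camera). When the correlation among genes was estimated from the panel itself, the adjusted p from limma's camera was 0.73, the setting that moved the panels most. Pkm (ENSMUSG00000032294) had a log2 fold change of 0.80 (standard error 0.09, adjusted p = 0.0023 from limma), and 0.31 after removal of the trend. Aldoa had a log2 fold change of 0.63 (standard error 0.13, adjusted p = 0.013 from limma), which turned to -0.37 after removal of the trend. Pfkl, Gapdh and Eno1 rose by 0.96, 0.91 and 0.72, and Ldha by 0.27 (standard error 0.08). For Hk1 the log2 fold change was 0.32 (standard error 0.08), which turned to -0.08 after removal of the trend.

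The 6 pentose phosphate shunt genes had a median of 0.36 (adjusted p = 0.19 from limma's camera), with Taldo1 (0.84, standard error 0.14), Tkt (0.73, standard error 0.15) and Pgd (0.65, standard error 0.09) past the threshold and the other 3 not. The self-contained test fry gave an adjusted p of 0.046 for this panel, and the block left the call of limma's camera unchanged (adjusted p = 0.14). With rod-depleted genes removed before the fit, 5 genes were left with a median of 0.079 (adjusted p = 0.37 from limma's camera). The 22 TCA cycle genes had a median of 0.02 with 13 of them higher (adjusted p = 0.98 from limma's camera), and the median was -0.06 when only library size was used. Mdh2 rose by 0.56 (standard error 0.10, adjusted p = 0.0042 from limma) and Pdk1 fell by 0.61 (standard error 0.14, adjusted p = 0.0092 from limma). The medians were 0.03 for 39 fatty acid oxidation genes and 0.05 for 17 antioxidant genes (adjusted p = 0.98 for each from limma's camera), and turned to -0.05 and -0.03 when only library size was used. That setting lowered the median of all tested genes in rods to -0.11, so these negative panel medians are no evidence of a fall. From the separation of the genotypes on the panels, the paper proposes that cellular metabolism is altered in KO rods.

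**Figure D3:**
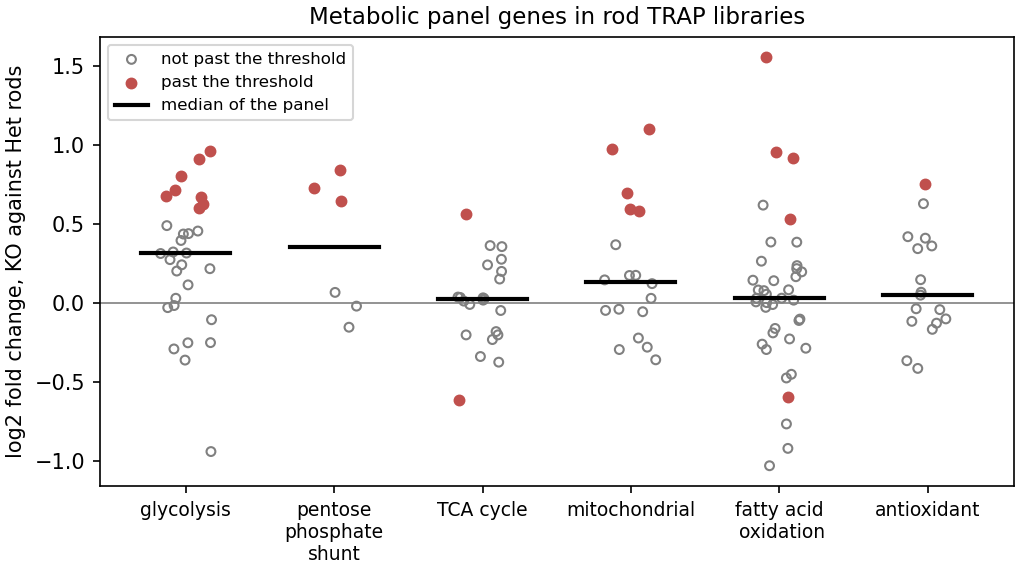
Log2 fold change in KO against Het rods (vertical axis) of each tested gene of the 6 metabolic panels (horizontal axis), with filled points past the threshold and lines at the median of the panel. Medians lie between 0.02 for the TCA cycle and 0.36 for the pentose phosphate shunt. Those of the TCA cycle, fatty acid oxidation and antioxidant panels fall below 0 when only library size is used. That setting lowers the median of all tested genes in rods to -0.11.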

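The 18 genes of the mitochondrial panel had a median log2 fold change of 0.13 in KO rods, with 11 higher and 7 lower (adjusted p = 0.43 from limma's camera). Ndufa11, Ndufa7, Ndufa2, Phb and Ndufv1 were past the threshold, all upward, with log2 fold changes of 1.10, 0.97, 0.70, 0.59 and 0.58. None of the 18 genes was past the threshold after removal of the trend with GC content, and the median was then 0.11, whereas with that trend removed and the block by replicate number 4 genes were past it, all upward. The panel's adjusted p from limma's camera was 0.26 with the block by replicate number.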

Mitochondrial gene panels showed separation between ^*rod*^*Shp2* WT and KO mice but no discernable trend in overall transcripts, suggesting more stringent functional analysis of ^*rod*^*Shp2* KO rod mitochondria is needed to identify any potential functional changes.

**Fig. 5:**
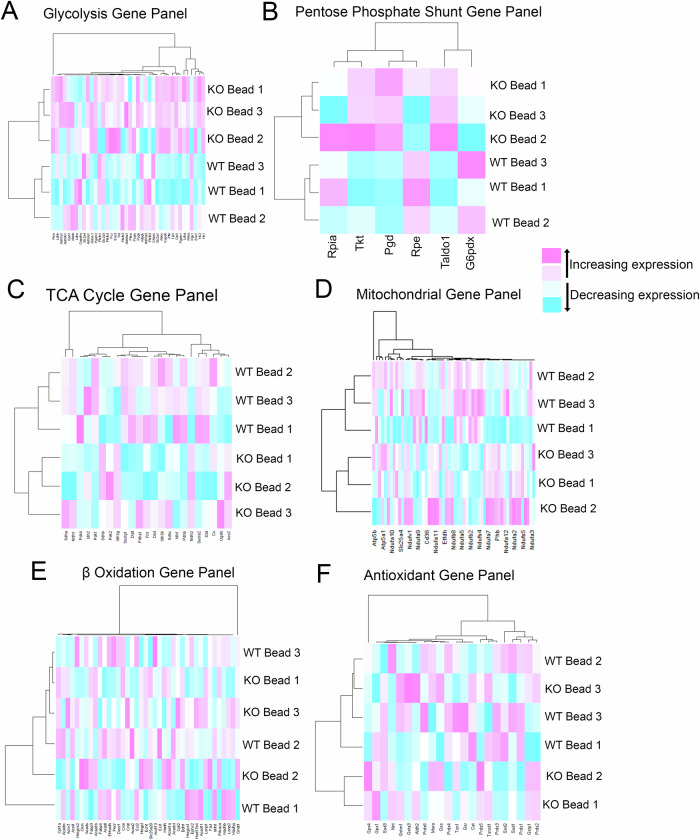
Loss of Shp2 in rods alters cellular metabolism. Unsupervised hierarchical clustering glycolytic transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**A**). Unsupervised hierarchical clustering pentose phosphate shunt (PPS) transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**B**). Unsupervised hierarchical clustering TCA Cycle transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**C**). Unsupervised hierarchical clustering of mitochondrial transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**D**). Unsupervised hierarchical clustering of fatty acid oxidation transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**E**). Unsupervised hierarchical clustering of antioxidant transcripts between rod fractions of ^*rod*^*Shp2* WT and KO mice (**F**).

### Altered retinal metabolism in rods lacking Shp2

We examined the levels of proteins involved in glucose metabolism in the retinas of *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^*−/−*^ mice. The proteins studied included glucose transporter 1 (Glut1), hexokinase 1 (HK-1), hexokinase 2 (HK-2), pyruvate kinase M1 (PKM1), pyruvate kinase M2 (PKM2), Aldolase C (ALDOC), pyruvate dehydrogenase (PDH), lactate dehydrogenase A (LDHA), and lactate dehydrogenase B (LDHB). Immunoblot analysis showed significantly decreased levels of Glut1 and significantly increased levels of HK-2, ALDOC, and PDH in ^*rod*^*Shp2*^*−/−*^ retinas compared to *Shp2* ^*flox/flox*^ retinas (Fig. 6A, B). Additionally, LDHA levels were decreased in ^*rod*^*Shp2*^*−/−*^ retinas compared to *Shp2* ^*flox/flox*^ retinas, though this difference was only marginally significant (*p* < 0.06). We also examined the phosphorylation status of PKM2, LDHA, and PDH, finding no significant differences between ^*rod*^*Shp2*^*−/−*^ and *Shp2* ^*flox/flox*^ mice. Furthermore, we observed significantly increased levels of the Müller cell marker, glial fibrillary acidic protein (GFAP), in ^*rod*^*Shp2*^*-/*^ retinas compared to *Shp2* ^*flox/flox*^ retinas (Fig. 6A, B). Increased GFAP expression has been observed in inflammation [17–19] and thus, we examined the expression of inflammatory markers (*Arg1, Cd206, Cd32, Cd68, Gfap, Il-8, Il-10, Il-1β, Ifn-γ, Inos, Mcp1, Nfh, Tnf-α*) by RT-PCR on RNA prepared from *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^*−/−*^ mouse retinas using primers listed in Table 1. Our results indicate significantly increased gene expression of *Gfap* consistent with the immunoblot, *Il-8* and *Il-10*, and *Il-1β* in ^*rod*^*Shp2*^*−/−*^ mouse retina compared to *Shp2* ^*flox/flox*^ mouse retina (Fig. 6C).

**Fig. 6:**
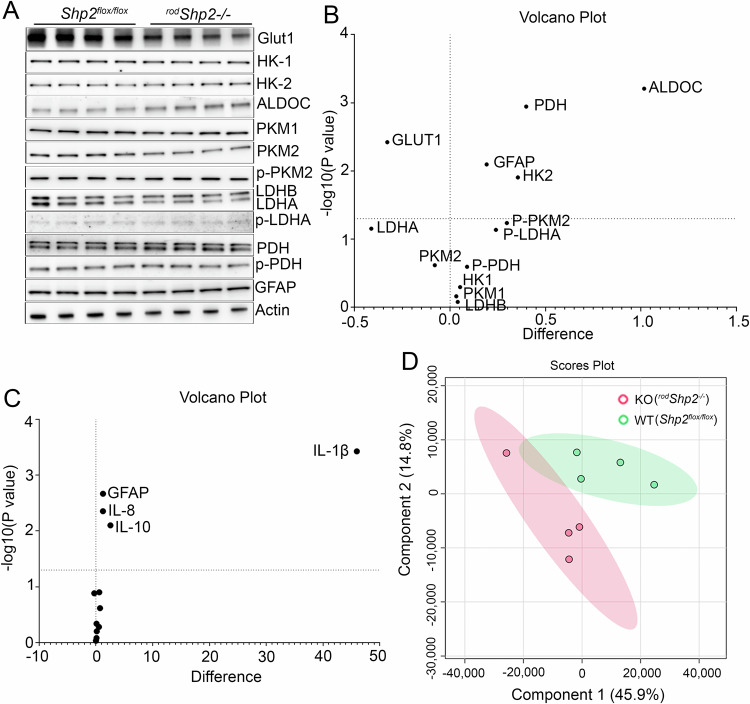
Effect of loss of Shp2 on retinal metabolism. Immunoblot analysis of 6-week-old *Shp2*^*flox/flox*^ and ^*rod*^*Shp2*^*−/−*^ mouse retinas with Glut1, HK-1, HK-2, ALDOC, PKM1, PKM2, p-PKM2, LDHB, LDHA, p-LDHA, PDH, p-PDH, GFAP and actin (**A**) antibodies. Volcano plot showing differential protein levels of selected proteins from the immunoblots of **6** **A**, horizontal line indicates changes with (*p* < 0.05) (**B**) (*n* = *4*). Quantitative real-time PCR analysis to examine the expression of genes related to inflammation. Equal amounts of retinal mRNA from three independent (*n* = *3*) *Shp2*^*flox/flox*^ and ^*rod*^*Shp2*^*−/−*^ mice were used for RT-PCR and normalized by β-actin levels. Volcano plot of differentially expressed inflammatory gene transcripts in ^*rod*^*Shp2*^*−/−*^ mice compared to *Shp2*^*flox/flox*^ mice, horizontal line indicates changes with (*p* < 0.05) (**C**). ARG1, Arginase 1; CD206, mannose receptor; CD32, cluster of differentiation 32; GFAP, glial fibrillary acidic protein; IL-8, interleukin-8; IL-10, interleukin 10; IL-1β, interleukin-1β; IFNγ, interferon gamma; iNOS, inducible nitric oxide synthase 2; MCP1, monocyte chemoattractant protein-1; NFH, neurofilament heavy chain; TNFα, tumor necrosis factor alpha. LC-MS was used to examine steady-state levels of 126 metabolites in four-independent *Shp2*^*flox/flox*^ and ^*rod*^*Shp2*^*−/−*^ mouse retinas that are representative of major pathways in metabolism, including glucose, lactose, amino acids, lipids, and nucleotides. Principal component analysis (PCA) of the samples based on 126 unique compounds demonstrated a clear separation between the *Shp2*^*flox/flox*^ and ^*rod*^*Shp2*^*−/−*^ mice (**D**).

To determine the effect of loss of Shp2 in rods on retinal metabolism, we measured steady-state levels of metabolites in 6-week-old *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ mouse retinas. We have employed LC-MS to examine steady-state levels of 126 metabolites that are representative of major pathways in metabolism, including glucose, lactose, amino acids, lipids, and nucleotides. Principal component analysis (PCA) of the samples based on 126 unique compounds demonstrated a clear separation between the *Shp2* ^*flox/flox*^ and ^*rod*^*Shp2*^−/−^ groups (Fig. 6D). Our analysis indicated that several metabolites were increased in ^*rod*^*Shp2*^−/−^ mouse retinas compared to Shp2 ^*flox/flox*^ mouse retinas (Fig. 7A). Of all the metabolites, Xanthosine, Guanosine, Nicotinamide Riboside, Creatinine and cGMP levels were significantly higher in ^*rod*^*Shp2*^−/−^ mouse retina compared to *Shp2* ^*flox/flox*^ mouse retina (Fig. 7B). Since increased cGMP levels can cause photoreceptor degeneration [10, 20], we investigated whether Shp2 loss leads to cell death in rod photoreceptor cells using TUNEL labeling. Our results showed significantly increased cell death in ^*rod*^*Shp2*^−/−^ mice compared to *Shp2* ^*flox/flox*^ mice (Fig. 7C). These findings suggest that Shp2 is essential for rod photoreceptor survival.

**Fig. 7:**
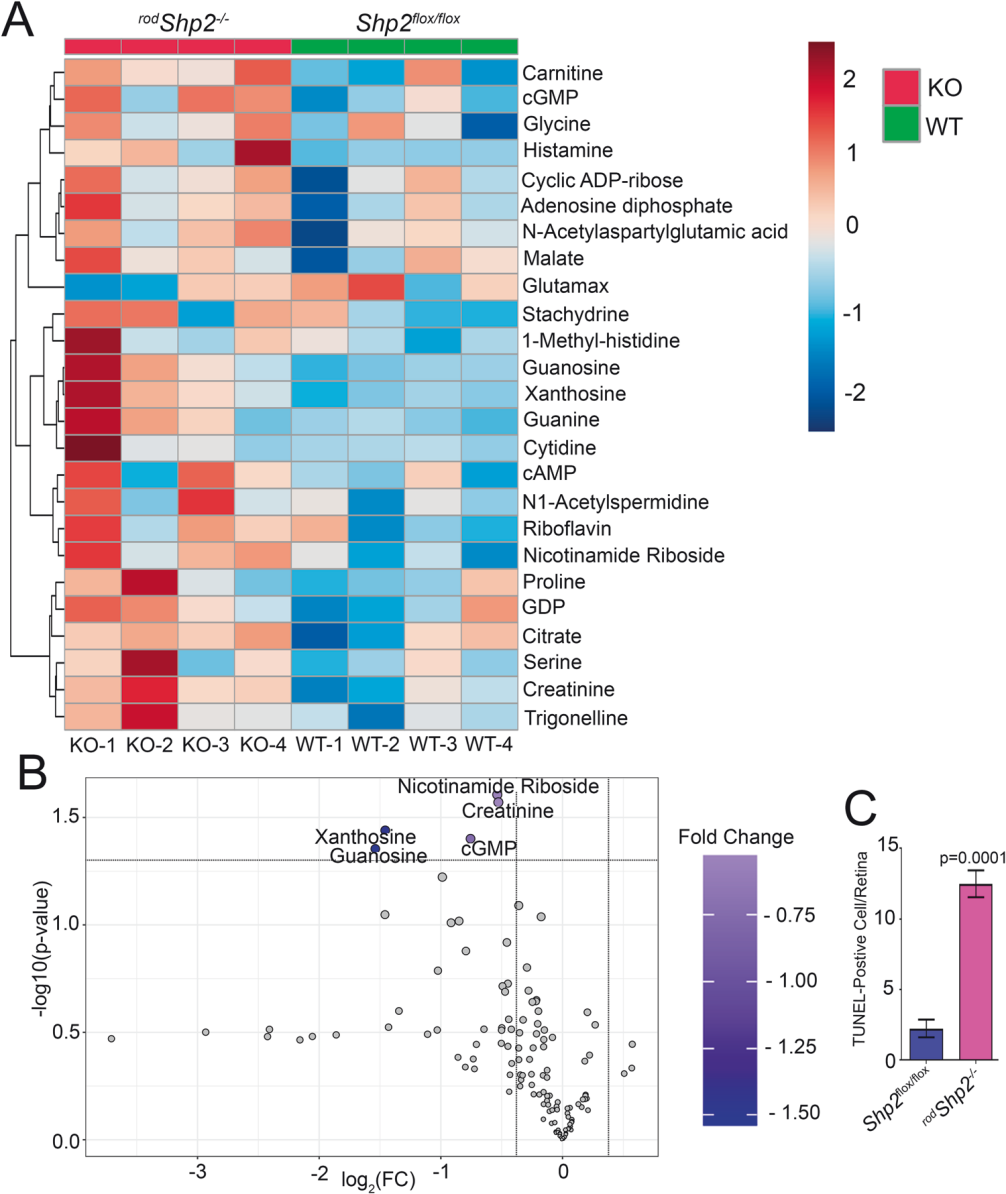
Changes in steady-state level retinal metabolites in mouse retina lacking Shp2. Steady-state levels of retinal metabolites were measured by LC/MS from four-independent *Shp2*^*flox/flox*^ (WT) and ^*rod*^*Shp2*^*−/−*^ (KO) mouse retinas. A heatmap of changed metabolites in ^*rod*^*Shp2*^*−/−*^ mouse retina (**A**). Volcano plot showing differential metabolites in ^*rod*^*Shp2*^*−/−*^compared to *Shp2*^*flox/flox*^ mouse retina, horizontal line indicates changes with (*p* < 0.05) (**B**). Quantification of TUNEL staining in ^*rod*^*Shp2*^*−/−*^mouse retinas. Prefer-fixed retinal sections of *Shp2*^*flox/flox*^ and ^*rod*^*Shp2*^*−/−*^ mice were examined for cell death with in-situ localization of apoptosis using TUNEL and counted the number of TUNEL-positive cells over the entire retina (**C**). Data are mean ± *SEM*, (*n* = *4*).

## Discussion

In our current study, we meticulously characterized the cell-specific expression of Shp2 using an unbiased TRAP technique. We identified the highest enrichment of Shp2 in photoreceptor cells compared to many other retinal cell types, including Müller cells. Additionally, staining of isolated bovine rod photoreceptors for Shp2 confirmed this observation. Shp2 is crucial for early optic cup patterning at embryonic day 9.0 (E9.0) [21]. However, Six3-Cre-mediated ablation of Shp2 after E10.5 does not affect retinal development [21]. Despite this, *Six3-Cre; Shp2*^*fox/flox*^ mutants exhibit ocular defects at weaning (P21), including optic nerve thinning, a dystrophic optic stalk, vacuoles, reduced retinal thickness, and rosettes in the outer nuclear layer [7]. Increased apoptosis occurs in various retinal layers from P10 to P21 [7]. Shp2 knockout mice generated in this study under the control of the rhodopsin promoter, which is expressed postnatally at day 5 [22], did not exhibit retinal abnormalities or rosette formation at 6 weeks. However, by 20 weeks, they exhibited age-related photoreceptor degeneration and functional loss, indicating Shp2’s cell-autonomous role in rod photoreceptors.

The tight-junction protein OCLN, identified as a substrate of Shp2 [11], is known to be expressed in the RPE [23] and observed in the outer limiting membrane [24] within the retina. Our biochemical characterization and TRAP analysis showed that OCLN expression is present in RPE, rods, and cones, but not in Müller cells. We observed a reduction in OCLN expression in the retina of ^*rod*^*Shp2*^−/−^ mouse, and there was also a loss of this protein in the RPE. It has been shown that OCLN phosphorylation regulates its assembly into the tight junctions [25]. In the intact epithelium, OCLN exhibits high phosphorylation on serine and threonine residues, while tyrosine phosphorylation is minimal [25]. However, when tight junctions are disrupted, OCLN serine/threonine residues undergo dephosphorylation, and there is an increase in tyrosine phosphorylation in OCLN [25]. In line with previous research, an in vitro study showed that when OCLN is phosphorylated at tyrosine, it no longer interacts with ZO-1, another junctional protein [25]. These findings suggest that the equilibrium between tyrosine kinases and phosphatases plays a crucial role in determining OCLN phosphorylation and the function of tight junctions. Given that Shp2 is a tyrosine phosphatase, the observed reduction of OCLN in the retina and RPE of ^*rod*^*Shp2*^−/−^ mice may indicate that OCLN could persist in a state of tyrosine phosphorylation, potentially causing an increased turnover. Additional comprehensive studies are necessary to confirm this hypothesis.

The TRAP/RNA sequencing highlights that Shp2 regulates several important signaling pathways in rod photoreceptor cells. The pathway analysis also identified the likely activation of upstream regulators, MLX interacting protein-like (Mlxipl), and serine/threonine kinase 11 (Stk11), and the likely inhibition of upstream regulators COP9 Signalosome Subunit 5 (Cops5), and protein tyrosine phosphatase receptor type R (Ptprr). Our study indicates that the majority of pathways regulated by Shp2 are associated with the Cell Cycle. Previous studies have identified a novel connection between Shp2 and cell cycle checkpoints [26]. Additionally, Shp2 has been found to enhance the proliferation of breast cancer cells by regulating Cyclin D1 stability through the PI3K/Akt and GSK3β pathway [27]. Moreover, the G2/M checkpoint induced by DNA damage in SV40 large T antigen-immortalized embryonic fibroblast cells is dependent on Shp2 [28]. It is noteworthy that photoreceptor cells are postmitotic, and further investigations are required to comprehend the involvement of Shp2-regulated cell cycle regulatory pathways in photoreceptor functions.

Carbohydrate-responsive element-binding protein (ChREBP), also known as MLX-interacting protein-like (MLXIPL), is a key transcriptional regulator [29] activated by glucose, independent of insulin [30]. In adipose tissue, ChREBP promotes de novo lipogenesis from glucose [31], while in the liver, it induces glycolysis and lipogenesis [30]. Our study indicates that the loss of Shp2 in rod cells impacts glycolysis, the pentose phosphate pathway, the TCA cycle, and mitochondrial metabolism. In line with these findings, we also noted changes in the levels of the Glut1, glucose sensor ALDOC, hexokinase 2, and PDH in the retinas of ^*rod*^*Shp2*^−/−^ mice.

In ^*rod*^*Shp2*^*−/−*^ mice, increased GFAP expression indicates Müller cell activation. This activation, known as gliosis, occurs during ocular inflammation and involves interactions with immune and microglial cells [32]. We also observed elevated inflammatory markers, but our rod photoreceptor-TRAP data showed that these markers (*IL-8, IL-10, and IL-1beta*) were not expressed in photoreceptor cells, suggesting they originate from non-photoreceptor cells, possibly Müller cells. 

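In the rod TRAP libraries, Il10 (ENSMUSG00000016529) and Il1b (ENSMUSG00000027398) had a value of 0 in all 3 Het and all 3 KO libraries. The deposited table lists no gene under the symbol Il8. Genes of related chemokines, Cxcl1, Cxcl2, Cxcl5 and Cxcl15, also had a value of 0 in all 6 rod libraries. At the estimated depth, none of these transcripts was detectable above 2.5e-05% of the total, the share of 3 reads in the rod library with the fewest reads. In whole retina, Il10 was 0 in all 6 libraries, and Il1b had a value of 5 in 1 Het and 3 in 1 KO library and 0 in the other 4. Cxcl5 had values up to 4 in retina, and Cxcl1 and Cxcl15 were 0 there. Whole retina of these mice at 2 weeks thus showed hardly more of these transcripts than rods. Müller cell transcripts were scarce in rods, where Gfap had values of 4, 3 and 0 in Het and 7, 3 and 0 in KO libraries. Its values in Het retina were 165, 324 and 151. Gfap showed no rise in KO against Het retina at 2 weeks (log2 fold change -0.39, standard error 0.34, unadjusted p = 0.28 from limma). The paper reports more Gfap in KO retina than in floxed controls, whereas the controls here were heterozygous.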

Further studies are needed to understand how Shp2 regulates retinal inflammation.

The retinal degeneration observed in ^*rod*^*Shp2*^*−/−*^ mice may be due to reduced levels of Glut1 and increased levels of cGMP. Glut1 facilitates glucose transport from the RPE to photoreceptor cells [33], and reduced glucose supply contributes to photoreceptor cell death in inherited and age-related retinal diseases [33]. Specifically, the deletion of Glut1 in rod photoreceptors restricts glucose transport to the outer retina, leading to photoreceptor degeneration and impaired outer segment renewal [33]. Further studies are needed to determine if Shp2 dephosphorylates Glut1 to maintain its stability and function. Increased levels of cGMP have been shown to induce photoreceptor degeneration [34] and our metabolic analysis shows increased levels of cGMP in mouse rods lacking Shp2. Further studies are needed to examine how loss of Shp2 increases the levels of cGMP. Our study emphasizes the crucial role of Shp2 in photoreceptor cell functions, with potential phosphatase-independent functions [35] that require further investigation.

## Limitations of this study

We observed decreased Occludin (OCLN) levels in the retina and reduced expression in the RPE, but could not assess the interaction between OCLN and Shp2 on photoreceptor function due to the lack of floxed OCLN mice. Although sex-specific metabolomics differences in mouse eyes have been reported [36], our current metabolomics data is not separated by sex. We plan to address this in future studies with a larger sample size.

## Materials and Methods

### Antibodies

Polyclonal Shp2 (Cat # 20145-1-AP), LDHA (Cat # 21799-1-AP), LDHB (Cat # 14824-1-AP), and occludin (Cat # 27260-1-AP) antibodies were purchased from Proteintech (Rosemont, IL). Polyclonal hexokinase 1 (Cat # 2024), hexokinase 2 (Cat # 2867), phospho-PKM2 (Y105) (Cat # 3827), PKM2 (Cat # 4053), PKM1 (Cat # 7067), phospho-LDHA (Tyr10) (Cat # 8176), PDH (Cat # 3205) and phospho-PDH (Ser293) (Cat # 31866) antibodies were obtained from Cell Signaling (Danvers, MA). Monoclonal actin antibody (Cat # MA1-744) was purchased from Thermo Fisher Scientific (Dallas, TX). Polyclonal Glut1 antibody (Cat # NB-110-39113) was procured from Novus Biologicals (Littleton, CO). Polyclonal glial fibrillary acid protein (GFAP) antibody (Cat # 20334) was purchased from Dako (Santa Clara, CA). Rabbit polyclonal Cre antibody (Cat # 69050-3) suitable for Western blot analysis was purchased from Novagen (Darmstadt, Germany). Anti-rabbit and mouse secondary antibodies were obtained from Millipore (Billerica, MA). Monoclonal 1D4 rhodopsin antibody was a kind gift from Dr. James F. McGinnis (University of Oklahoma Health Sciences Center). Polyclonal anti-Rpe65 antibody was a kind gift from Dr. Jing-Xing Ma (University of Oklahoma Health Sciences Center). DAPI used for nuclear staining was procured from Invitrogen-Molecular Probes (Carlsbad, CA).

### Animals

All animals were treated following the *ARVO Statement for using Animals in Ophthalmic and Vision Research* and the *NIH Guide for the Care and Use of Laboratory Animals*. The protocols were approved by the IACUC at the University of Oklahoma Health Sciences Center. Breeding pairs of *PTPN11* (Jax # 025758), RiboTag (Jax #011029), and tamoxifen-inducible RaxCre^ER^ mice (Jax # 025521) were purchased from The Jackson Laboratory (Bar Harbor, Maine). The rhodopsin-Cre (i75Cre) mice have been described earlier [37] and were provided by Dr. Ching-Kang Jason Chen (Baylor College of Medicine, Houston, TX). Tetracycline-inducible VMD2-Cre mice and human red/green cone opsin promoter-Cre mice were kindly provided by Dr. Yun Le (OUHSC). Animals were born and raised in our vivarium and kept under dim cyclic light (40-60 lux, 12 h light/dark cycle). All mice were screened for *rd1* and *rd8* mutations and were negative for these mutations. The mice were deeply anesthetized, and the retinas were harvested. The mice were euthanized by CO_2_ asphyxiation. The retinas were used for RNA and protein isolation, and enucleated eyes were used for immunohistochemistry. To eliminate bias, we randomly assigned mice of the same sex, age, and genetic strain to each experimental group. We mixed litters to prevent litter bias. After genotyping and assigning unique eartag identifiers, Dr. Rajala, the principal investigator, randomly selected the cohorts. This ensured that the research personnel conducting the experiments were blinded and only knew the mice by their eartag numbers.

### Generation of conditional knockout and retinal cell-specific RiboTag mice

We have generated rod photoreceptor-specific *PTPN11* (Shp2) knockout mice by breeding floxed Shp2 mice with mice carrying Cre-recombinase under the control of a rhodopsin promoter. For the identification of genotypes, we used the following primers. Rhodopsin-Cre (forward primer: TCAGTGCCTGGAGTTGCGCTGTGG and reverse primer: CTTAAAGGCCAGGGCCTGCTTGGC) and Shp2 floxed (forward primer: ATGACTCCTGAAGCCCATTG and reverse primer CTTCCCATCACCTCAGCATCC). The rhodopsin-Cre will identify 500 bp product. The Shp2 genotyping will generate mutant 320 bp; heterozygous 221 and 320 bp and wild type 221 bp, respectively. The RiboTag mouse carries a ribosomal protein gene (*Rpl22*) with a floxed C-terminal exon followed by an identical exon tagged with hemagglutinin (HA) epitope [38]. We bred RiboTag mice with mice carrying Cre-recombinase under the control of rod (rhodopsin), cone (red/green opsin), RPE (VMD2), Müller cells (Rax), and ganglion cell (CMV packaged into an AAV vector, Vector Biolabs)-specific promoters. The isolation of polyribosomes containing actively translating mRNAs and qRT-PCR analysis was carried out as described [9].

### Statistical Analysis

We determined the sample size through power analysis [39]. Data underwent comprehensive statistical evaluation using GraphPad Prism 7.3 software. No samples were excluded from the analysis. Various statistical methods were employed based on the experiment type. Before analysis, we conducted normality tests (Anderson-Darling, D’Agostino & Pearson, Shapiro-Wilk, Kolmogorov-Smirnov) to assess data distribution (normal or non-normal). If non-normally distributed, an unpaired non-parametric test was applied for group comparisons, involving multiple Mann-Whitney U tests. To address multiple comparisons, a false discovery rate was controlled at Q = 1%, implementing the two-stage Benjamini-Krieger-Yekutieli method. For normally distributed data, parametric tests were conducted using Welch’s correction to assess significance between the two groups. The resulting p-values were used for inference. One-way ANOVA determined statistical differences among means of three or more independent groups, while a two-way ANOVA assessed how a quantitative variable’s mean changes with two categorical variables.

### Other methods

We conducted Translation Ribosomal Affinity Purification, electroretinography (ERG), histological analyses, immunoblotting, and immunohistochemistry, following the procedures described earlier [9, 22, 40]. Targeted metabolomics was carried out by LC-MS as described [36]. We added Nicotinamide-D4 as the internal standard for quality control.

### Supplementary information

Uncropped images

## Data Availability

All data generated or analyzed during this study are included in this published article. The TRAP data reported here have been deposited in the Gene Expression Omnibus with accession number GSE269514. The metabolomics LC/MS Mass Spectrometry data has been deposited in the MassIVE Repository under Reference number MSV000094985.

# Supplementary material for: Age-related retinal degeneration resulting from the deletion of Shp2 tyrosine phosphatase in photoreceptor neurons
**Source:** Cell Death Dis. 2024 Aug 8;15(8):577. doi: 10.1038/s41419-024-06924-y
**Supplement:** Supplementary file 1 — Uncropped images

## Slide 1
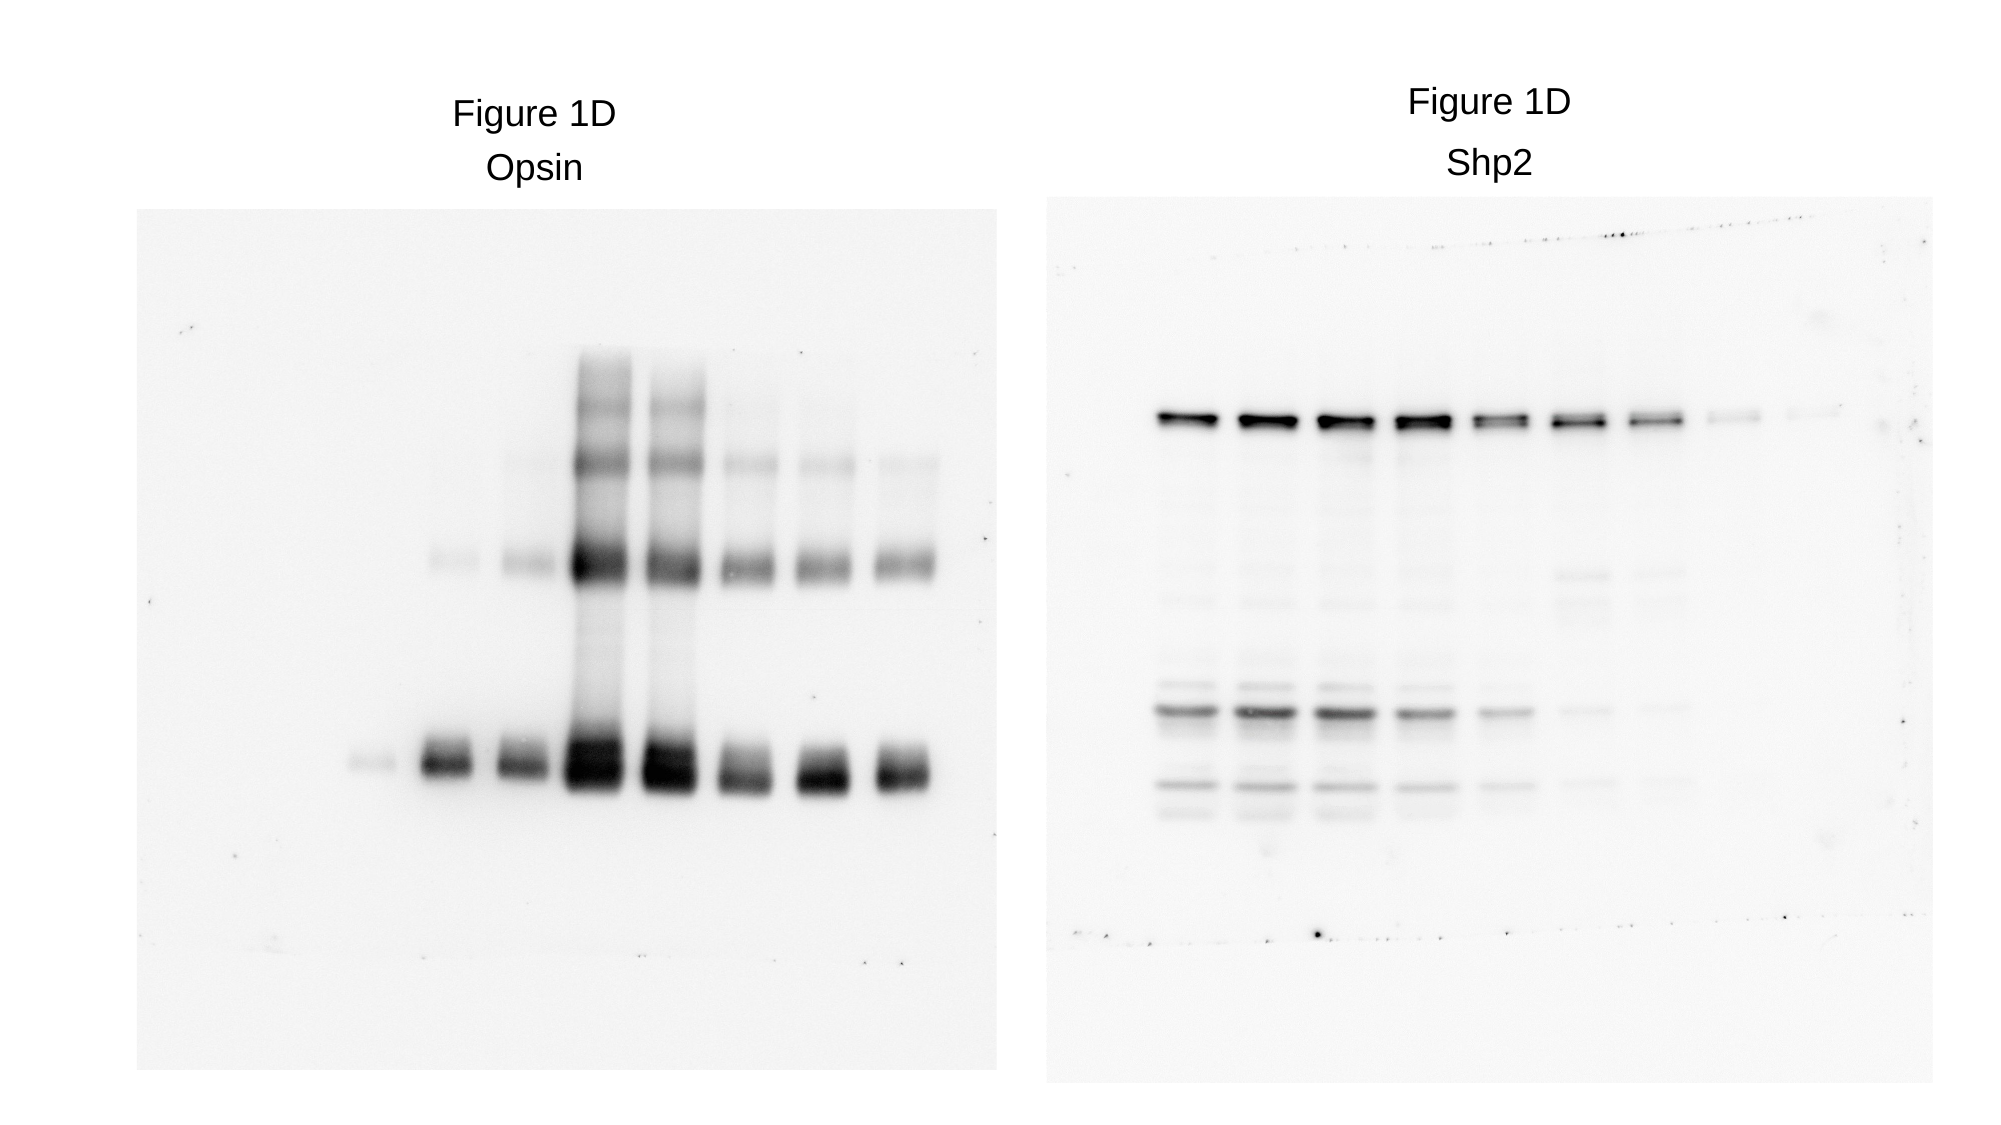

Figure 1D
Figure 1D
Shp2
Opsin

## Slide 2
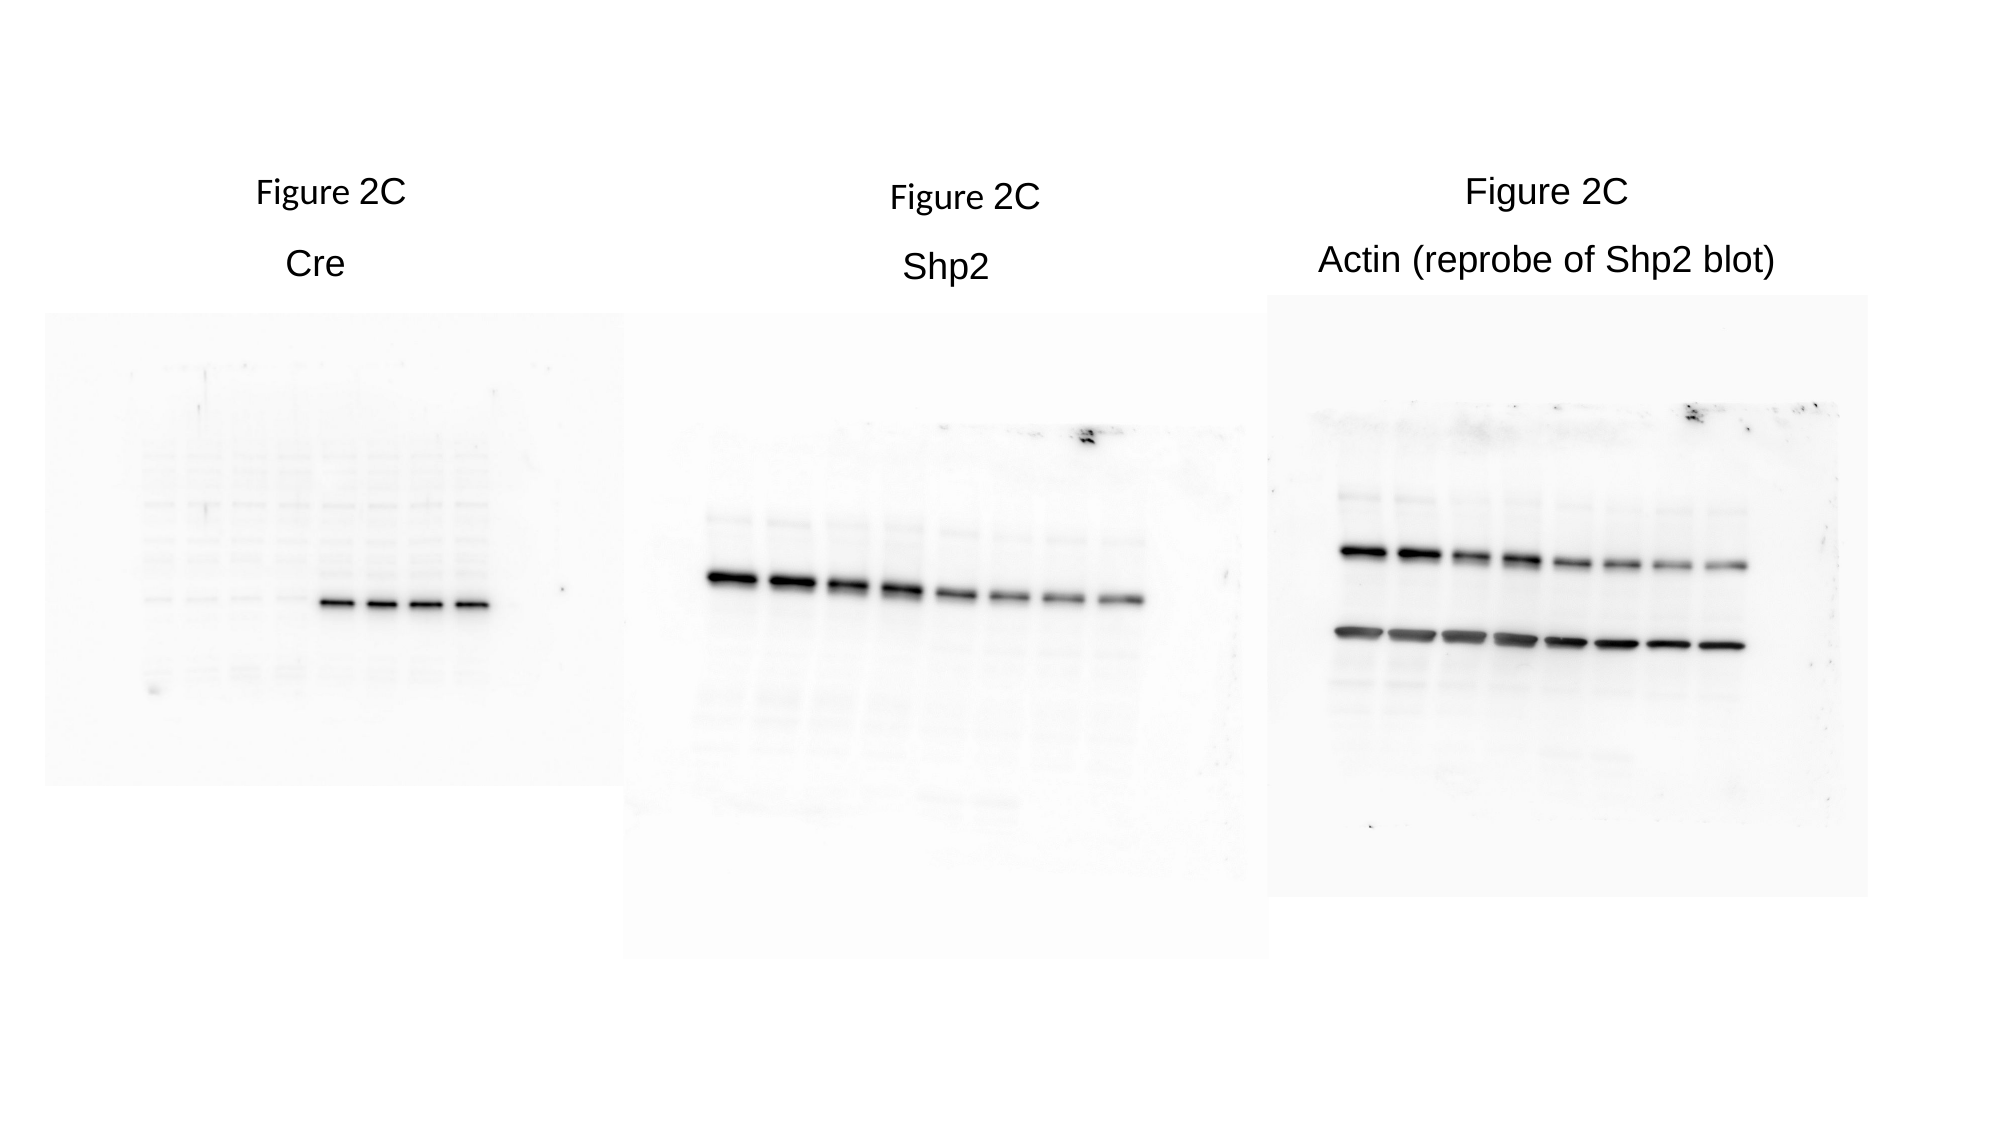

Figure 2C
Figure 2C
Figure 2C
Actin (reprobe of Shp2 blot)
Cre
Shp2

## Slide 3
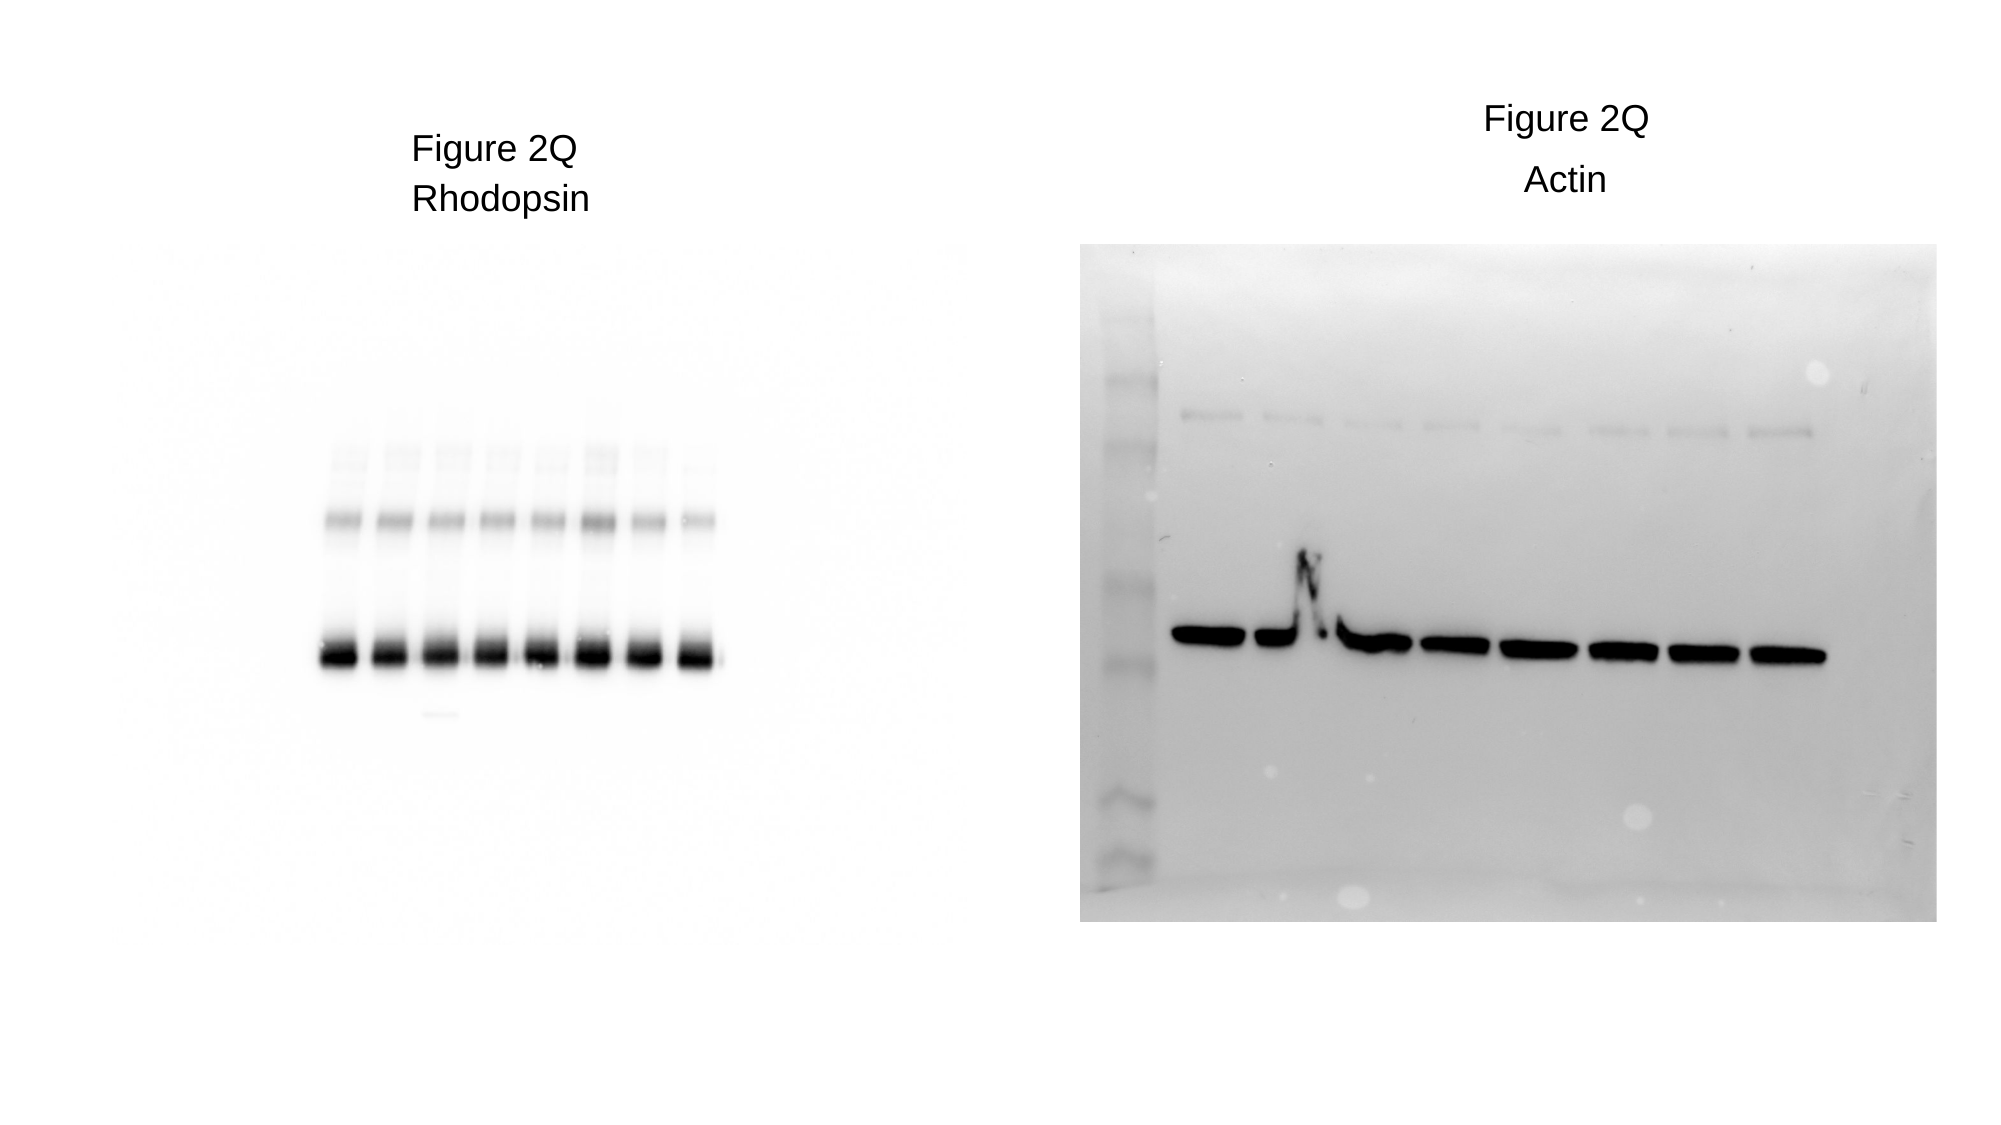

Figure 2Q
Figure 2Q
Actin
Rhodopsin

## Slide 4
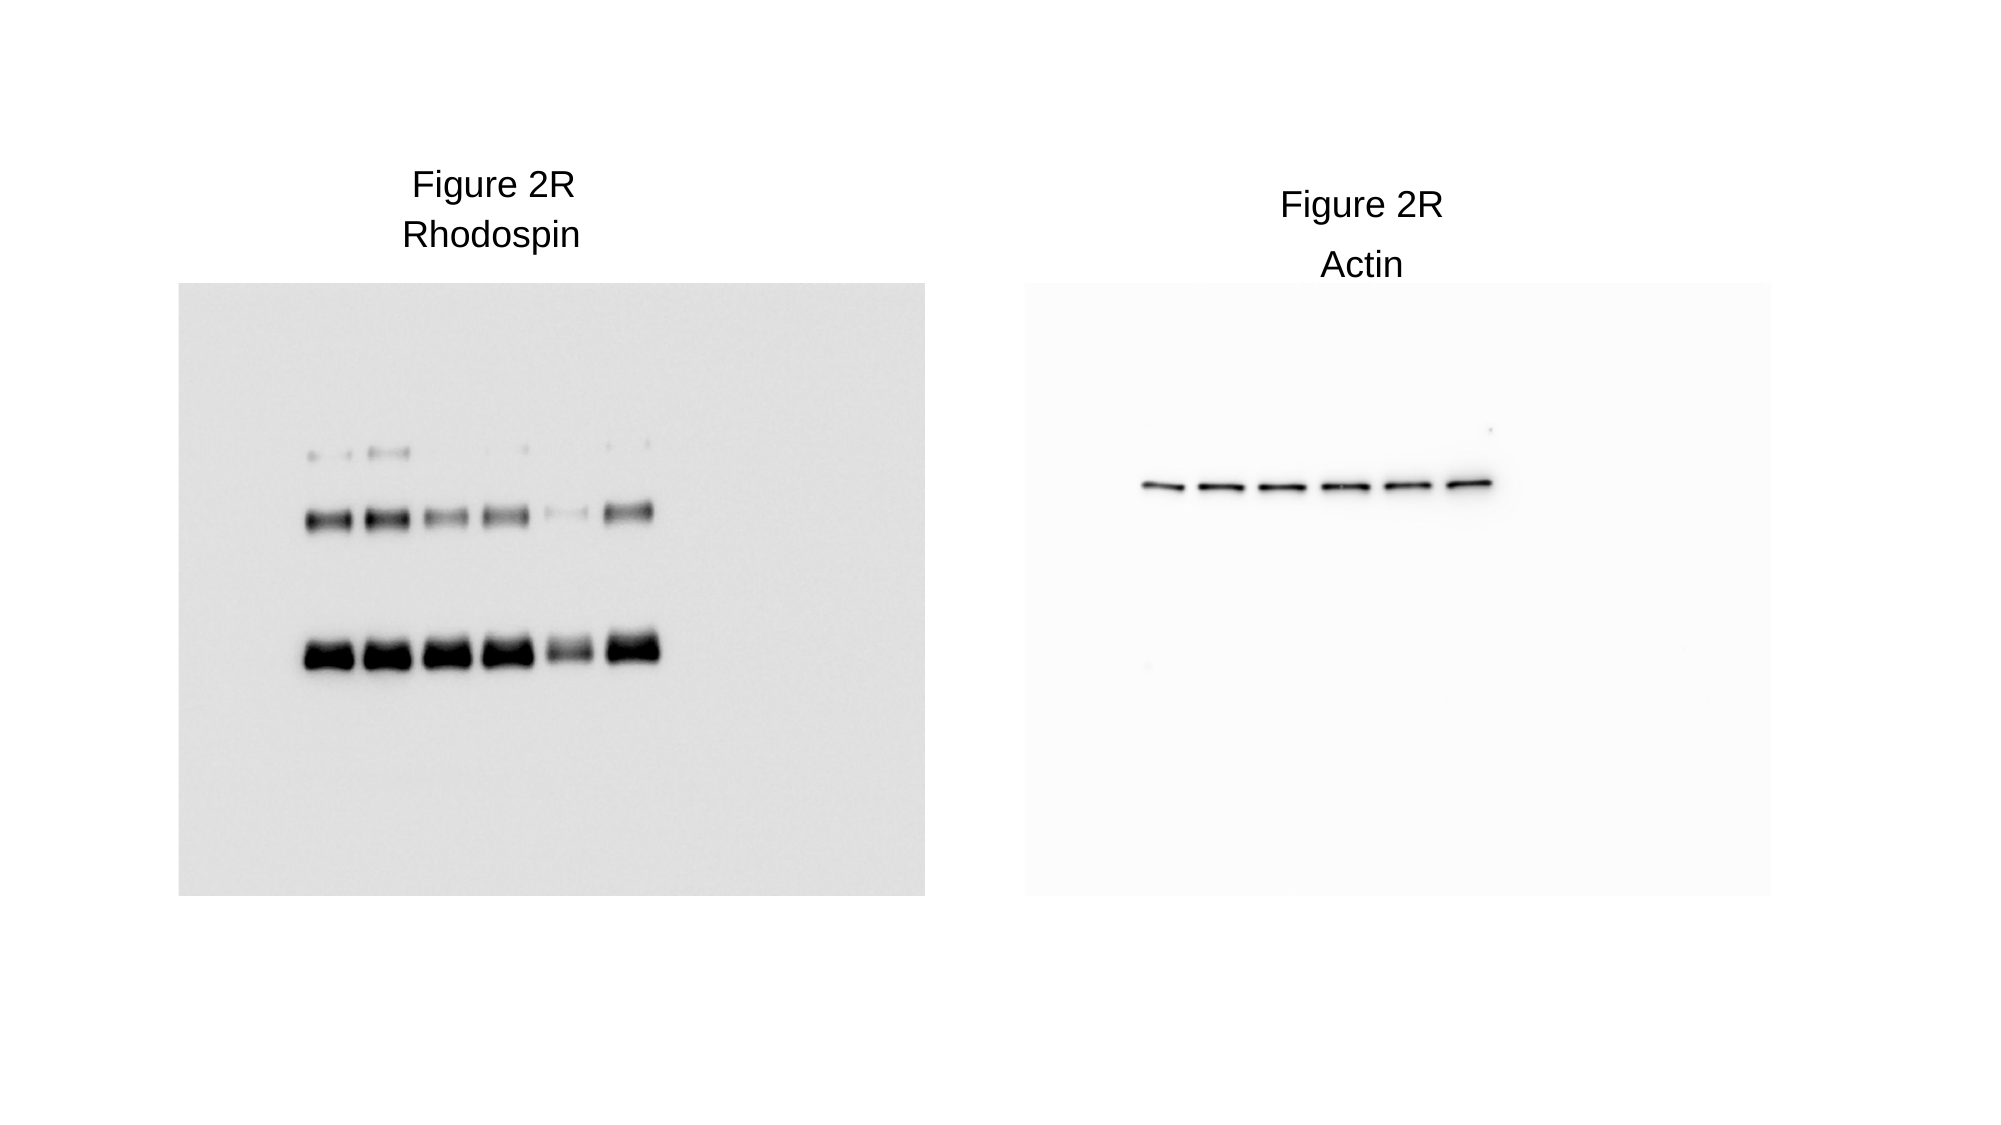

Figure 2R
Figure 2R
Rhodospin
Actin

## Slide 5
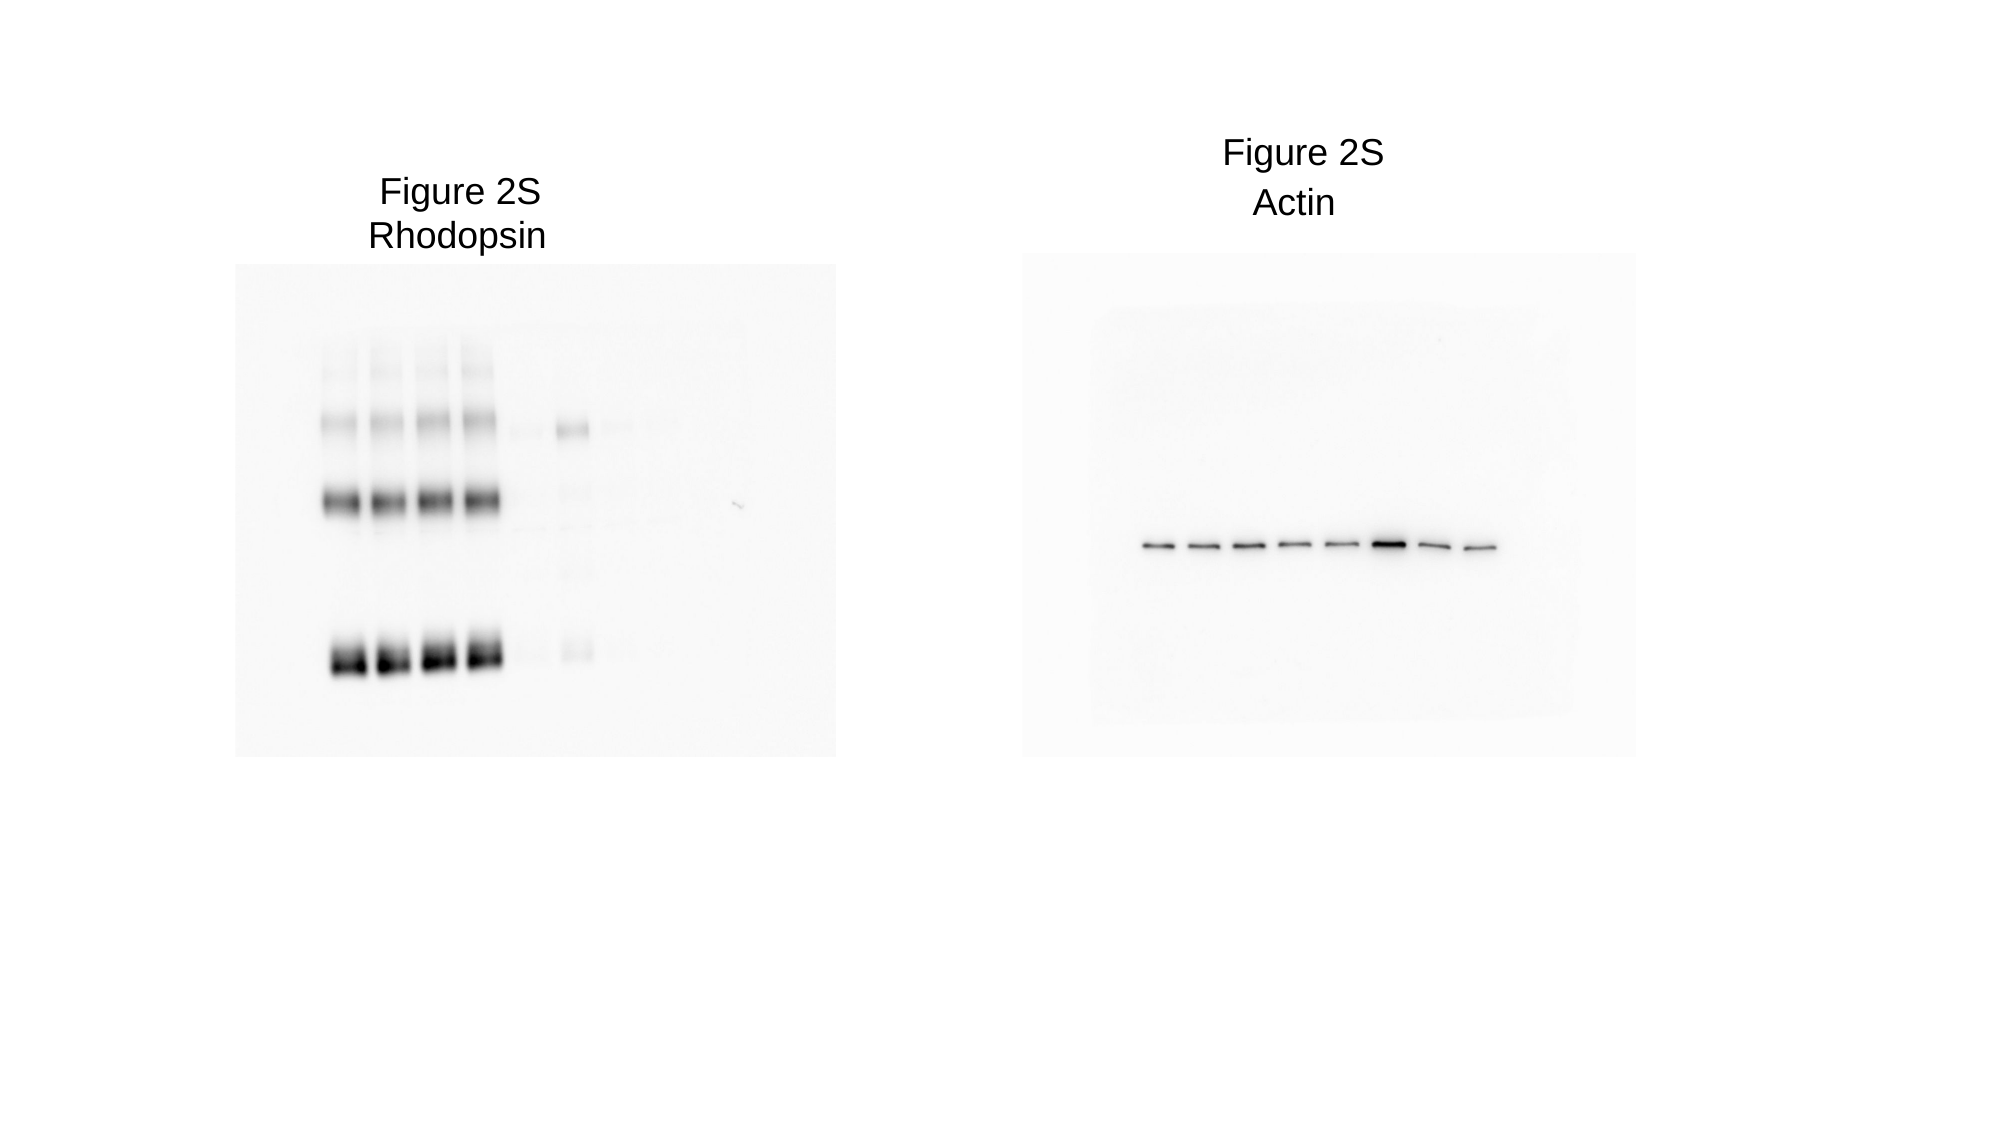

Figure 2S
Figure 2S
Actin
Rhodopsin

## Slide 6
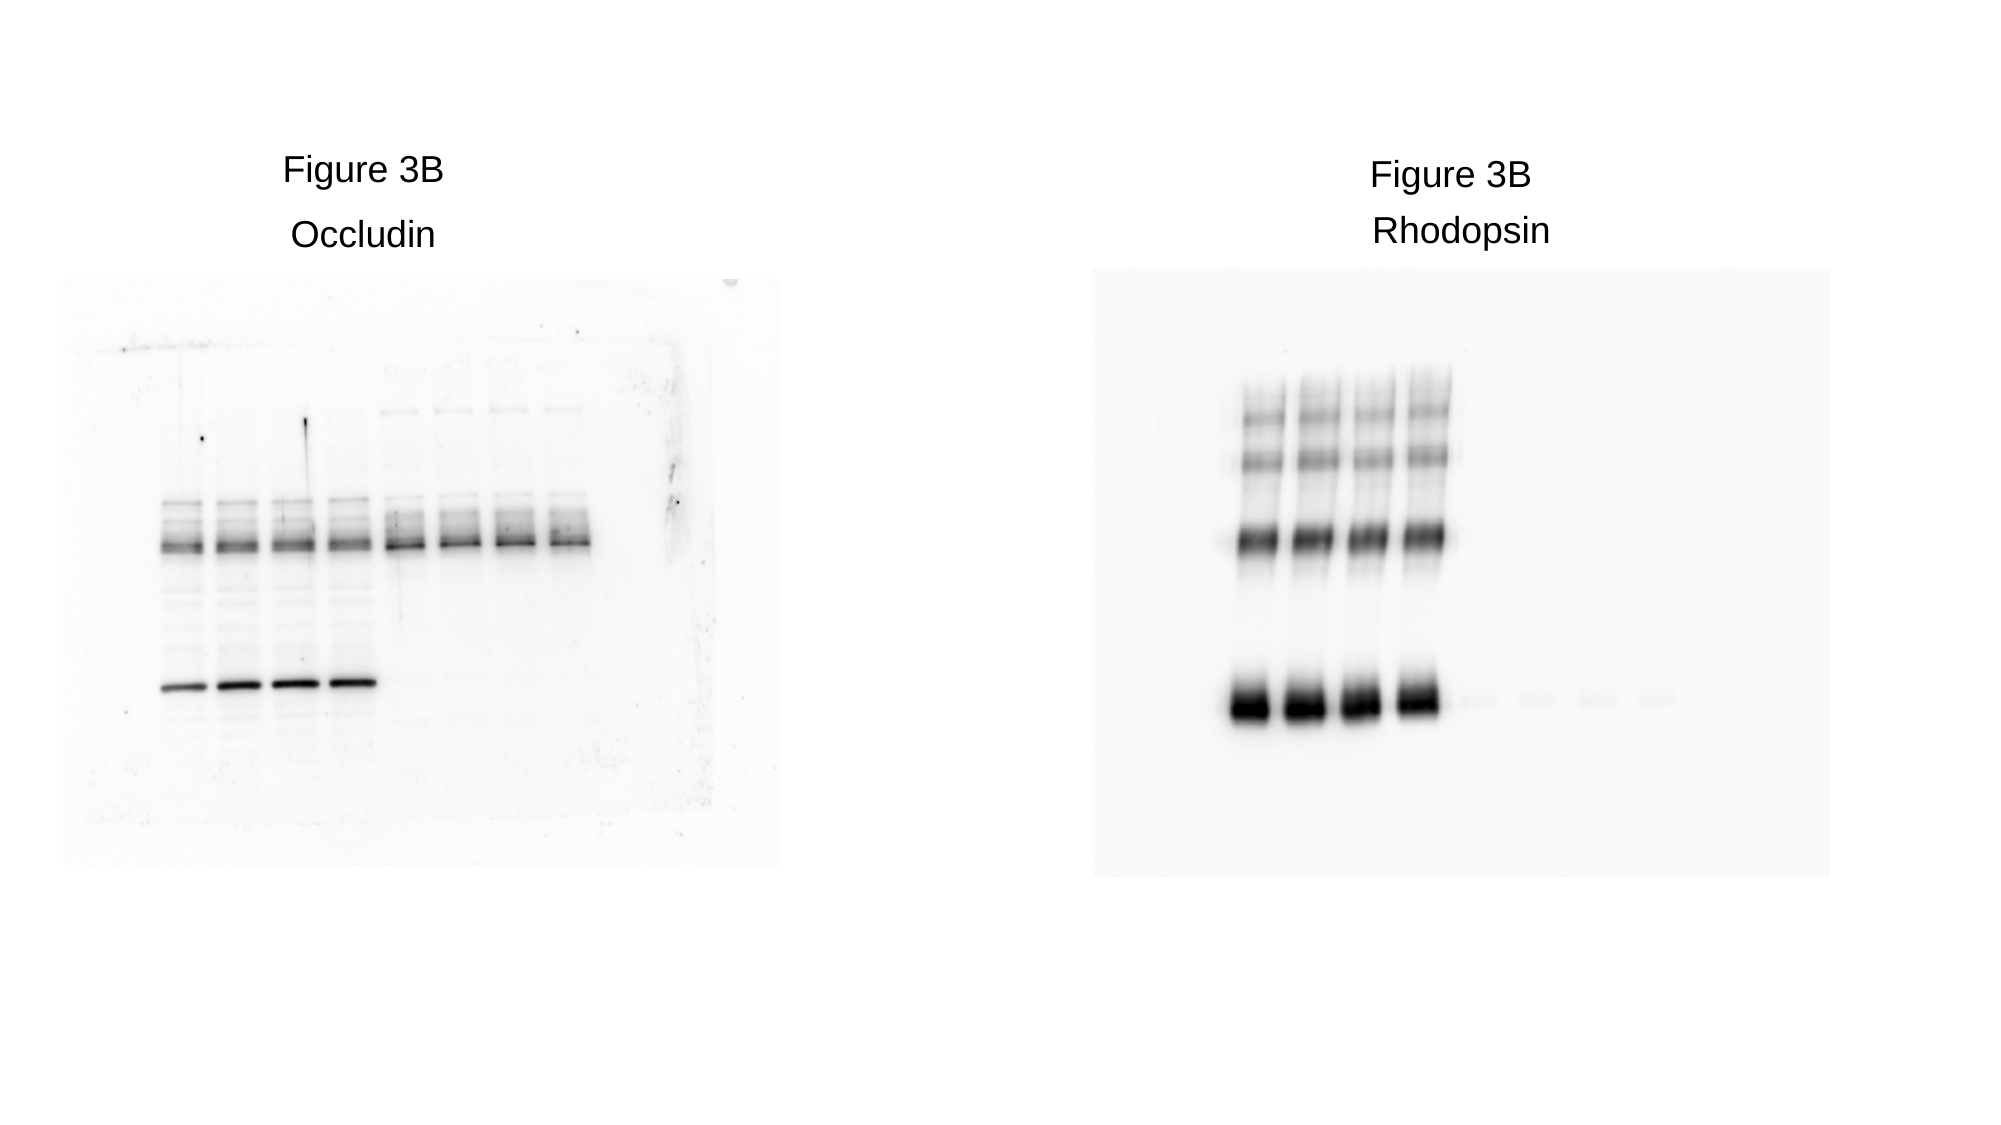

Figure 3B
Figure 3B
Rhodopsin
Occludin

## Slide 7
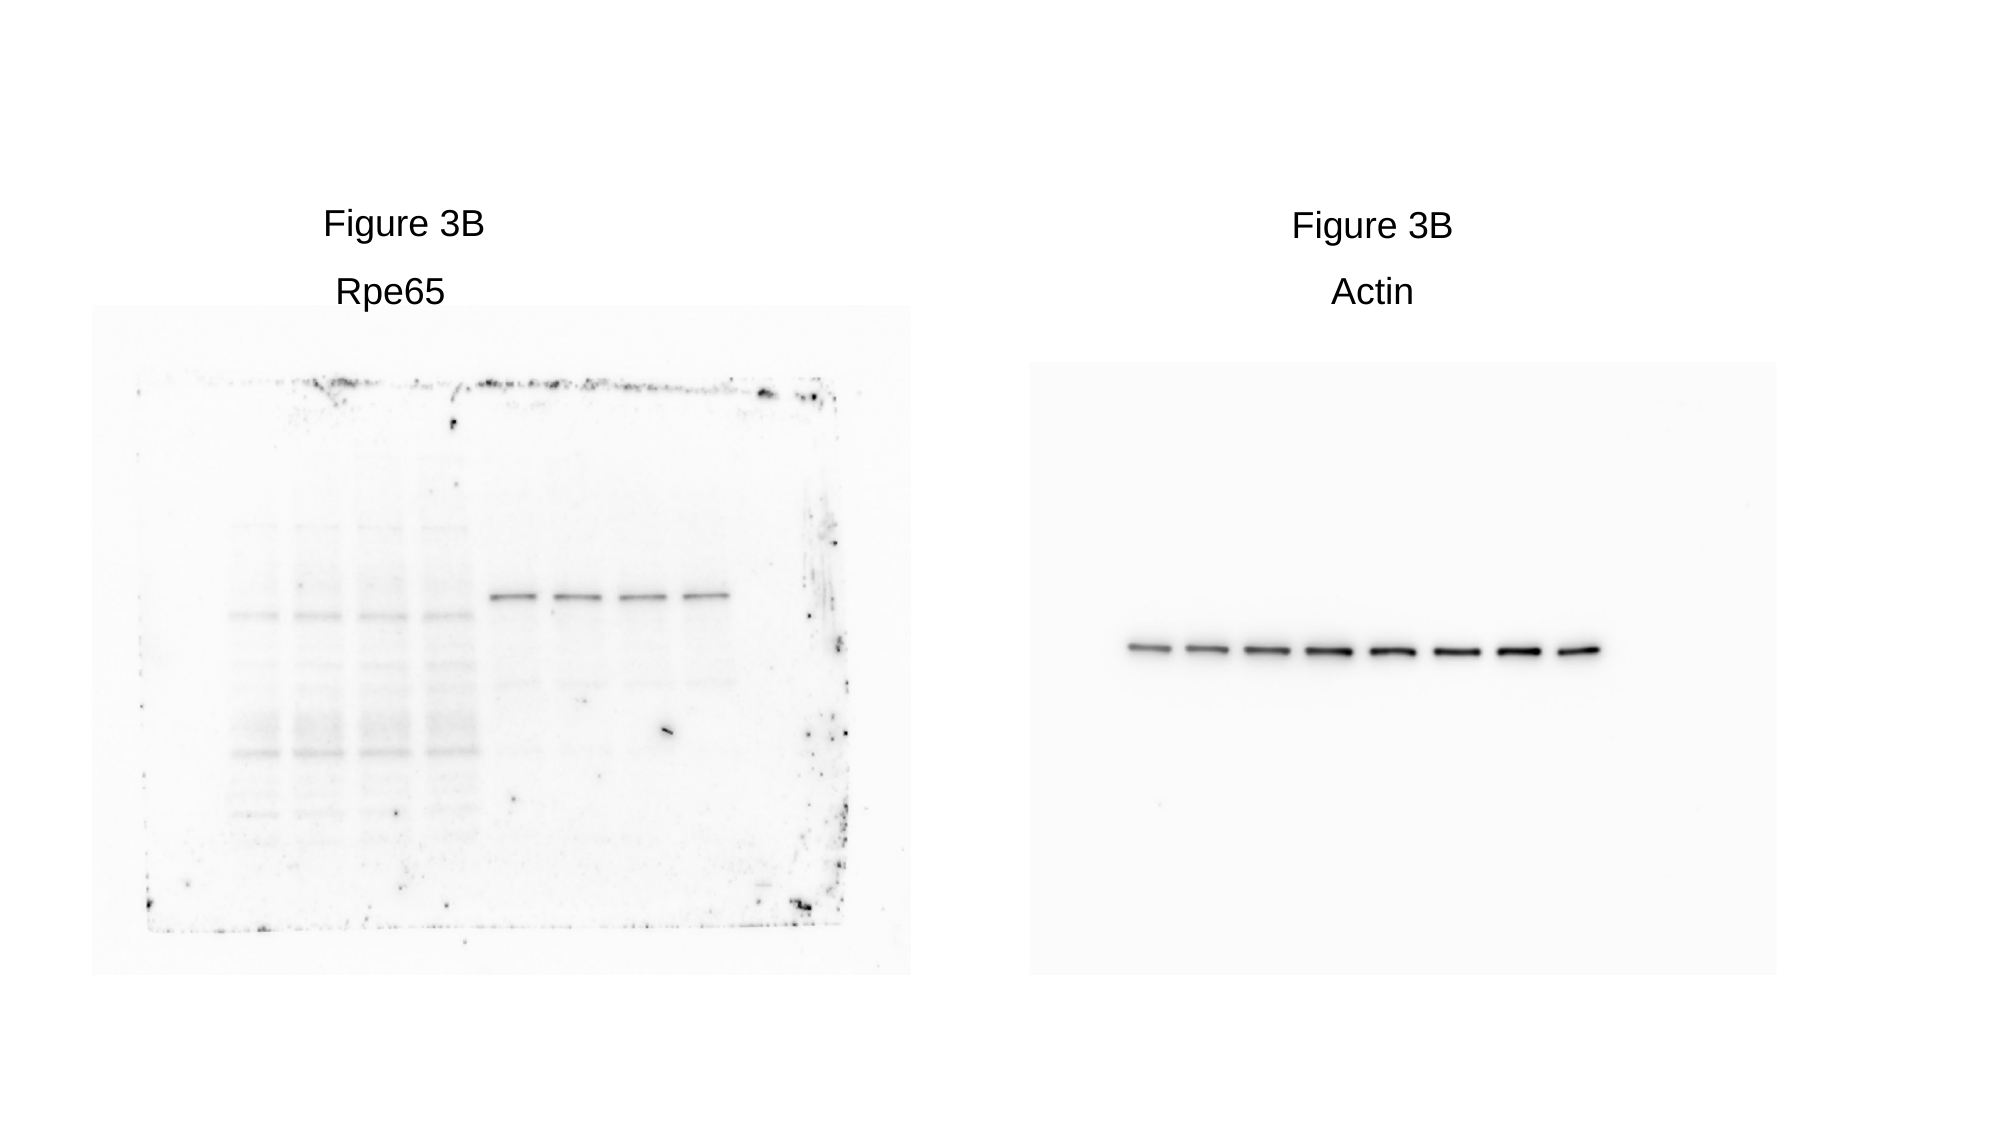

Figure 3B
Figure 3B
Rpe65
Actin

## Slide 8
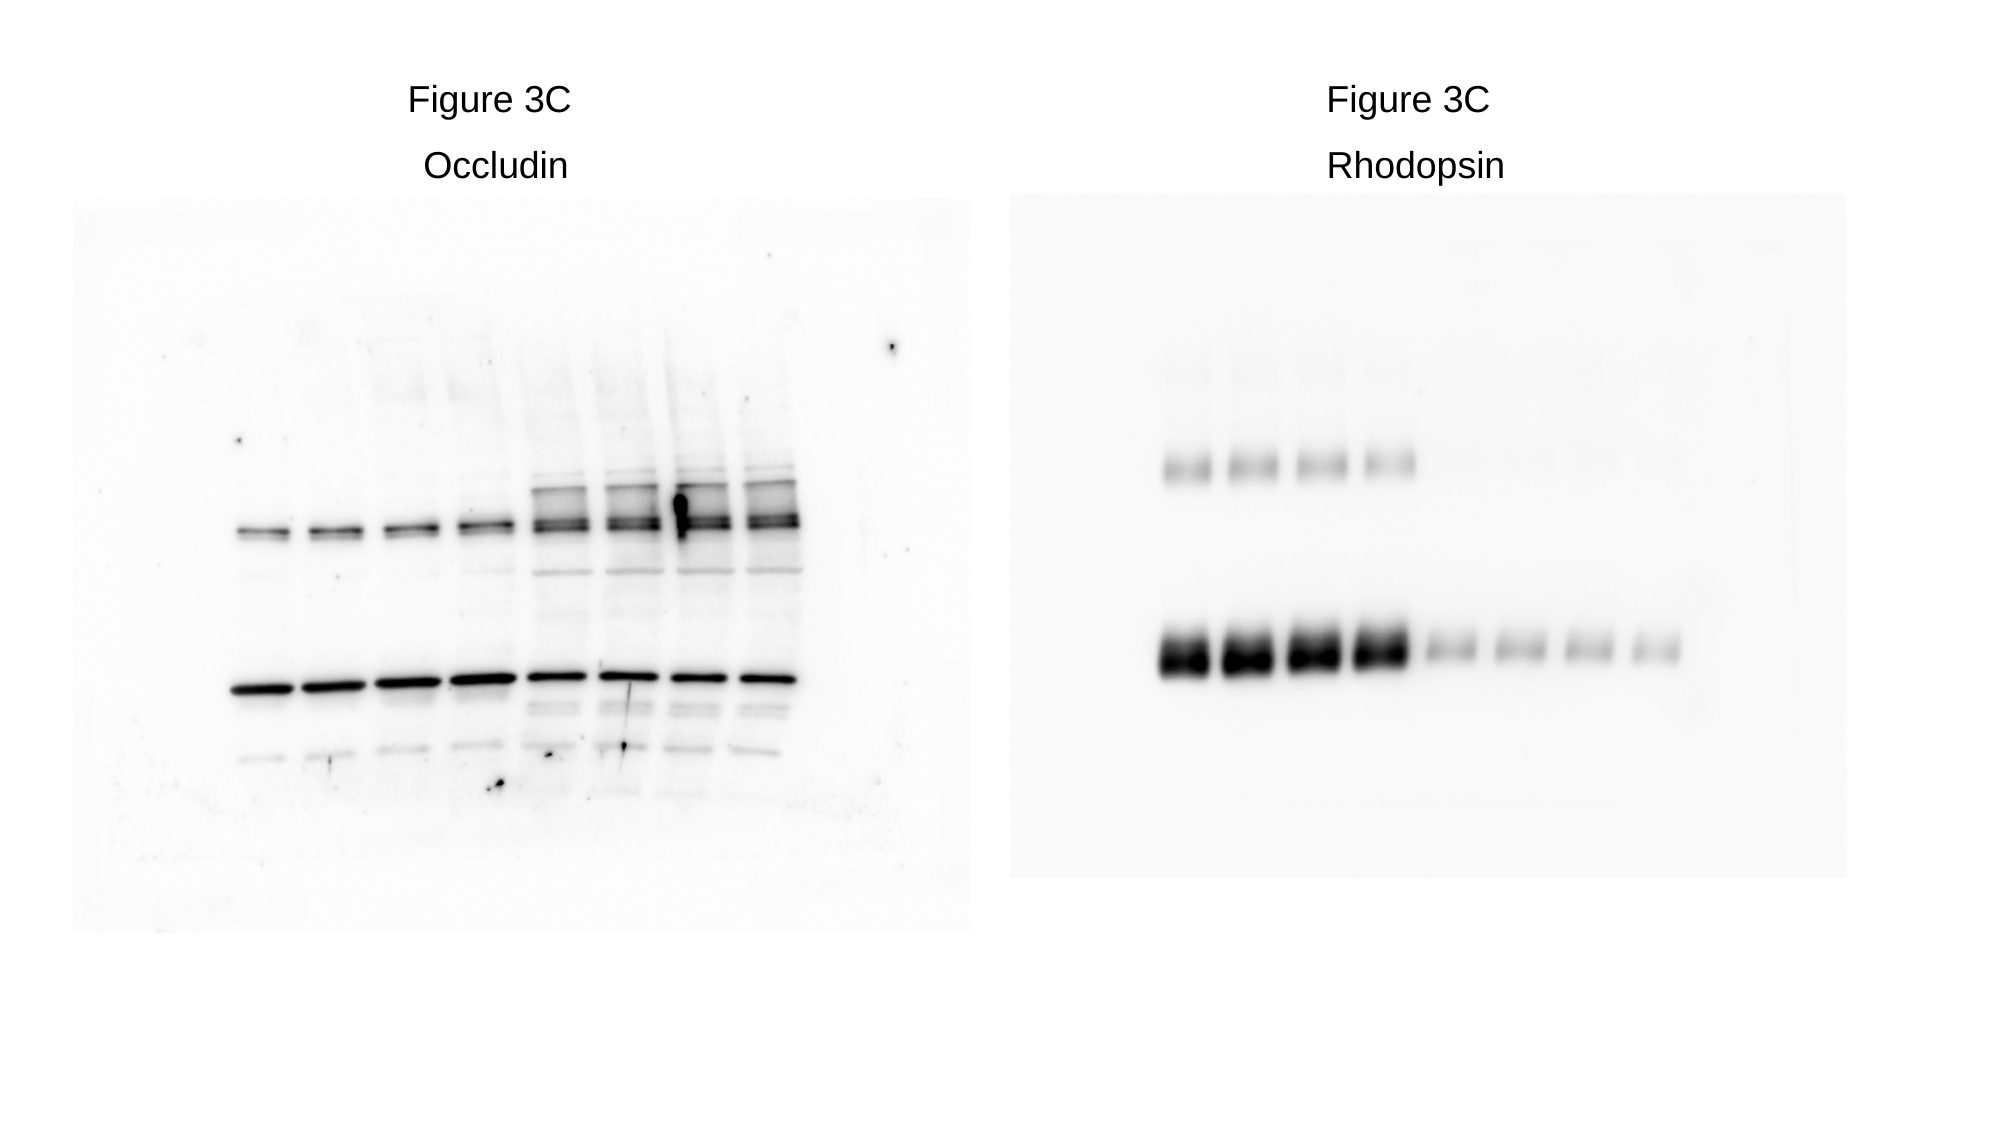

Figure 3C
Figure 3C
Occludin
Rhodopsin

## Slide 9
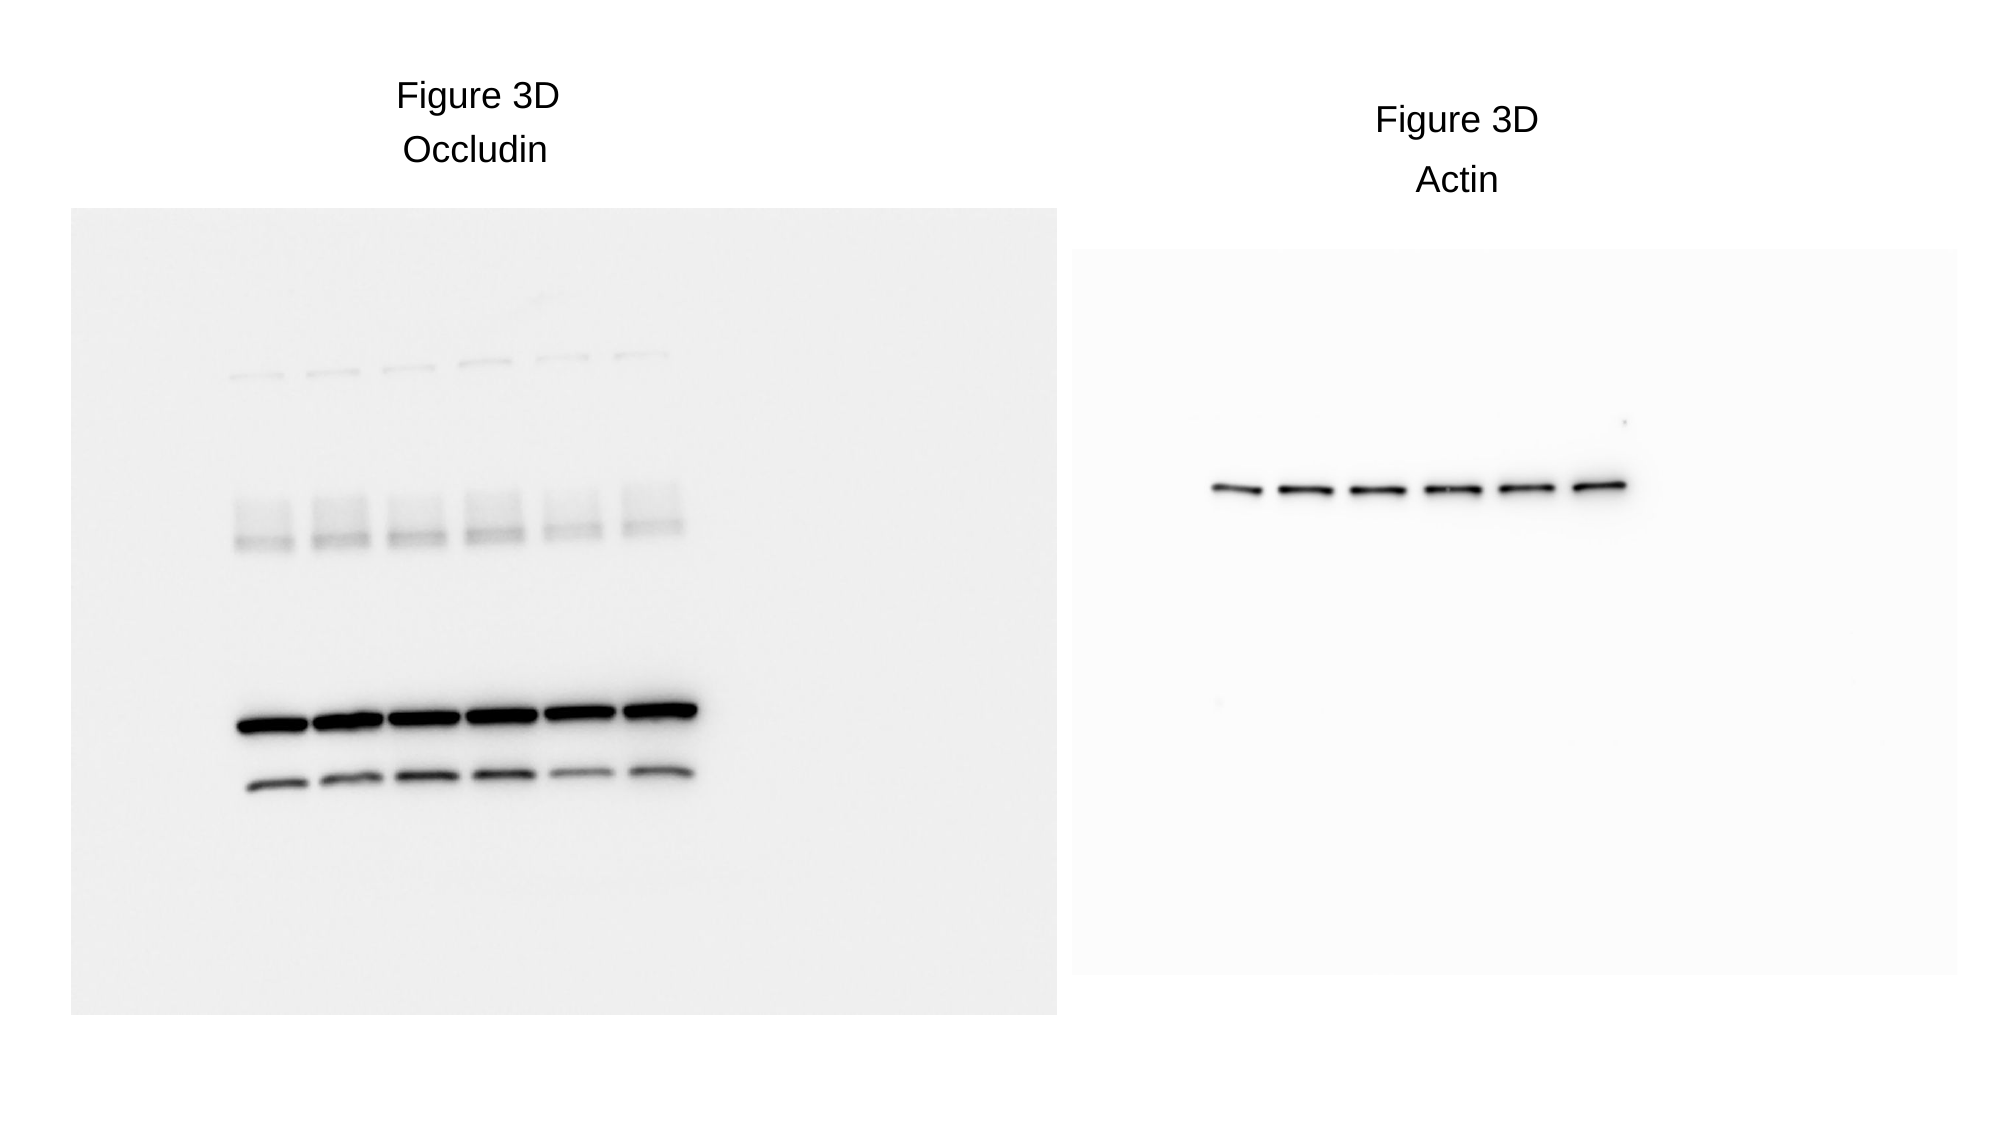

Figure 3D
Figure 3D
Occludin
Actin

## Slide 10
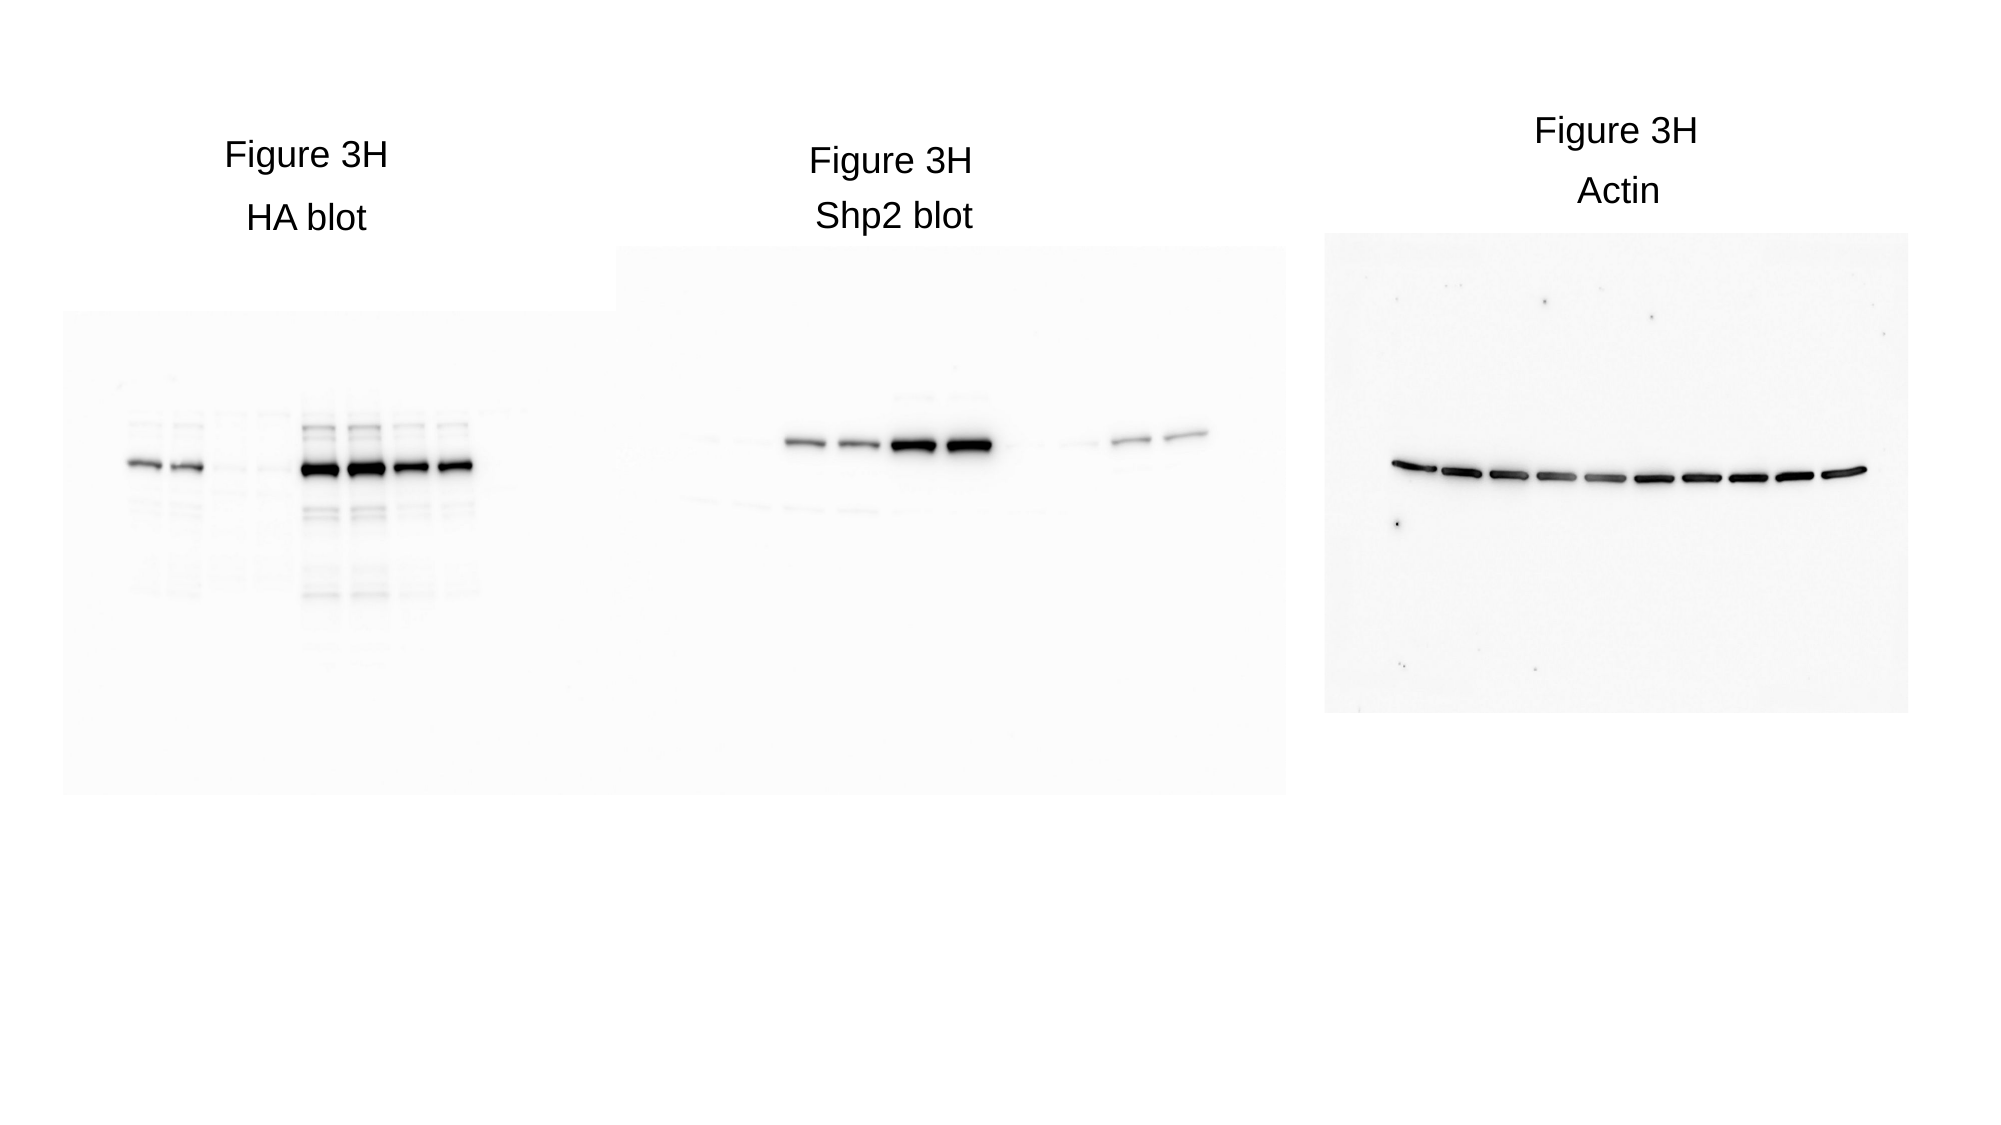

Figure 3H
Figure 3H
Figure 3H
Actin
Shp2 blot
HA blot

## Slide 11
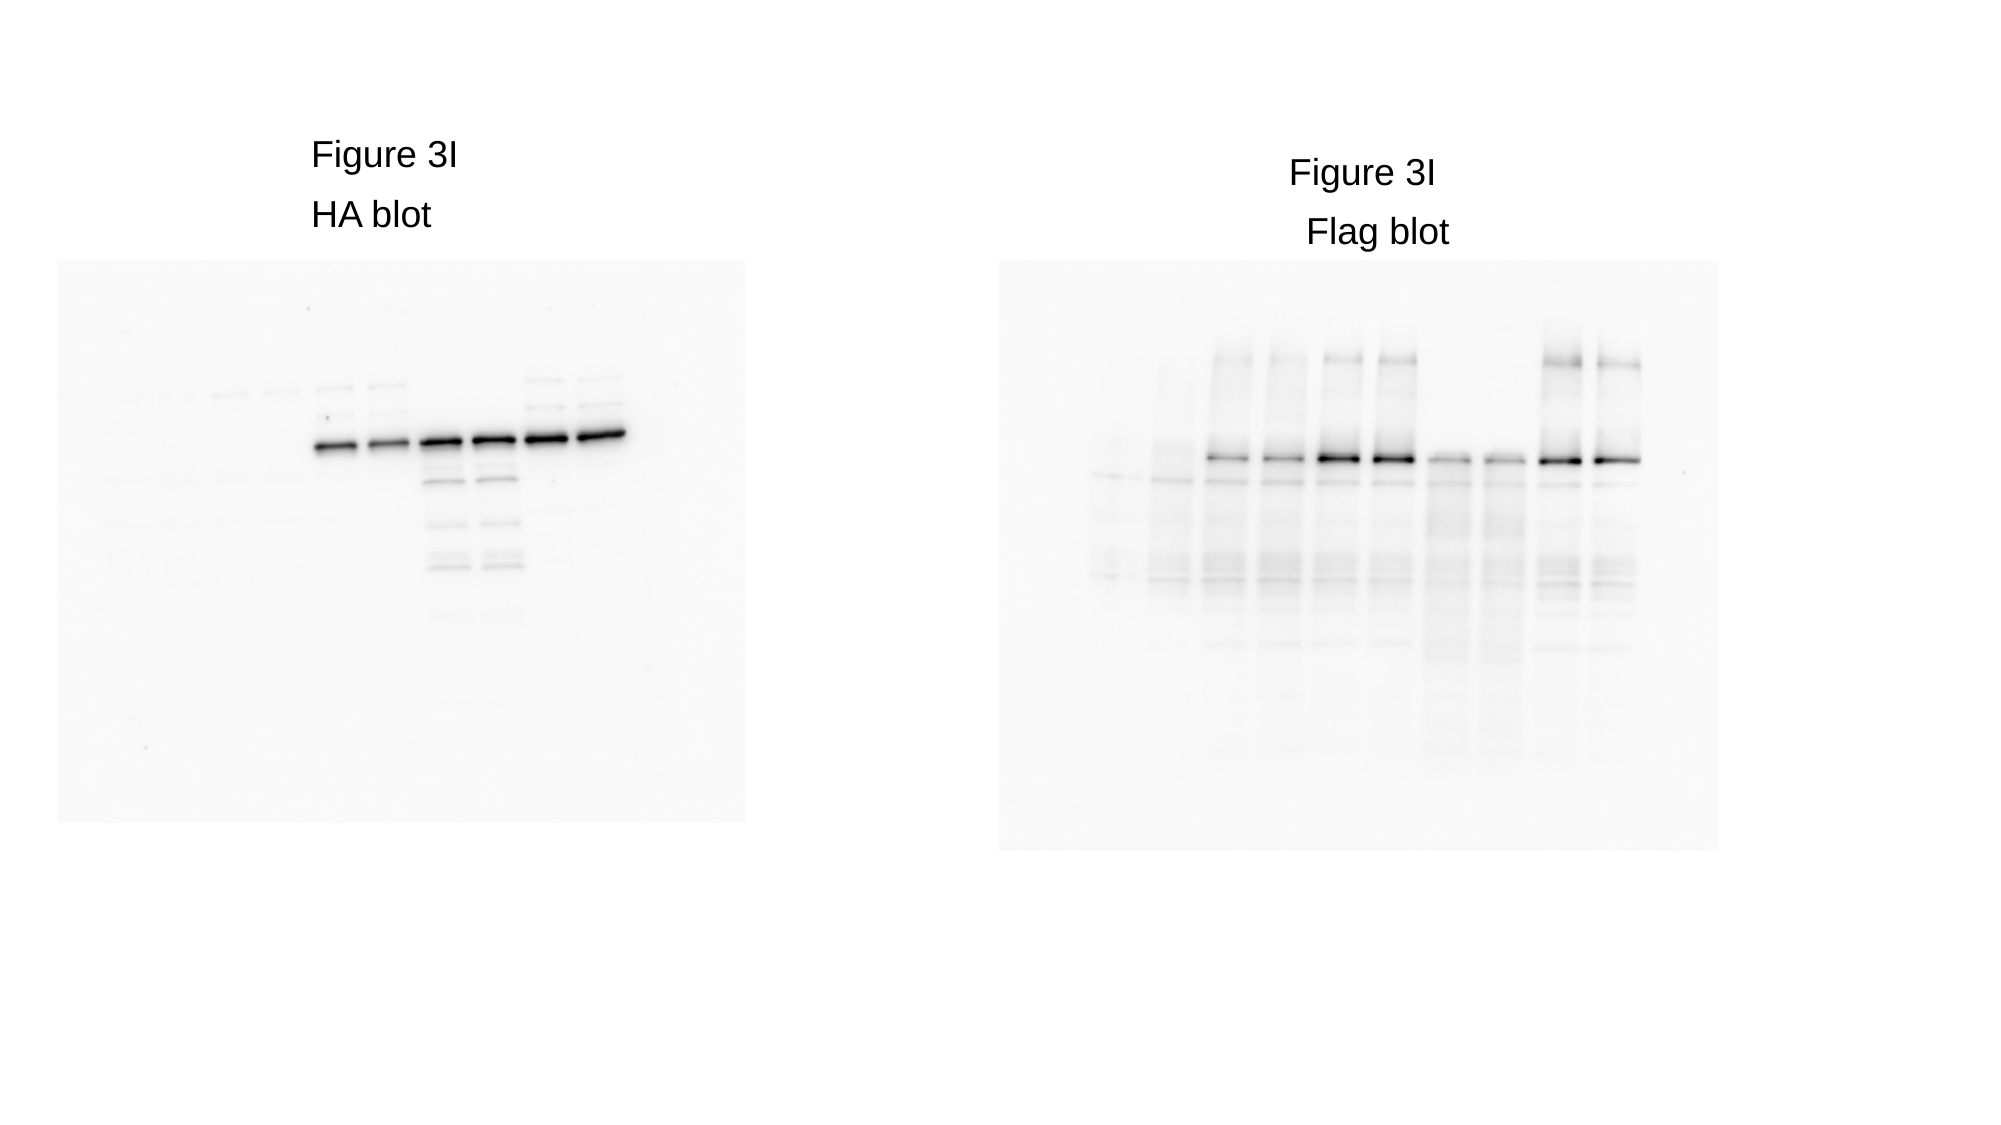

Figure 3I
Figure 3I
HA blot
Flag blot

## Slide 12
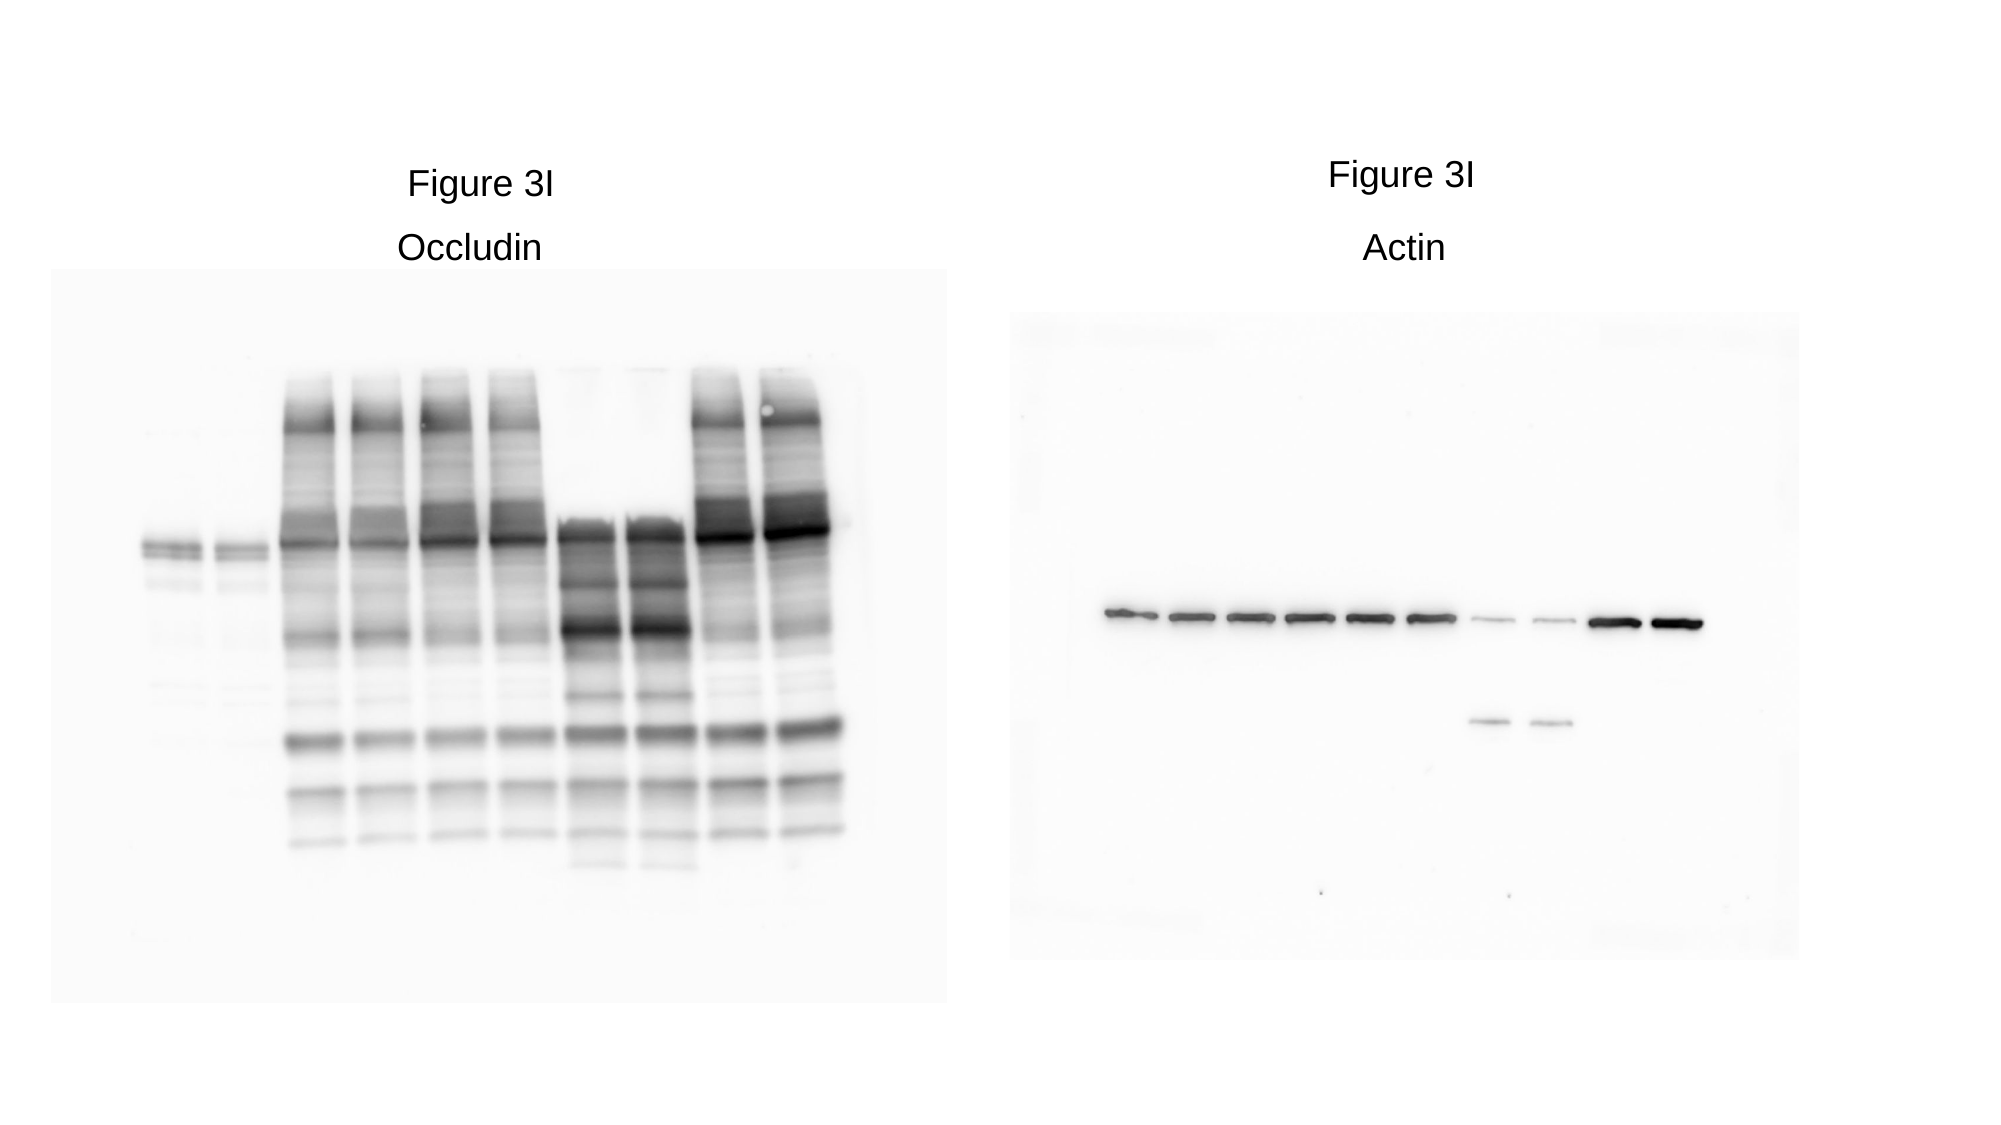

Figure 3I
Figure 3I
Occludin
Actin

## Slide 13
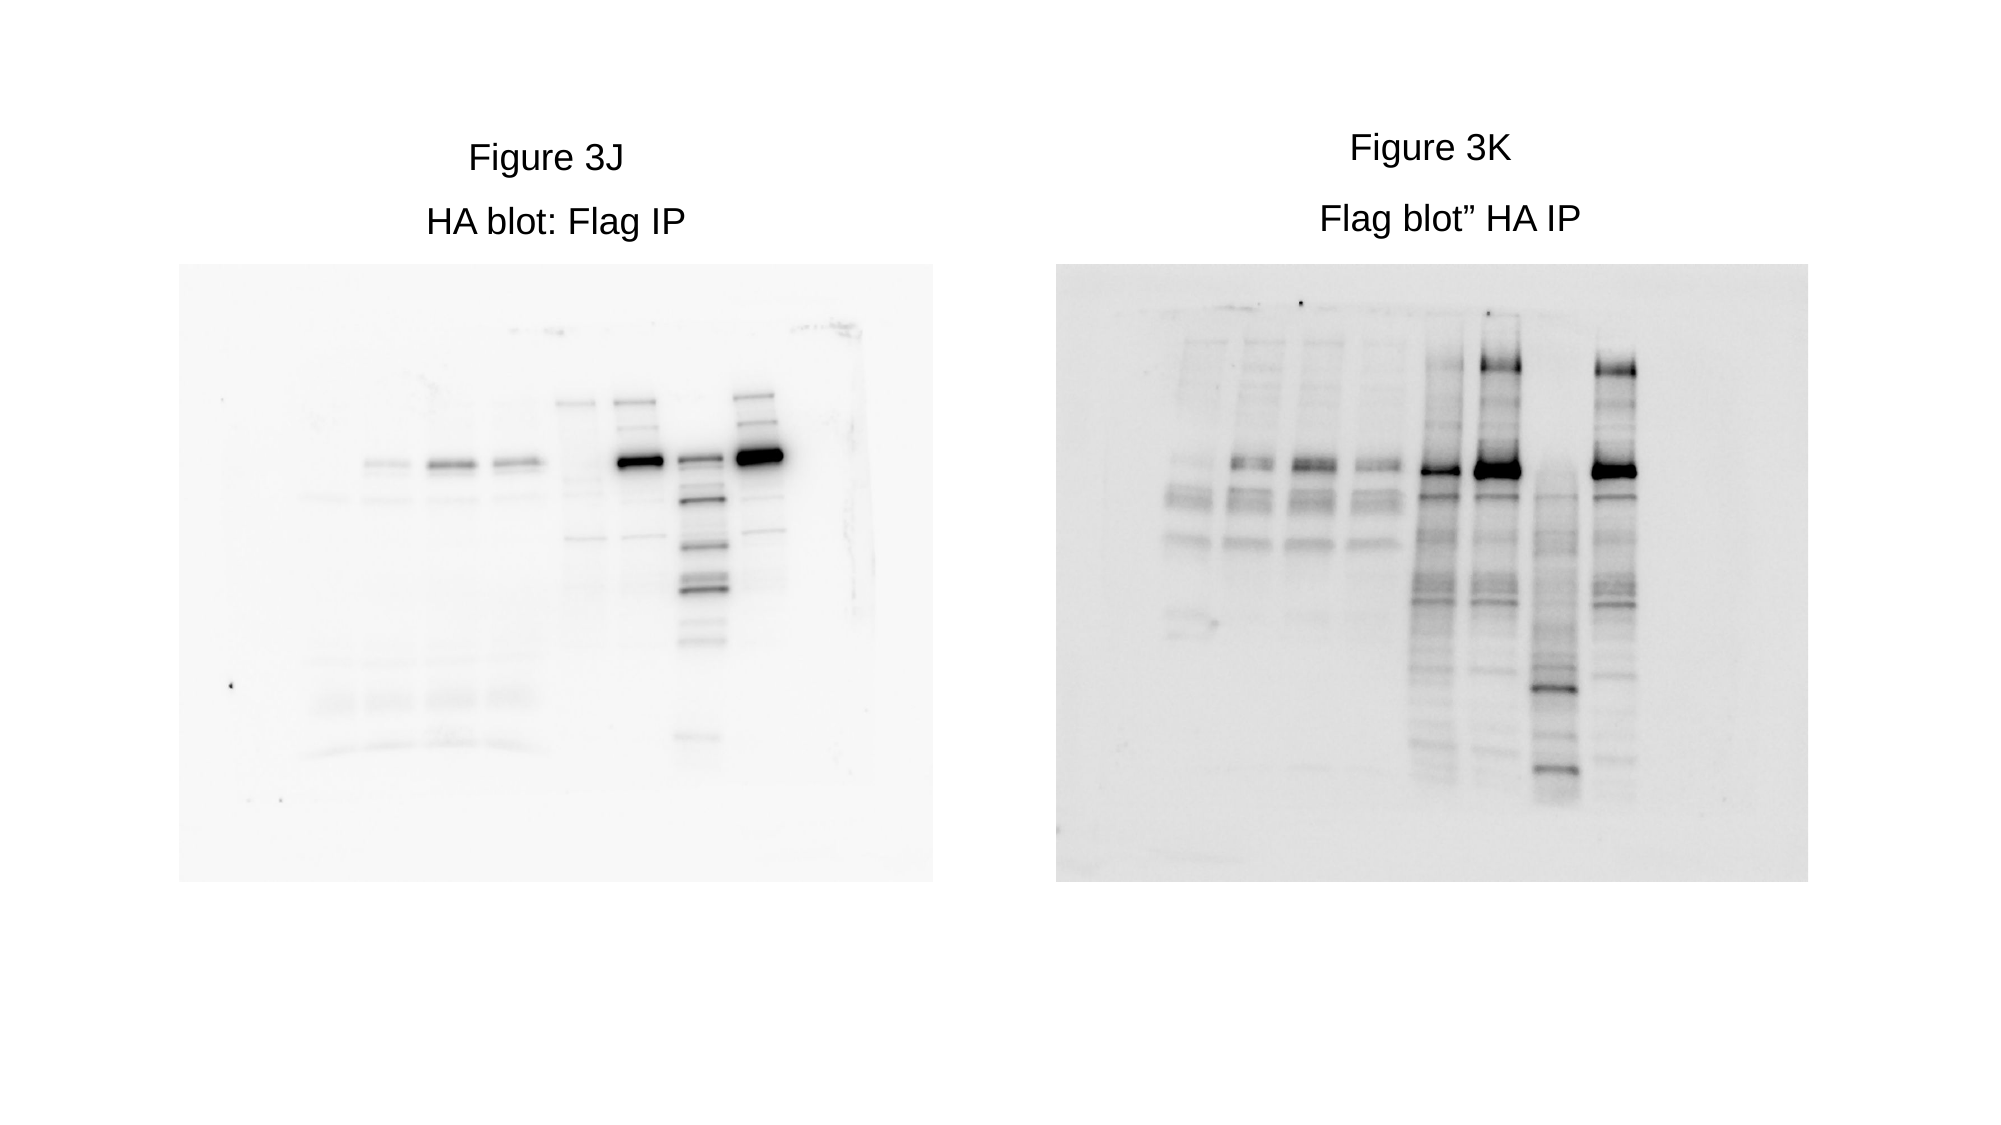

Figure 3K
Figure 3J
Flag blot” HA IP
HA blot: Flag IP

## Slide 14
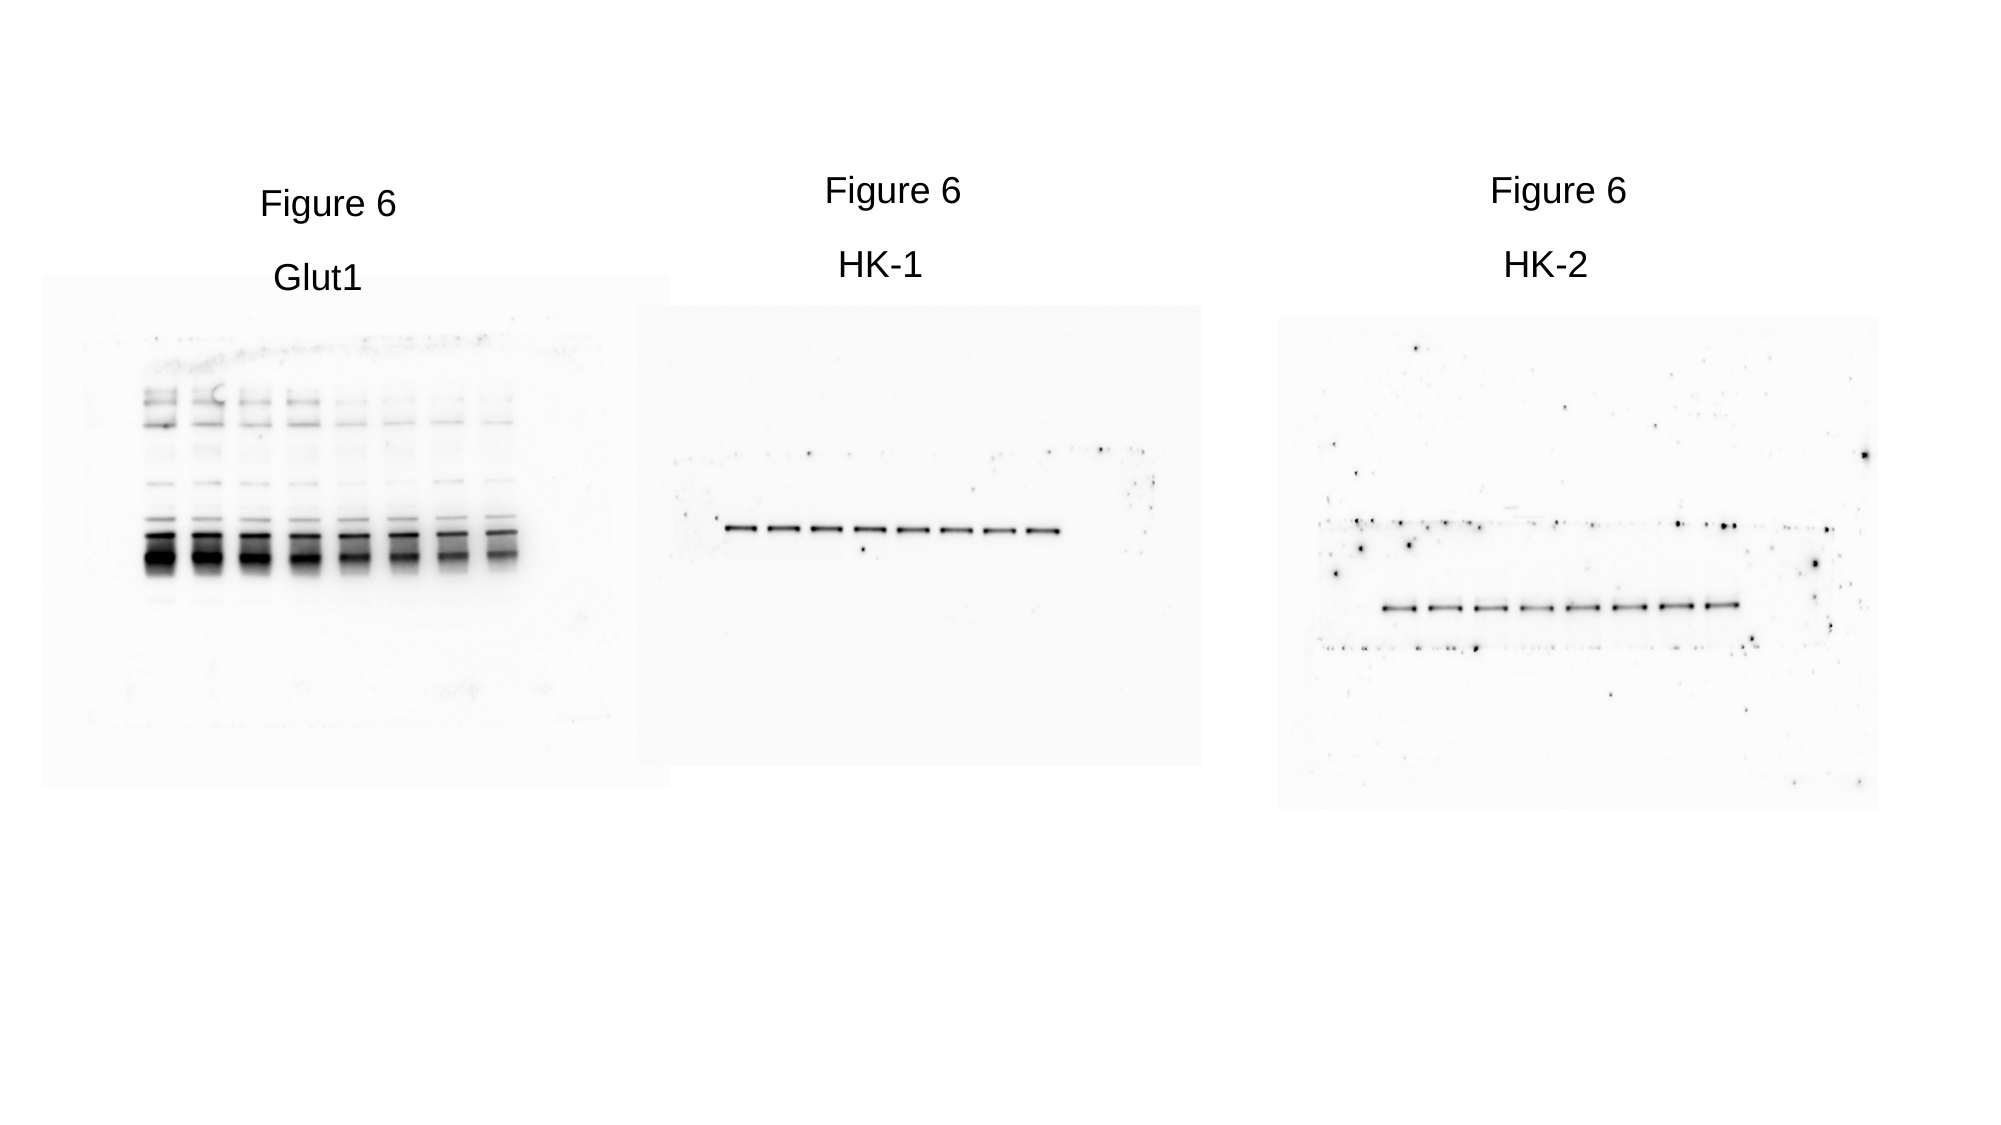

Figure 6
Figure 6
Figure 6
HK-1
HK-2
Glut1

## Slide 15
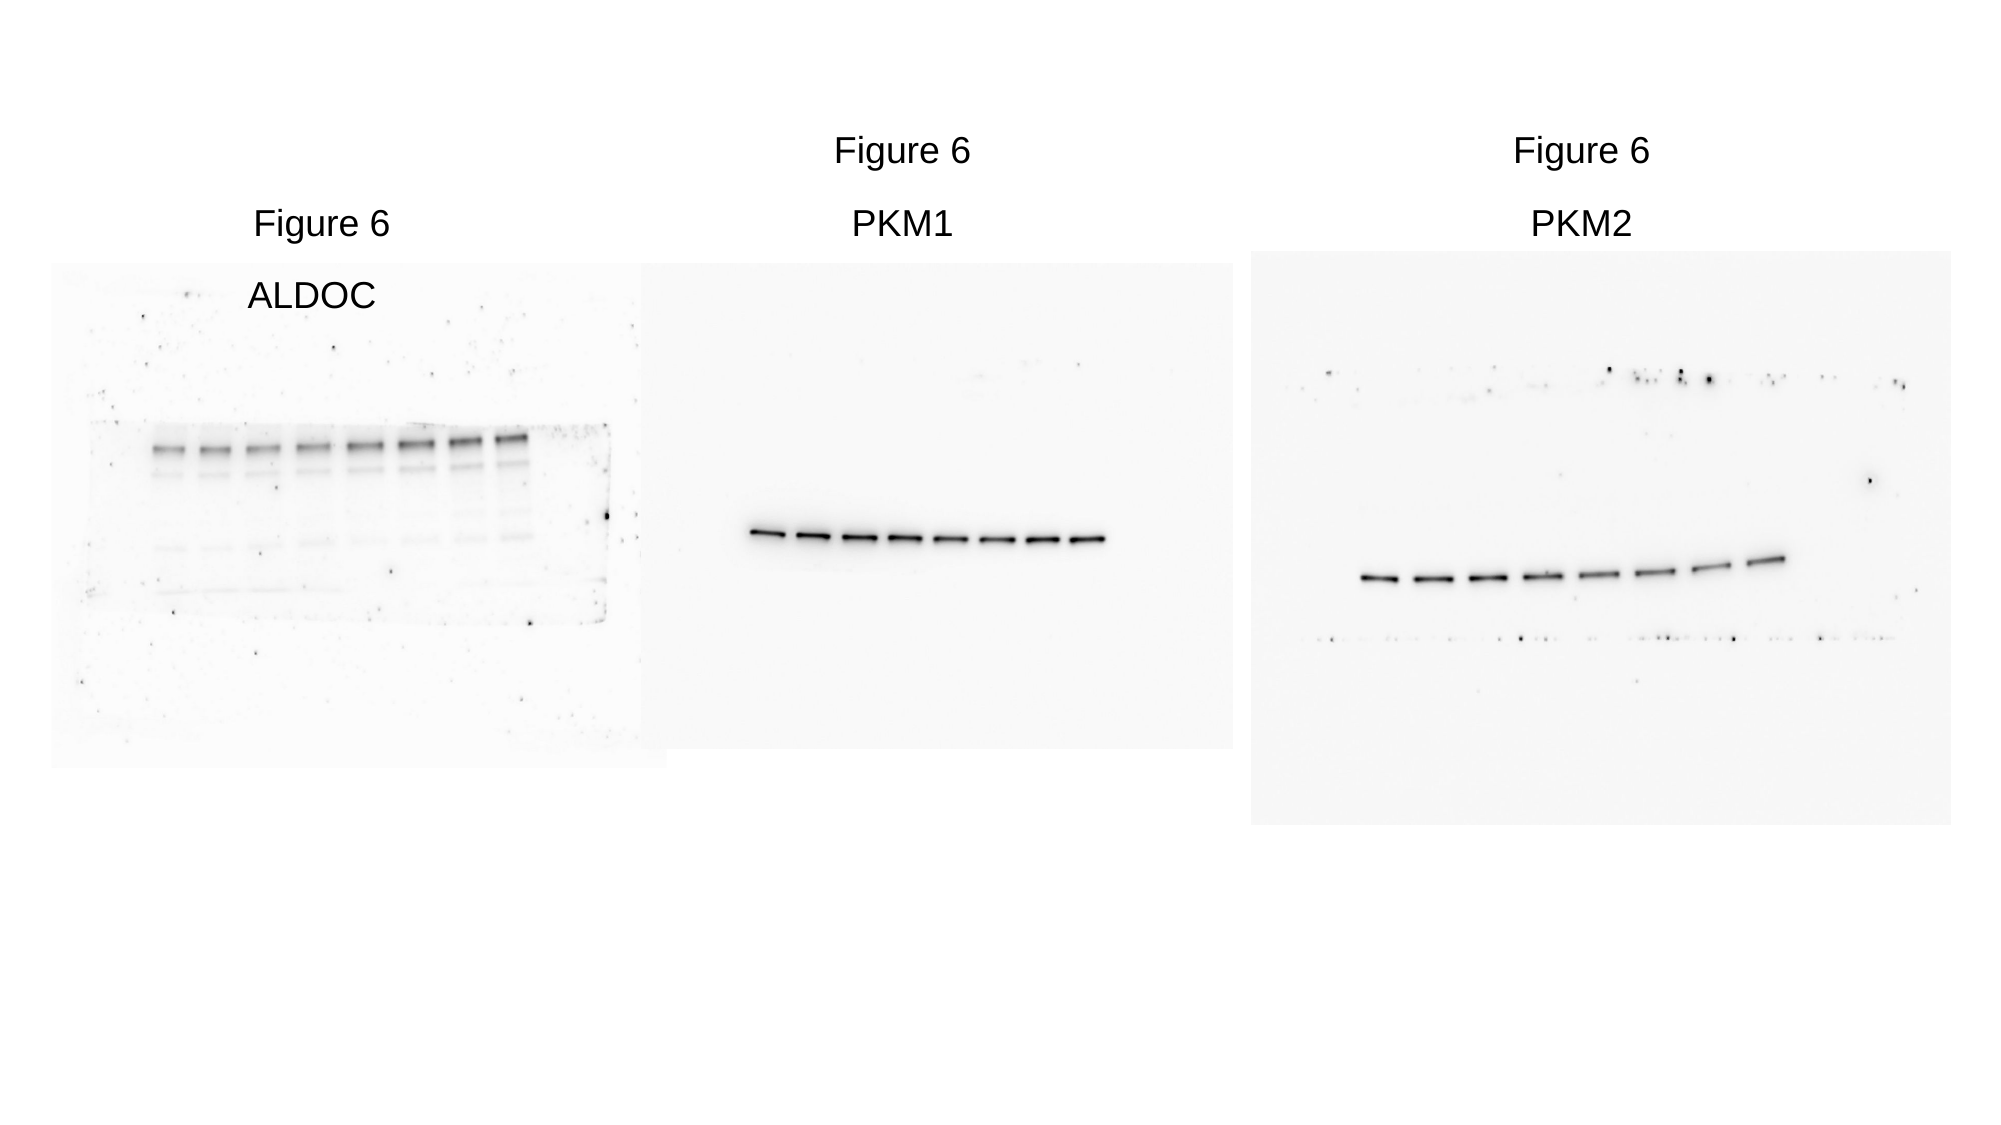

Figure 6
Figure 6
Figure 6
PKM1
PKM2
ALDOC

## Slide 16
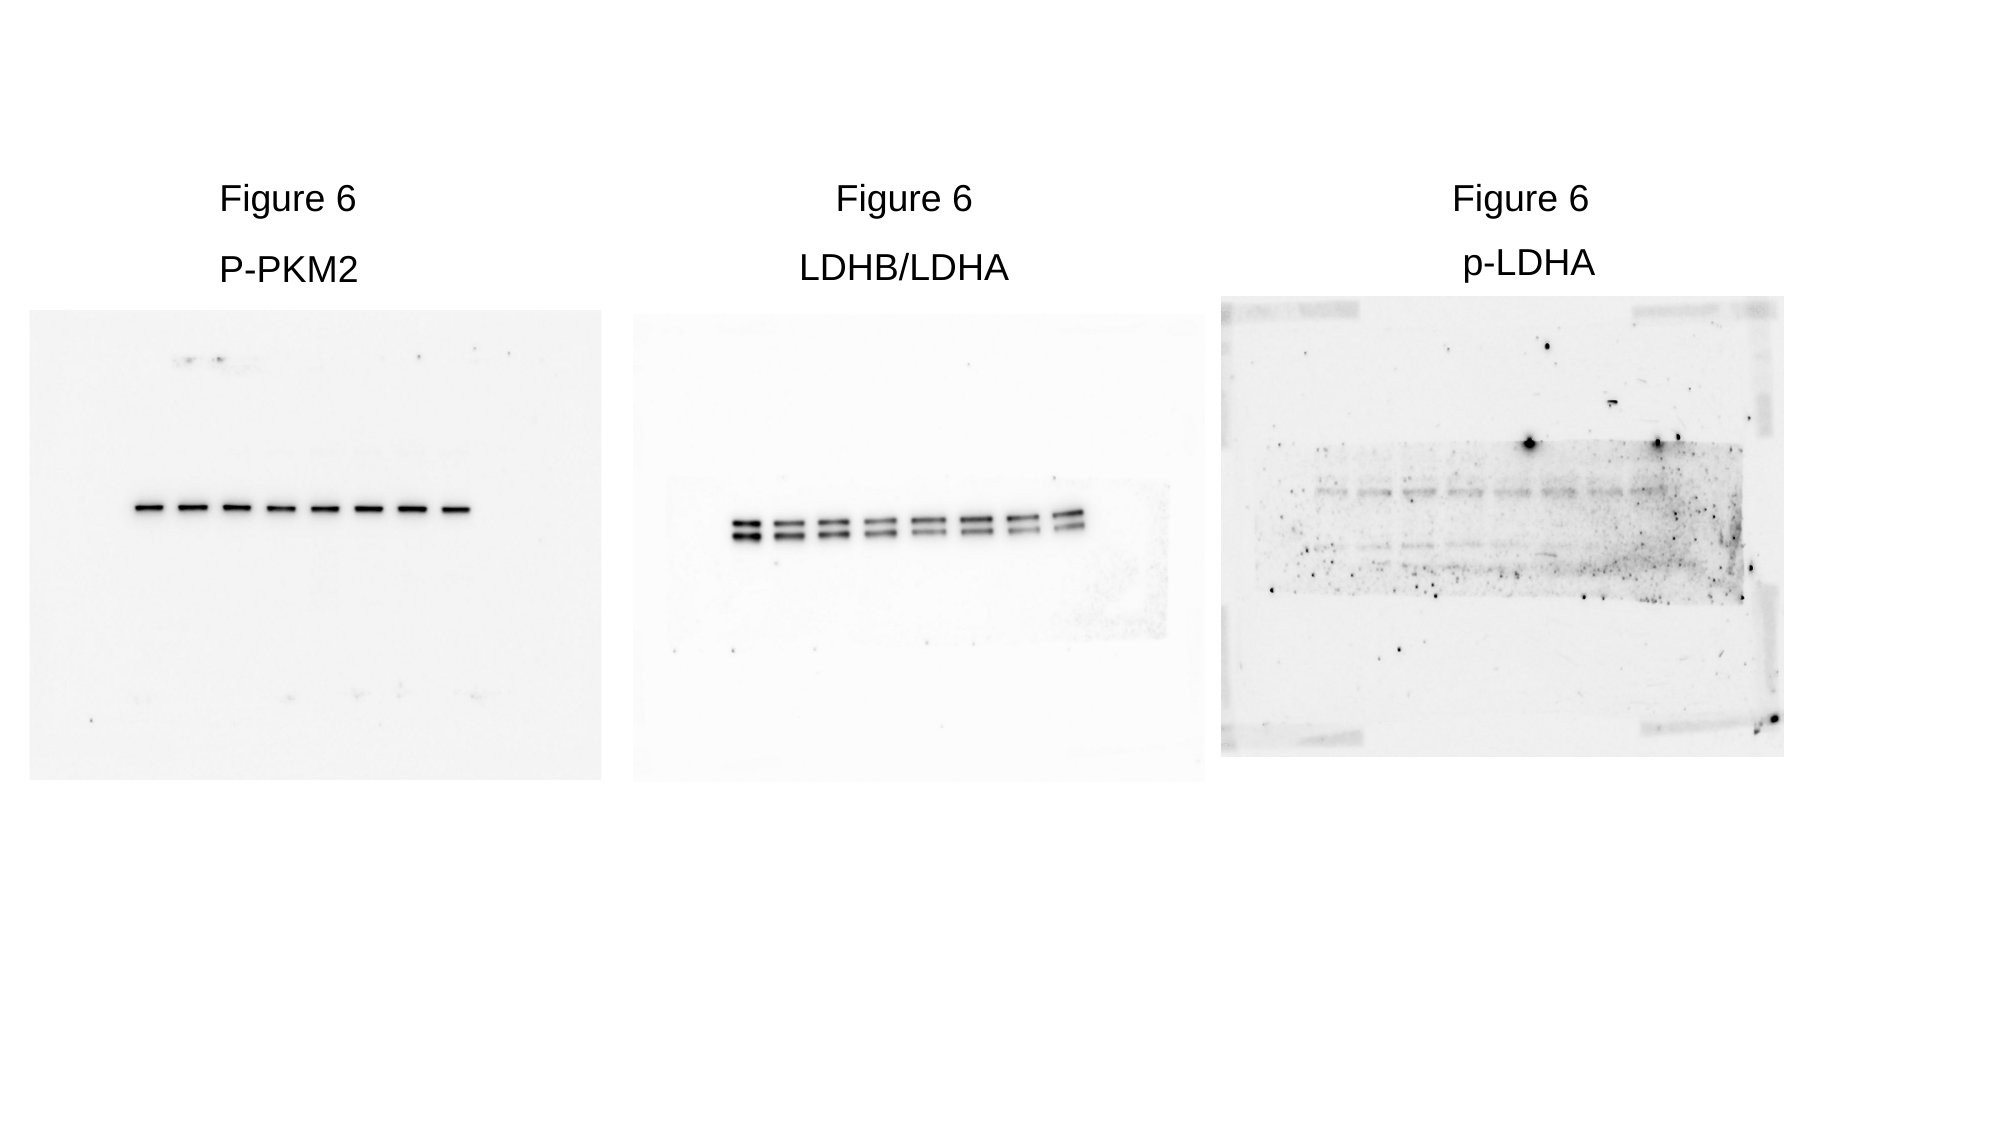

Figure 6
Figure 6
Figure 6
p-LDHA
LDHB/LDHA
P-PKM2

## Slide 17
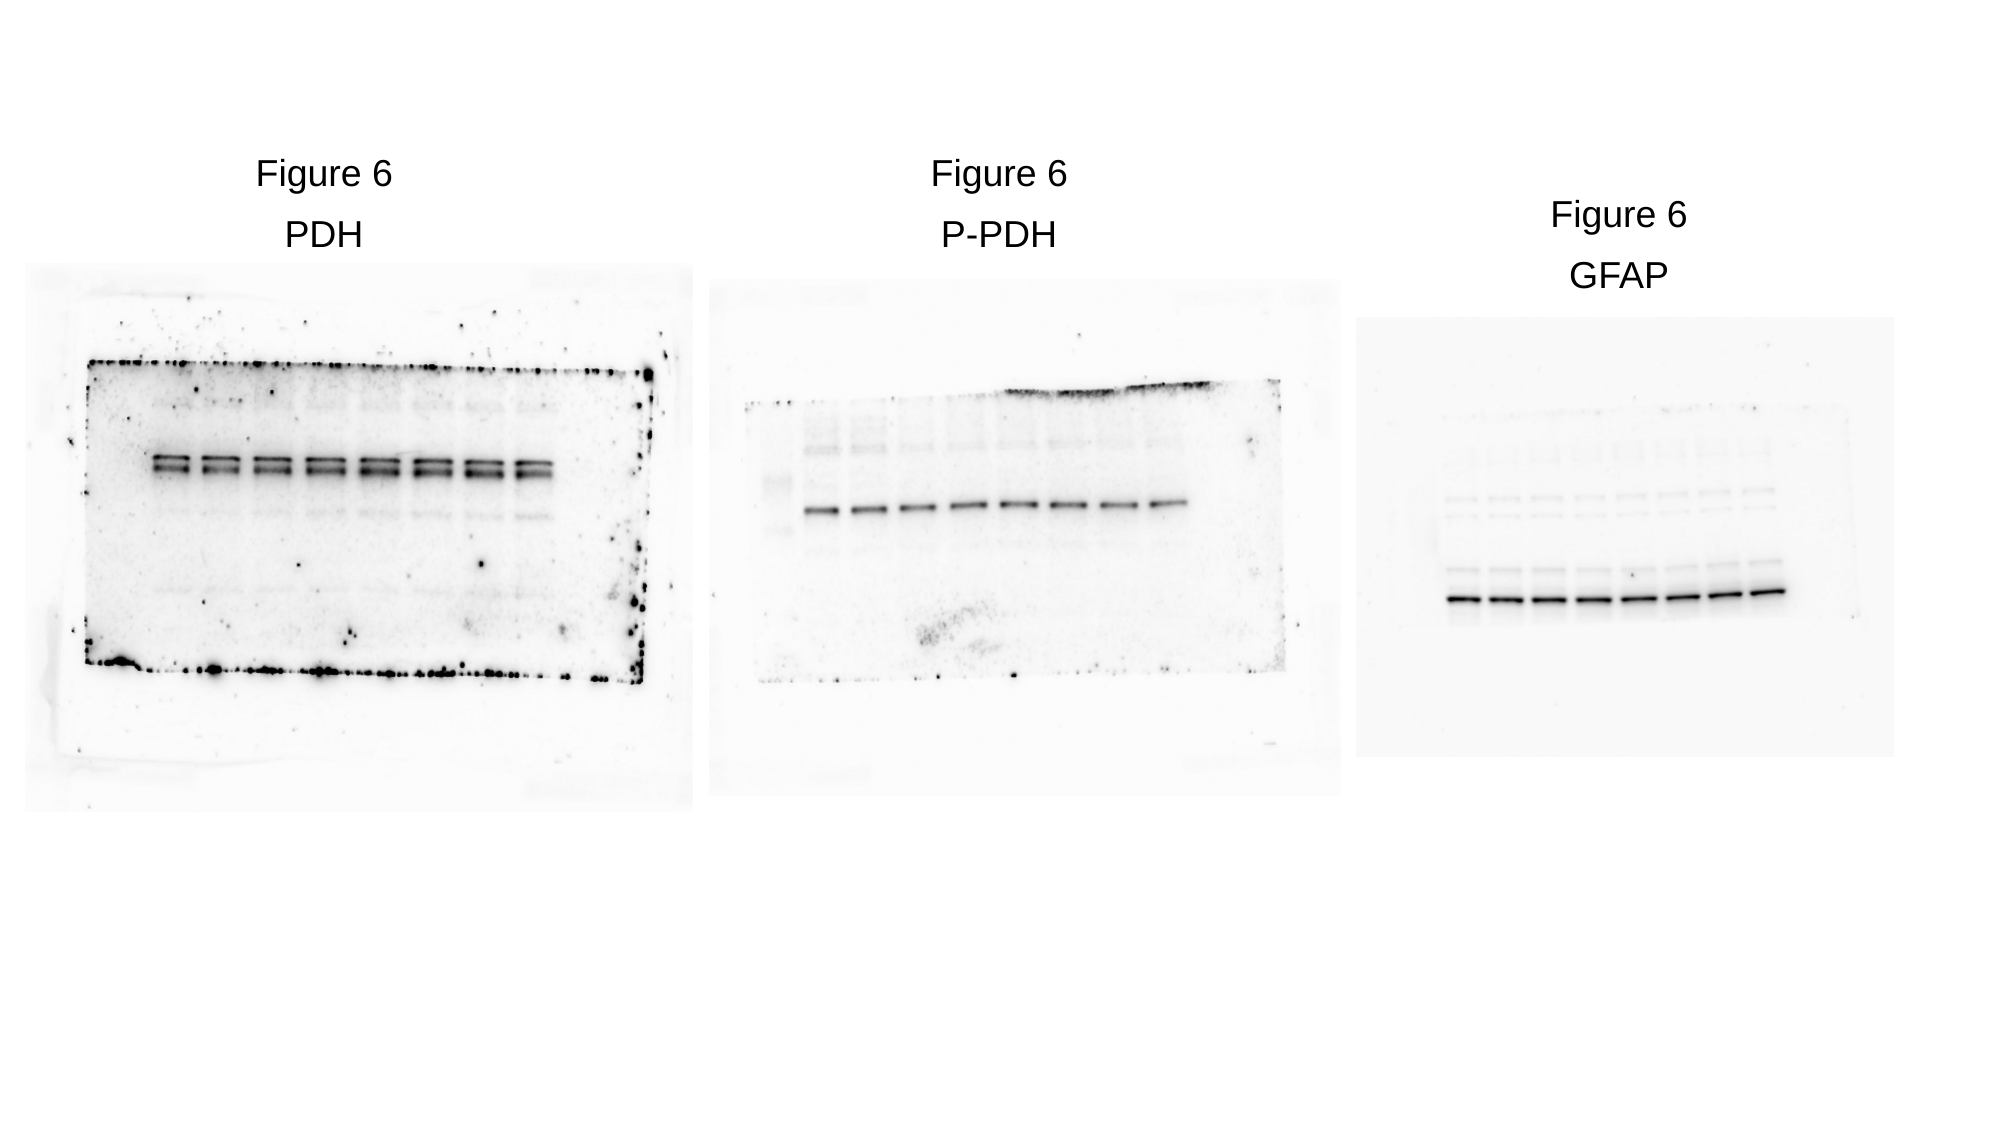

Figure 6
Figure 6
Figure 6
PDH
P-PDH
GFAP

## Slide 18
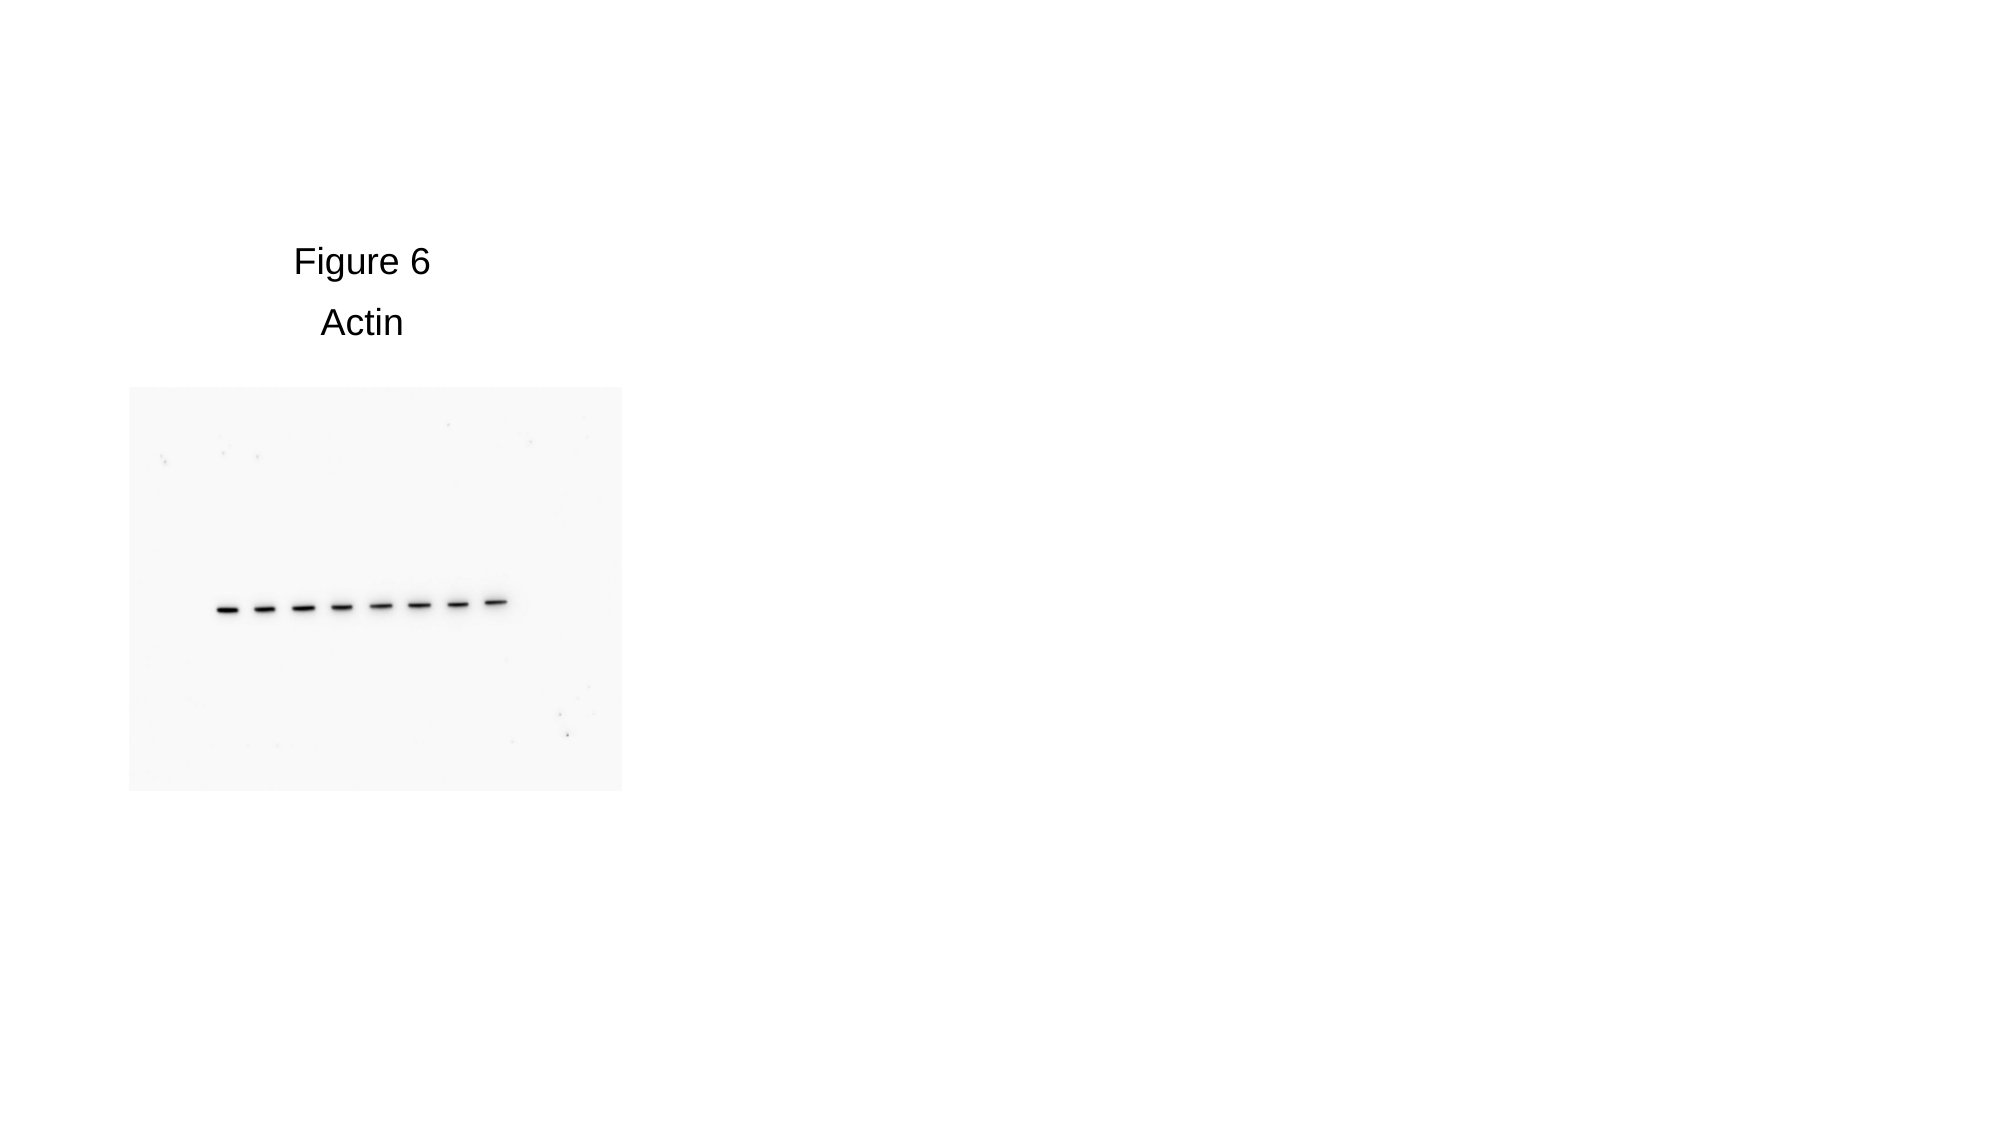

Figure 6
Actin

How the deposited data were processed for this re-analysis (not part of the article)

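RNA sequencing values were available for 12 mouse libraries, 3 replicates each of Het and KO rod TRAP RNA and of Het and KO whole-retina RNA. Libraries were grouped by the genotype and tissue given with each sample, and the replicate numbers 1 to 3 come from the sample titles. Those titles are also the origin of the pairing by replicate number, since neither the paper's text nor the records state which libraries came from the same mouse. The age of 2 weeks comes from the design text of the record. All 12 libraries were used, and the table held 0 columns of other samples.

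The deposited values are treated as a signal proportional to read counts: before the table was deposited, the authors' processing multiplied the reads of each library by 1 factor and rounded the result to whole numbers. This step is not stated by the authors, and was inferred from the values. Within a fraction, totals differ by at most 0.0170% in retina and 0.0081% in rods. For the 7 libraries with factors clearly above 1, between 94.35% and 98.95% of values up to 100 fall on the integers that the estimated factor allows, which make up 69% to 91% of those integers. The mean of the estimated reads of a fraction lies close to its mean total. The factor was estimated by a search over candidate factors for the best fit to the number of genes at each low integer. On 6 simulated libraries the largest error of a factor was 0.0005. The factor of Het retina replicate 3 (0.9970) could not be told from 1. The aligner, counting tool, annotation, strand of counting, genome build and any filter used by the authors are not stated in the paper's text or in the sample records.

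The comparisons set before the data were examined assumed raw counts and a count model. Because the values are scaled, that model was not used, and limma 3.58.1 in R 4.3.3 took its place with the same groups, thresholds and filter. Values were scaled with TMM factors written for this work, raised by a pseudocount of 2 and transformed to log2, and limma was run with the trend and robust options of its empirical Bayes step. Genes were tested if they had a value of about 10 (at the median total) in at least 3 libraries of the comparison and a sum of at least 15. Only the groups compared entered a fit, and p-values were adjusted by the Benjamini-Hochberg method. A gene was counted as changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. The difference between the KO effects in rods and retina was tested as an interaction over all 12 libraries. Rod-depleted genes, those lower in Het rods than in Het retina, were removed before the comparison of KO and Het rods. Gene sets and panels were tested with limma's camera at an inter-gene correlation of 0.01 on all genes past the filter, rod-depleted genes included, over 11 marker sets, 6 metabolic panels and 5 pathway sets. Panel genes were read from Fig. 5, and the other sets were written by hand. Lists among the top 500 rod-enriched genes were tested with one-sided Fisher's exact tests against all genes tested. Clustering used Euclidean distance and complete linkage on the log2 values, and the trees were cut into 2 clusters. With 3 libraries against 3 the smallest exact permutation p is 0.1, so no single-gene permutation test could pass 0.05.

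Genes named in the text are those the paper names, those readable in Fig. 4D, 4F or 4H, for each of 3 comparisons at most the 3 largest rises and 3 largest falls among changed genes whose groups do not overlap, and from each set at most the 4 members with the highest mean and the members past the threshold. Rpl9-ps8, Gm11754, Spc25, Ano6 and the genes listed for chromosome 17 fall outside this rule and were chosen after their values were seen. Cxcl1, Cxcl2, Cxcl5 and Cxcl15 also fall outside it, and were read because no gene is listed under the symbol Il8.

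Simulated data were used to test the methods. With 200 genes of 13043 changed by a log2 fold change of 1 in 3 libraries against 3, limma recovered 96.5%, and 3.98% of calls were false. When a trend with GC content was added to the simulated libraries, 90.27% of calls were false without a correction and 3.55% with it. In the interaction over 12 libraries 43.5% of the changed genes were recovered with 0% false calls. Camera found a raised set and called 0 of 20 unchanged sets.

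Transcript GC content and chromosomes come from a GENCODE annotation of GRCm38, matched by Ensembl identifier, whose release may differ from that of the authors. GC content was taken from the longest protein-coding transcript, or else the longest transcript, and was known for 98.6%, 98.4% and 99.1% of the genes in the rod against retina, retina KO and rod KO comparisons. The trend of each library with GC content was estimated as a smooth curve and subtracted. Python 3.11.15 with NumPy 2.4.6 was used to estimate factors, and matplotlib 3.10.9 drew the figures.

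The alternatives planned along with the comparisons were another scaling (RLE, or library size only), other filters, the replicate number as a block, all 12 libraries in a single fit, no fold change limit, other orders of removing rod-depleted genes, other set tests, other distances, linkages and scales for clustering, another ranking of the top 500 genes, other limits for a gene with reads, the TCA cycle panel without Pdk and Pdh genes, and each library left out in turn. Pseudocounts of 0.5 and 10, the GC correction with and without the block, voom weights on estimated reads, thinning of the estimated reads and a block within genotype were chosen after seeing the data. Count models were not run, because the values are not counts. The pathway and network terms of the paper were not recomputed, because the software and its database were not available. Samples measured by qPCR, blots and electroretinography were left out, because no deposited file of them was available here. The authors deposited the metabolomics data in another repository, which could not be reached, so these were left out too.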

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

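The tests of GC content, of a strain variant and of single libraries in this part were chosen after the results were seen, as were the splits for the immediate early genes and for chromosome 17. The splits for counts of genes and sets and the marker sets of other cells were chosen before.

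Immediate early genes were higher in KO rods, a signal in genes that the paper does not discuss as a group. The 10 tested genes had a median log2 fold change of 0.78, all 10 were higher and 5 were past the threshold (adjusted p = 3.9e-04 from limma's camera, and 4.8e-04 with the replicate number as a block). Fos had a log2 fold change of 1.33 (standard error 0.23, adjusted p = 0.0053 from limma), Jun 0.92 (standard error 0.12, adjusted p = 0.0025), Junb 2.23, Ier2 1.62 and Nr4a1 0.83. In whole retina of KO mice, 13 of 15 tested genes were higher with a median of 0.33 (adjusted p = 6.7e-07 from limma's camera). Among rod libraries, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as large an absolute median of this set. The other 3 gave at most 0.41, and the 6 splits that part only 1 pair gave at most 0.57. After removal of the trend with GC content, the median was 0.38 and the set still passed (adjusted p = 0.0035 from limma's camera), so GC content alone does not account for it. Across all alternatives of this set the adjusted p ranged from values below 0.001 to 0.39, the latter with a correlation estimated from the set's own genes. Marker sets of Müller, bipolar and amacrine cells gave no adjusted p below 0.52 in KO against Het rods (limma's camera), so a change in RNA from these cells is not apparent. Too few microglia markers passed the filter in rods to test that set. These genes respond within minutes to handling of tissue in many cell types, and a difference in dissection between genotypes could not be tested, since the records give no order or date. A response of rods to loss of Shp2 is therefore a hypothesis that cannot be told apart from handling. With 10 splits a share below 0.1 cannot be reached.

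Genes on chromosome 17 stood out in whole retina, which the paper does not discuss as a group, although it names Slc29a1 and Gm49909. Of the 21 genes with an unadjusted p below 0.01 in KO against Het retina, 7 lie on chromosome 17 of GRCm38, which holds 795 of the 16558 tested genes with a known chromosome (one-sided Fisher's exact test, adjusted p = 7.4e-04 over 20 chromosomes). These are Gm20026, H2-D1, Ier3, A930015D03Rik, H2-T10, Slc29a1 and Gm49909. Ptpn11 lies on chromosome 5. Single rod libraries were uneven for these genes. H2-D1 had values of 323, 519 and 2030 in Het rods and 5027, 5301 and 2564 in KO rods, and Slc29a1 had 10, 6 and 304 in Het and 703, 789 and 312 in KO rods, so that Het replicate 3 was near KO replicate 3. Retina values of H2-T10 were 2, 4 and 39 in Het and 118, 98 and 44 in KO. For Gm20026 they were 4, 6 and 28 in Het and 55, 94 and 35 in KO, so replicates 3 were close there too. Replicates 3 stayed apart in retina for Ier3 (387 in Het, 645 in KO), Slc29a1 (191 and 452) and Gm49909 (13 and 102). A candidate explanation is a stretch of chromosome 17 from another strain that differed between the mice. It was proposed from this enrichment (adjusted p = 7.4e-04 from Fisher's exact test), which is therefore no independent test of it. How close together these genes lie was not tested, and sequence variants of another strain cannot be seen without reads. In KO against Het rods, chromosome 17 held 171 of the 2593 genes with an unadjusted p below 0.01 (adjusted p = 9.5e-04), but chromosomes 7, 11 and 15 also had an adjusted p below 0.05. With the GC trend removed, none of the 20 chromosomes did in rods (adjusted p = 0.997 for chromosome 17). With so many rod genes below 0.01, this test cannot see a change of a few genes. Of the 7 genes named above, Slc29a1 (4.26), Gm49909 (3.47), H2-T10 (3.10), H2-D1 (2.63) and Ier3 (1.22) were higher in KO rods as in retina, A930015D03Rik had a log2 fold change of -0.09 and Gm20026 was not tested. In this fit, with rod-depleted genes kept, only Ier3 was past the threshold (adjusted p = 0.012 from limma). Gm49909, H2-T10, H2-D1 and Slc29a1 had adjusted p of 0.051, 0.053, 0.10 and 0.15 from limma. Gm49909 and H2-T10 passed once rod-depleted genes were removed. In retina, after removal of the trend with GC content, 7 of 46 genes lay on chromosome 17 and the enrichment was no longer past the threshold (adjusted p = 0.12). The loss came from more genes on other chromosomes, since the log2 fold changes hardly moved, from 1.67 to 1.63 for Slc29a1, from 3.26 to 3.24 for Gm49909 and from 1.53 to 1.48 for H2-D1. Whether GC content adds to the enrichment is left open by this test. The retina comparison itself had 0 genes past the threshold and 140 with an unadjusted p below 0.05, so 4 of the 4 splits that part all 3 same-numbered pairs gave as many by construction, which says nothing about chromosome 17. For the number of chromosome 17 genes with an unadjusted p below 0.01, 3 of these 4 splits gave as many, up to 156, which also reflects how many genes in all pass in a split. For the odds ratio of chromosome 17 among such genes, a measure added after that count was seen, 1 of the 4 splits, the real one (10.3), gave as large a value. The other 3 gave at most 2.84 and the 6 splits that part only 1 pair at most 3.65. Reads shared between near-identical genes of the H2 family remain a further source of uncertainty. Loss of Shp2 as the origin of these differences was not tested apart from these explanations.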

How the results depend on the processing

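Pseudocounts, GC correction (with and without the block), voom weights and thinning were chosen after seeing the data, and the other alternatives before. Count models and thinning of deposited counts were planned and not run, because the values are scaled. Where a result changed, the cause was not tested.

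Scaling changed the split between fractions most. With library size only, 1168 genes were higher in Het rods than in Het retina (37.0% of changed genes were higher under TMM and 13.6% with library size only), and 541 were lower in KO rods (86.2% and 65.1% higher). The median log2 fold change of all tested genes was then -0.51 between fractions and -0.11 between genotypes in rods. The panel medians turned negative, to -0.0607 for the TCA cycle, -0.0532 for fatty acid oxidation and -0.0335 for antioxidants, and Ptpn11 between rods and retina turned to -0.089. Ptpn11 in KO rods passed the threshold of adjusted p with library size only (-0.34) and with the block (-0.26). Genes with a value of at least 10 in every library gave 2924 rod-depleted genes. Reads in any library were found for 30649 genes in retina and 24331 in rods.

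In KO against Het rods, 0 genes were higher and 0 lower when all 12 libraries entered a single fit (2554 had an unadjusted p below 0.05). With no fold change limit, 1043 genes were lower. GC correction left 250 higher and 100 lower, and with the block 292 and 110. Leaving out each library in turn gave 793 to 1397 genes higher and 125 to 344 lower. Counts under RLE scaling, other filters, other pseudocounts, voom, thinning and the other orders of removing rod-depleted genes stayed within a factor of 1.5 of 1272 and 204. In KO against Het retina, voom called 1 gene (Rpl9-ps8, -4.85), and the fits that left out 1 library called 0 to 1 genes, namely Gm11754 (5.84) without Het replicate 1 and Spc25 (-6.16) without KO replicate 1. The interaction called 0 to 1 genes when 1 library was left out, and the gene called without Het rod replicate 3 was Ano6. Genes with an unadjusted p below 0.05 for the interaction then numbered 1964 without Het retina replicate 3 and 1572 without KO retina replicate 3. Leaving out any other library gave 181 to 310. With 1 library left out, rod-enriched genes numbered 3124 to 4145 and rod-depleted genes 5842 to 6208. The top 500 then held 31 to 44 photoreceptor genes and 11 to 16 cilium genes.

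With the correlation estimated per set, camera's call was lost for rod (1.75), cone (-1.07), bipolar (-4.65), Müller (-4.88), amacrine (-4.88), ganglion (-4.97), microglia (-4.09), vascular (-3.92), RPE (-3.46) and mitochondrially encoded (-6.14) sets. It was also lost for glycolysis (0.31), ribosomal protein genes (0.28), cell cycle genes (-0.16) and immediate early genes (0.78). Fry lost the ribosomal (0.28) and cell cycle (-0.16) sets and called the pentose phosphate shunt (0.36). The lens set was called with the block (-4.41), with GC correction and block (-3.91) and without Het retina replicate 1 (-7.22), and ranged from -7.22 to -2.33 with 1 library left out. GC correction and block together called the pentose phosphate shunt (0.32), whose median was 0.079 with rod-depleted genes removed. GC correction, alone or with the block, turned the medians of proteasome (0.0404), cell cycle (0.0281) and nucleotide excision repair genes (0.0635) positive, and the last was 0.0068 with rod-depleted genes removed. The correction also raised the median of the tested genes in rods, with rod-depleted genes removed, to 0.07. These positive signs are therefore no evidence of a rise. With 1 library left out, medians ranged from -0.0248 to 0.0458 for the TCA cycle, from -0.0613 to 0.10 for antioxidants and from -0.0433 to 0.00094 for nucleotide excision repair.

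In clustering, the number of misplaced rod libraries was 1 for all genes without log values. For glycolysis it was 1 with z-scores, correlation distance, average linkage or GC correction, and 0 to 1 with 1 library left out. For the TCA cycle it was 0 without log values or with z-scores, 2 with GC correction, and 0 to 1 with 1 library left out. For the mitochondrial panel it was 2 with average linkage or GC correction, and 0 to 2 with 1 library left out. For fatty acid oxidation it was 0 with z-scores or correlation distance, and 0 to 1 with 1 library left out. For antioxidants it was 1 without log values, 0 with z-scores, 3 with correlation distance, and 0 to 2 with 1 library left out.

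With 1 library left out, the log2 fold change of Ptpn11 ranged from 0.34 to 0.41 between rods and retina, from -0.12 to 0.020 in KO retina and from -0.36 to -0.17 in KO rods. Among other named genes, Aldoa turned to -0.37 and Hk1 to -0.0754 under GC correction. Of 912 values of named genes under alternatives, 117 changed: 109 lost and 6 gained their call, and 2 reversed. Depth limits the genes with low values, for which 3 reads correspond to values between 1.93 and 4.37.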

Differences from the paper's values

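The paper reports 2581 differentially regulated genes between KO and Het rods, and 1476 were found here. Of the alternatives set before the data were examined, no fold change limit (2923 genes) and leaving out Het rod replicate 2 (1741 genes) came within a factor of 1.5 of the paper's number. RLE scaling, library size only, other filters, the replicate number as a block, a single fit of all 12 libraries, other ways of removing rod-depleted genes and the other 5 libraries left out did not.

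For KO against Het retina, the paper reports 3 genes and 0 were found here (140 had an unadjusted p below 0.05). None of the alternatives set before the data were examined closed the gap, and at most 1 gene was called, when a library was left out. The 3 genes of the paper, Slc29a1, Rps18-ps5 and Gm49909, were called under none of the settings run.

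Fig. 4D marks about 1100 genes higher in rods than in retina, read by eye, and 3474 were found here. With library size only in place of TMM the number was 1168, and none of the other alternatives set before the data were examined came within a factor of 1.5.

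Fig. 4H marks about 1500 genes lower in KO rods, read by eye, and 204 were found here. With no fold change limit 1043 genes were lower, and none of the other alternatives set before the data were examined came within a factor of 1.5.

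Some statements of the paper on genes and directions also differ. The paper describes the TCA cycle panel as decreased in KO rods, whereas its median log2 fold change here was 0.02. A negative median was found with library size only (-0.06) and when Het replicate 1 (-0.02) or KO replicate 3 (-0.0086) was left out. Library size only shifts all tested genes in rods, whose median was then -0.11, so that sign is no evidence of a fall of the panel. The paper describes the genotypes as separated on the TCA panel, and here 1 rod library was misplaced. With values not on a log scale, with z-scores or without Het replicate 2, 0 libraries were misplaced. In Fig. 4C a Het rod library is drawn next to the KO libraries, whereas the genotypes formed separate clusters here, and without log values 1 library was misplaced. Fig. 4H labels Top2a, Cckbr, Tpm3-rs7 and Gm46544, which were not called here. Cckbr was called with the block and without Het rod replicate 3, Tpm3-rs7 and Gm46544 were called without Het rod replicate 2, and Top2a was called under none of the settings run.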

Other observations

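The tests of GC content and of single libraries in this part were chosen after the results were seen, and the splits of the samples, the marker sets, the proteasome test and a test of depth before. That the depth test thins estimated reads was settled after the values were seen to be scaled.

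The 1476 genes changed in KO rods were weighed against other splits of the 6 rod libraries. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes, and the 6 other splits, which part only 1 pair, gave 0. With 10 splits in all, a share below 0.05 cannot be reached. A difference in depth does not account for the number, since thinning the estimated reads to the smallest library left 1444 genes. A change in RNA from Müller, bipolar or amacrine cells is not apparent either, since the smallest adjusted p of their marker sets was 0.52 (limma's camera), while microglia could not be tested because too few of their markers passed the filter in rods. Removing each library's trend with GC content left 350 genes, so GC content remains a candidate explanation for most of the changed genes. The trend separates the genotypes completely, so removing it could also remove a real difference that follows GC content. Retina libraries showed trends of similar size in both directions within each genotype, between -0.84 and 0.86 in Het and between -0.63 and 0.90 in KO libraries. Such spread within a genotype suggests that the trend can arise without a difference in genotype (350 genes after correction). A difference between genotypes in how rods use GC-rich transcripts was not tested separately.

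For the rod and retina fractions, 1 of the 4 comparable splits gave as many enriched and depleted genes, and 1 of 4 gave as many photoreceptor and cilium genes in the top 500, in each case the real split. For marker sets, 3 of the 4 comparable splits gave as many sets past the threshold, and splits that part only 1 pair gave between 2 and 11. Such splits mix the fractions unevenly and keep part of the difference between them, so they do not test whether the calls arise by chance. In KO against Het rods, 2 of the 4 comparable splits and 5 of all 10 splits gave as many metabolic panels as the real split, which gave 1. For pathway sets 1 of the 4 comparable splits did, although 1 of the splits that part only 1 pair also gave 3 sets. The remaining splits gave 1 or 2 sets each, so camera also called pathway sets in groupings that mix the genotypes. For the interaction of genotype and fraction, 4 of the 4 comparable splits gave as many genes, since the real one gave 0 (299 with an unadjusted p below 0.05).

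The glycolysis panel stayed past the threshold after removal of the GC trend, with a median of 0.19 and an adjusted p of 0.033 from limma's camera, so GC content does not fully explain it. Over its alternatives the adjusted p of the panel ranged from values below 0.001 to 0.73. The 83 cytosolic ribosomal protein genes had a median of 0.28 in KO rods, with 63 of them higher (adjusted p = 8.4e-06 from limma's camera), and a median of 0.29 after removal of the trend (adjusted p = 2.2e-06). In KO retina, the set had a median of 0.12 (adjusted p = 1.0e-06 from limma's camera). Both sets lost their call with a correlation estimated per set (adjusted p = 0.73 each), so the calls depend on how correlated the genes are taken to be. A rise of ribosomal protein transcripts in KO rods is a hypothesis, and Rpl37 rose by 0.67 (standard error 0.18) while Rpl22, the gene tagged for TRAP, had a log2 fold change of -0.20 (standard error 0.08, adjusted p = 0.090 from limma).

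Cell cycle genes without proteasome subunits were lower as a set in KO rods (adjusted p = 0.021 from limma's camera), while proteasome subunits were not (adjusted p = 0.50). Of the cell cycle genes past the threshold, however, 9 were higher and 3 lower. The call of this set was lost with fry (adjusted p = 0.12) and with a correlation estimated from its own genes (adjusted p = 0.39 from limma's camera). The paper's cell cycle pathways were not computed again, so the part of shared proteasome genes in those pathways was not tested. Without Het rod replicate 3 the adjusted p was 0.028. After removal of the GC trend the adjusted p was 0.76 from limma's camera, so GC content is a candidate explanation for this set. The median of the set was then 0.03, where that of the tested genes, with rod-depleted genes removed, was 0.07.

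Lens genes took between 0.0012% and 6.58% of the retina totals, with the extremes in Het replicate 1 and KO replicate 3. In KO retina, the lens set had a median log2 fold change of 2.86 (adjusted p = 3.0e-08 from limma's camera) although none of its genes was past the threshold. Mitochondrially encoded genes had a median of -0.19 there (adjusted p = 0.0015 from limma's camera).

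Several genes that the paper measured in other samples were read in KO against Het rods, with rod-depleted genes kept. The paper measured the products of Slc2a1, Hk2, Aldoc, Ldhb and Ocln as proteins in whole retina, which rod RNA does not measure. It reports less Glut1, the product of Slc2a1, in KO retina, whereas Slc2a1 RNA was higher in KO rods. The log2 fold change was 0.60 for Slc2a1 (standard error 0.12, adjusted p = 0.0077 from limma), 0.22 for Hk2 (standard error 0.08, adjusted p = 0.076), 0.44 for Aldoc (standard error 0.08, adjusted p = 0.0041) and 0.32 for Ldhb (standard error 0.10, adjusted p = 0.037). For Ocln it was 0.29 (standard error 0.20, adjusted p = 0.32 from limma) and for Gab1 -0.10 (standard error 0.19, adjusted p = 0.72). For Actb it was 0.16 and for Nefh -1.06 (adjusted p = 0.064). In KO retina, the log2 fold change was 0.15 for Slc2a1, -0.04 for Hk2, 0.07 for Aldoc, 0.11 for Ldhb and -0.15 for Ocln. After removal of the GC trend in rods, adjusted p from limma was 0.019 for Slc2a1 (0.41), 0.0051 for Aldoc (0.40) and 0.14 for Ldhb (0.21). With rod-depleted genes removed, Slc29a1 had a log2 fold change of 4.27 (standard error 1.69, adjusted p = 0.14 from limma) and Rps18-ps5 of 2.64 (standard error 0.69, adjusted p = 0.049). For Rps18-ps5 the adjusted p from limma was 0.17 with the block, 0.099 after removal of the GC trend and 0.0502 with library size only. Gfap was lower in Het rods than in Het retina by a log2 fold change of -5.52 (standard error 0.50, adjusted p = 2.1e-05 from limma).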
